# Hepatic metabolic reprogramming in male mice during short-term caloric restriction involves enhanced glucocorticoid rhythms

**DOI:** 10.1038/s41467-025-67228-z

**Published:** 2025-12-11

**Authors:** Konstantinos Makris, Vlera Fonda, Fania Feby Ramadhani, Lina Fadel, Morgane Davezac, Bertrand Payet, Ioannis K. Deligiannis, Liwei Zhang, Teresa Horn, Laura Heimerl, Céline Jouffe, Marjolein Heddes, Celia P. Martinez-Jimenez, Fabiana Quagliarini, N. Henriette Uhlenhaut

**Keywords:** Obesity, Transcription, Genomic analysis

## Abstract

Caloric restriction prolongs lifespan and preserves health across species, with feeding times synchronized to day–night cycles further maximizing benefits. However, the mechanisms linking diet, diurnal rhythms, and lifespan remain unclear. In mice, the time point most strongly tied to dietary effects on lifespan coincides with the peak of glucocorticoid secretion (ZT12, lights-off). Caloric restriction raises circulating glucocorticoid hormone levels, implicating these signals as candidate mediators for its benefits. Here we show that in the liver, the glucocorticoid receptor (GR) is required for the metabolic response to caloric restriction. Hepatocyte-specific GR mutant males fail to mount this response, indicating that increased glucocorticoid amplitude is necessary for the adaptation. Using multiomics, we find that nutrient deprivation elicits a nuclear switch from active STAT signaling to increased FOXO1 activity, enabling GR to activate diet-specific gene expression programs. Our results suggest that glucocorticoid rhythms are crucial for caloric restriction-induced metabolic reprogramming.

## Abstract (web summary)

The authors show that in mice the glucocorticoid receptor is essential for caloric restriction to rewire stress hormone action and gene regulation to boost circadian rhythms, reprogram metabolism and promote healthy aging

## Introduction

Caloric restriction, a nutritional regimen of reduced energy intake without malnutrition, stands as a potent non-pharmacological approach for preventing a wide range of age-related illnesses including cardiovascular, autoimmune and metabolic diseases, neurodegeneration and cancer^1,2^. It induces metabolic and hormonal changes, most notably extending life- and healthspan, with underlying mechanisms that are not yet fully understood^3,4^.

In rodents, a common approach to study caloric restriction is to reduce the food intake by 30-40% of that of an *ad libitum* diet. Timing meals to coincide with the beginning of the active phase and synchronizing fasting-feeding cycles with internal circadian rhythms, enhances the beneficial anti-aging outcomes of this diet^5^. In such settings, one of the earliest effects of caloric restriction is the increased amplitude of diurnal glucocorticoid hormone (GC) secretion, coinciding with the beginning of the active/feeding phase^6,7^. Physiologically, rhythmic glucocorticoid release is known to reciprocally integrate clock signals and to entrain metabolic programs in peripheral tissues^8–10^. We therefore speculated that glucocorticoids play a fundamental role in the beneficial response to reduced caloric intake^11,12^. Glucocorticoids directly bind to and activate the Glucocorticoid Receptor (GR), a transcription factor belonging to the nuclear receptor family. Upon ligand binding, the GR enters the nucleus to control the expression of thousands of target genes by direct recognition of regulatory DNA sequences and by crosstalk with co-bound transcription factors^13–16^.

The aim of this study is to uncover the functional importance of amplified glucocorticoid rhythms and of time-point specific mechanisms of GR target gene regulation associated with the favorable effects of caloric restriction in mouse livers. We explore the significance of GR activity in shaping the diurnal hepatic response to a short-term caloric restriction protocol by linking next generation sequencing data to mouse phenotyping and molecular characterization. Our findings suggest that the caloric restriction induced rewiring of hepatic gene expression is achieved through a unique reprogramming of GR chromatin binding, via loss of STAT5 and gain of FOXO1 crosstalk. Consequently, without functional GC signaling, a significant portion of the beneficial outcomes typically associated with caloric restriction is abolished.

In summary, our study underscores the pivotal role of enhanced GR signaling, coupled with energy deprivation, as a crucial determinant eliciting the rhythmic response to caloric restriction.

## Results

### The GR is required for the transcriptional response to caloric restriction in murine hepatocytes

To characterize the functional impact of glucocorticoids on physiological responses to caloric restriction, we gradually acclimated 12-week-old male C57/BL6J mice to reduced feeding from 100 to 60% of their normal intake over 4 weeks, followed by a 40% restriction for 4 more weeks (short-term caloric restriction, cal. res.). Control mice had *ad libitum* access to food, except for the final week, during which food was restricted to the 12 h dark phase (night-restricted feeding, ctrl.). Importantly, food was given at 6 pm (lights off, zeitgeber time 12 - ZT12) to all groups (Fig. 1a). As expected, cal. res. mice showed a consistent body weight reduction ( ~ 30%) (Supplementary Fig. 1a). To monitor daily levels of circulating glucose, insulin, and glucocorticoids, we collected blood every 4 hours around the clock. Caloric restriction reduced postprandial glucose and insulin levels, especially at ZT16 (Supplementary Fig. 1b, c). Conversely, the amplitude of diurnal GC secretion was significantly increased by caloric restriction, with a ~ 3-fold rise of corticosterone levels over controls specifically at ZT12 (Fig. 1b). To a lower extent, these diurnal hormone secretion patterns corresponded to differential nuclear translocation at ZT12 of the GR in the livers of cal. res. and ctrl. mice (Supplementary Fig. 1d, e). To determine whether a milder caloric restriction also amplifies the GC surge, we applied the same feeding protocol using 20% restriction. Although this regimen led to a proportional decrease in body weight, mice subjected to 20% restriction did not exhibit a time-specific increase in circulating glucocorticoids compared to controls (Supplementary Fig. 1f, g). Therefore, all subsequent experiments were performed using the standard, more stringent, protocol.

**Fig. 1:**
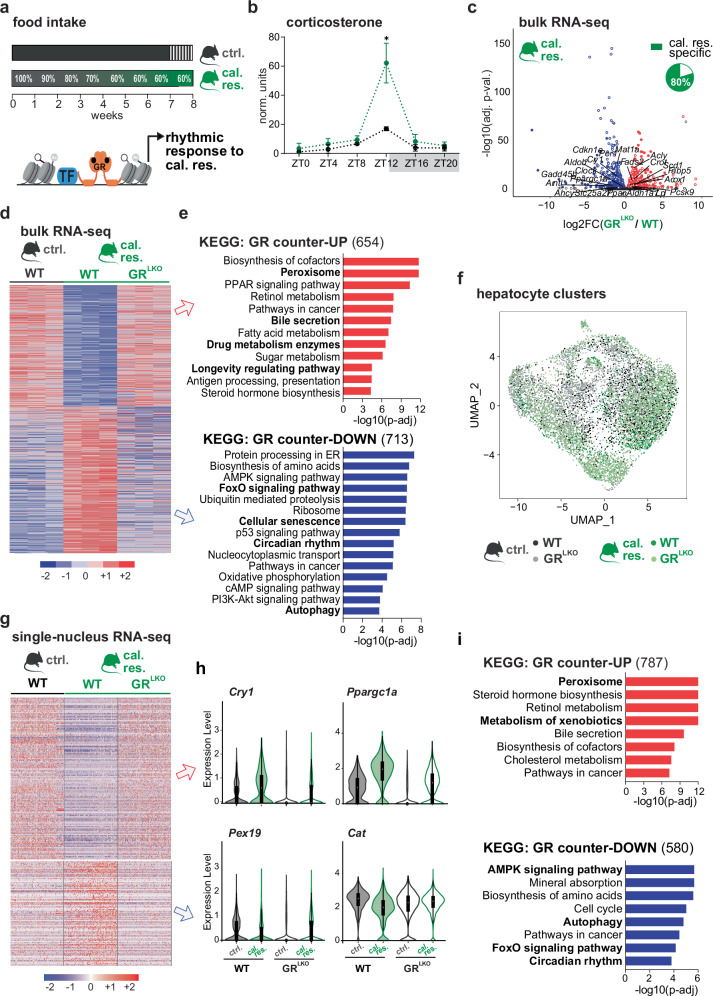
The increased ZT12 glucocorticoid peak induced by caloric restriction shapes transcriptional responses revealed by bulk and single nuclei RNA sequencing. **a** Experimental design depicting the applied food intake regime. The mice were on a control diet (ctrl.; ad libitum plus night-restricted feeding for the final 7 days) versus caloric restriction (cal. res.; gradual 60% restriction, with feeding at ZT12). **b** Serum corticosterone levels measured every 4 hours around the clock (ZT0-ZT20), presented as mean ± SEM (n = 3). Unpaired two-sided t-test was used to compare groups at ZT12. **c** Volcano plot showing transcripts differentially regulated in GR^LKO^ compared to WT mice after cal. res. diet (DESeq2; Wald test, B-H FDR). Genes with FDR < 0.05 are highlighted (n = 3). Pie chart represents genes that became newly GR-dependent under cal. res. (1651 out of 2068 deregulated transcripts were only deregulated in cal. res.). **d** Sorted bulk RNA-seq heatmap (normalized Z-scores) displaying not responding transcripts to cal. res. in the absence of GR (ZT12, n = 3). **e** KEGG pathway annotation for genes in **d** showing opposite regulation in GR^LKO^ versus WT: Up-regulated (GR counter-UP, n = 654) and down-regulated (GR counter-DOWN, n = 713). g:Profiler (Gene Ontology Statistics) enrichment; p-values adjusted by B-H FDR. **f** UMAP colored by subgroup, treatment, and donor showing that the annotated subgroups are found throughout all conditions (9586 cells, n = 2). **g** Single nuclei RNA-seq heatmap (normalized Z-scores) displaying not responding transcripts to cal. res. in the absence of GR (ZT12, n = 2). Differential expression was assessed with Signac. P-values adjusted for multiple comparisons using Bonferroni correction. **h** Violin plot of the representative genes that show loss of response to caloric restriction upon GR^LKO^, as shown in (**g**). For all violin plots: Median (center dot), 25^th^-75^th^ percentiles (box), min-max whiskers were shown. **i** KEGG pathway annotation for genes in **g** showing opposite regulation in GR^LKO^ versus WT: Up-regulated (GR counter-UP, n = 787) and down-regulated (GR counter-DOWN, n = 580). g:Profiler (Gene Ontology Statistics) enrichment; p-values adjusted by B–H FDR. Source data are provided as a Source Data file. *p < 0.05.

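Bulk RNA-seq measures the transcripts of every gene in a piece of whole liver, so that hepatocytes and all other liver cells contribute to each value. The diet effect was measured at ZT12 in WT mice on caloric restriction (n = 3) and WT mice on control diet (n = 3). The titles of the 3 control libraries carry the letters AL, for feeding ad libitum, while their treatment label gives night-restricted feeding. The effect of GR was measured at ZT12 in GR LKO and WT mice on caloric restriction (n = 3 per genotype) and on control diet (n = 4 per genotype), whose libraries belong to a series of 6 time points. GR LKO mice carry a floxed GR gene (*Nr3c1*) that Cre recombinase deletes in hepatocytes, and their WT controls carry the floxed gene without Cre. The labels of the diet comparison give the genotype as WT and name no floxed gene. The authors aligned the reads with Salmon 1.8.0, summed them per gene with tximport 1.18.0 and deposited estimated counts, which need not be whole numbers and are not normalized. For the tests the estimated counts were rounded to whole numbers, genes with low counts were left out by edgeR's filterByExpr at its minimum count of 10, and libraries were scaled by edgeR's TMM method. Each comparison was fitted on its own groups with edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The 6 libraries of the diet comparison held between 36442195 and 39492146 counts, with a median of 38733781 on caloric restriction and 37159038 on control diet. On caloric restriction, the ZT12 libraries of the genotype comparison held 16249746 to 20788575 counts in WT (median 16712295) and 16766064 to 19230725 in GR LKO (median 17590672). On control diet they held 11408194 to 14544579 counts in WT (median 13134132) and 12974408 to 16066590 in GR LKO (median 15072527). With its deeper libraries the diet comparison could test 13062 genes, against 11759 genes for the genotypes on caloric restriction and 11428 on control diet. The 10 most abundant genes took 25.0% to 25.8% of the counts in WT and 21.6% to 23.3% in GR LKO livers on caloric restriction, and between 18.1% and 19.9% on control diet. Because the libraries of the time series were prepared as separate batches for each diet, genotypes were compared within a diet. A difference of the genotype effect between diets was tested as an interaction of genotype and diet. Where the diets of the series were compared directly, the diet coincides with the batch.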

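The targeted gene, *Nr3c1* (ENSMUSG00000024431), was measured first in every ZT12 library, in CPM (counts relative to the size of the library, after TMM scaling). On caloric restriction the 3 WT livers had 103, 98.7 and 104 CPM and the 3 GR LKO livers 30.8, 32.0 and 30.7 CPM, a log2 fold change of -1.70 (standard error 0.07, adjusted p = 8.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On control diet the 4 WT livers had 84.5, 89.6, 76.8 and 89.4 CPM and the 4 GR LKO livers 19.2, 21.2, 20.4 and 25.3 CPM, a log2 fold change of -1.98 (standard error 0.10, adjusted p = 5.05e-05 from the same test). Every library labelled GR LKO lay below every library labelled WT on its diet. Reads from cells other than hepatocytes, and from exons outside the deleted region, still count towards the gene.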

To reveal gene expression changes during caloric restriction which depend on GR, we performed bulk RNA-seq in livers collected at ZT12 (the end of the fasting phase and the peak of GC levels). In wildtypes, we found a massive reprogramming of the transcriptome upon caloric restriction, with ~6000 deregulated genes (adj-p < 0.05) (Supplementary Fig. 1h). 

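In the diet comparison 6155 of the 13062 genes tested were called, 3073 of them higher and 3082 lower on caloric restriction. At an unadjusted p-value under 0.05 the number was 7122. The values of the 3 mice on caloric restriction and the 3 on control diet did not overlap for 7707 genes, 59.0% of those tested, where chance gives 10% for 3 mice against 3. With each mouse left out in turn, between 4512 and 6471 genes were called. DESeq2 called 6012 genes, and the setting that moved the count most took the diet effect from the ZT12 WT libraries of the time series instead, where 4398 genes were called and the diet coincides with the library batch. Those libraries are also shallower, and their WT mice carry the floxed GR gene. Among the genes that rose most, of those with at least 5 CPM in one group and no overlap between mice, were *Cyp2b9* and *Cyp2a4*, and those that fell most were *Mup7*, *Mup12* and *Mup15*. *Cyp2b9* (ENSMUSG00000040660) rose by 10.16 on the log2 scale and *Cyp2a4* (ENSMUSG00000074254) by 7.04, both called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mup7* (ENSMUSG00000073842) fell by 9.17 on the log2 scale, from 9274 ± 4097 CPM (SD, n = 3) to 16.1 ± 10.5 CPM (SD, n = 3). The *Mup* genes and the *Cyp2a* and *Cyp2b* genes are families of near-identical copies whose reads the counting could have split between members, so the value of a single member is uncertain.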

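In WT livers at ZT12, *Irs1* (ENSMUSG00000055980) had 35.3 ± 7.64 CPM on caloric restriction and 8.92 ± 0.64 CPM on control diet (SD, n = 3 each), a log2 fold change of 1.98 (standard error 0.16, adjusted p = 0.000255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Foxo1* (ENSMUSG00000044167) had 112 ± 4.24 CPM against 68.4 ± 3.45 CPM, a log2 fold change of 0.71 (standard error 0.07, adjusted p = 0.000422 from the same test). Rises past the same threshold were also measured for *Igf1r* (ENSMUSG00000005533), *Foxo3*, *Foxo4* and *Sirt1* (ENSMUSG00000020063), with log2 fold changes of 0.98, 0.53, 0.32 and 0.86. *Foxo6* was too low to be tested at 0.028 CPM against 0.035 CPM. Among the circadian genes, *Arntl* (ENSMUSG00000055116) was at 15.0 ± 2.64 CPM against 0.62 ± 0.54 CPM, a log2 fold change of 4.57 (standard error 0.63, adjusted p = 0.00141), *Cry1* (ENSMUSG00000020038) rose by 2.67 and *Rora* (ENSMUSG00000032238) by 1.20 on the log2 scale. *Clock* (ENSMUSG00000029238) rose by 3.21 on the log2 scale (standard error 0.83), with an adjusted p of 0.0164 that ranged from 0.0138 to 0.131 over the other settings and was 0.131 with DESeq2. Without replicate 1 on control diet its adjusted p was 0.0626, and its estimated count was 0 in 9 of the 42 control-diet libraries of the time series, so single values of this gene carry a wide error. For lipid metabolism, *Angptl4* (ENSMUSG00000002289) rose by 1.37 on the log2 scale (standard error 0.17) and *Acot1* (ENSMUSG00000072949), which has near-identical paralogs, by 1.93 (standard error 0.28). Of the genes linked to cancer, *Cdkn1a* (ENSMUSG00000023067) was at 63.7 ± 11.8 CPM against 1.82 ± 0.52 CPM, a log2 fold change of 5.12 (standard error 0.23, adjusted p = 4.39e-05). *Gadd45b* rose by 4.00 and *Gadd45a* fell by 1.44 on the log2 scale, while *Gadd45g* (log2 fold change 1.16, adjusted p = 0.171) was not past the threshold. *Myc* (ENSMUSG00000022346) was at 4.16 ± 0.39 CPM against 21.1 ± 17.6 CPM, and the mice of both diets overlapped. Its log2 fold change was -2.35 (standard error 0.73, adjusted p = 0.0341), and the adjusted p ranged from 0.0206 to 0.0918 over the other settings and rose to as much as 0.113 with a mouse left out, passing the threshold in 1 of those 6 fits. *Ctnnb1* rose by 0.26 on the log2 scale (standard error 0.08, adjusted p = 0.0342), past the threshold in 2 of the 6 fits that each left out a mouse, with an adjusted p of up to 0.118. *Brca2* had no counts in any of the 6 libraries. Of the 39 genes that the text and Supplementary Fig. 2a name for this comparison, 37 could be tested, 33 were called among all genes and 35 when adjusted over the list alone, which is not independent evidence because the genes were named from these samples.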

Consistent with previous studies, we detected the typical caloric restriction signature, with genes involved in metabolic signaling (*Igfr*, *Irs1*, *FoxOs*, *Sirt1*), circadian rhythms (*Rora*, *Arntl*, *Clock*, *Cry1*), lipid metabolism (*Acot1*, *Angptl4*, *Hmgcr*), and cancer (*Myc*, *Cdkn1a*, *Brca2*, *Gadd45*, *Ctnnb1*) being strongly regulated (Supplementary Fig. 1i). On the other hand, profiling hepatocyte-specific GR knockouts (GR^LKO^, Albumin-Cre x GR^f/f^) on caloric restriction, we detected a total of 1026 down- and 1042 up-regulated genes (p-adj < 0.05) in GR^LKO^ mice compared to wildtypes (WT, GR^f/f^). Of these, only 417 were also differentially expressed in the control-fed group, meaning that ~80% of GR-dependent genes newly emerged under caloric restriction (Fig. 1c and Supplementary Fig. 1j–l) and highlighting the functional importance of GR in this nutritional setting. Moreover, the inability of GR^LKO^ animals to properly respond to caloric restriction is evident from Fig. 1d: More than half of the down- (713/1026) and up-regulated (654/1042) genes displayed opposite changes in expression relative to the diet-conferred changes in WT (fold change in cal. res. over ctrl. diet in WT) (Fig. 1d and Supplementary Fig. 2a, b). These observations indicate that GR loss significantly counteracts the transcriptional response to caloric restriction for a substantial number of genes. 

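On caloric restriction 1795 of the 11759 genes tested were called between GR LKO and WT livers at ZT12, 873 higher and 922 lower in GR LKO. At an unadjusted p-value under 0.05 there were 3642. Values of the 3 GR LKO and 3 WT mice did not overlap for 4328 genes, 36.8% of those tested, against the 10% that chance gives. The count depended on every mouse, and fell to 899 without GR LKO replicate 3, 1032 without WT replicate 3, 1099 without WT replicate 2, 1137 without GR LKO replicate 2 and 1193 without GR LKO replicate 1, while 1329 genes were called without WT replicate 1. DESeq2 called 2079 genes, 1040 higher and 1039 lower, and one edgeR fit of all libraries on caloric restriction called 2805. *Cdkn1a* was at 1.88 ± 0.20 CPM in GR LKO and 26.2 ± 8.50 CPM in WT (SD, n = 3 each), a log2 fold change of -3.80 (standard error 0.27, adjusted p = 0.000398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 28 genes that Fig. 1c, Supplementary Fig. 2a and the text name for this comparison, 26 were called, 12 higher and 14 lower in GR LKO, and all 28 were called when adjusted over the list alone, which is not independent evidence because they were named from these samples. *Lpl* was short of the threshold over all genes (log2 fold change 1.12, adjusted p = 0.0997) and past it with DESeq2 (0.0311), the range over the other settings being 0.0222 to 0.121.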

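By the same rule as for the diet, the genes that rose most in GR LKO were *Bcar1* (ENSMUSG00000031955), *Gm10698* (ENSMUSG00000079884) and *Cyp2a4*. *Bcar1* was at 8.95 ± 6.27 CPM and *Gm10698* at 6.34 ± 3.38 CPM in GR LKO (SD, n = 3), and neither had a count in the 3 WT livers, so that they were at least 51.2-fold and at least 35.8-fold higher. *Cyp2a4* was at 1260 ± 782.7 CPM in GR LKO against 12.5 ± 17.9 CPM in WT, a log2 fold change of 6.63 (standard error 1.25, adjusted p = 0.0143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the uncertainty of a gene family. The genes that fell most were *E030018B13Rik* (ENSMUSG00000095061), at least 27.1-fold lower in GR LKO, and 2 genes without a symbol. ENSMUSG00000074828 had 30.4 ± 5.11 CPM in WT and no counts in GR LKO, at least 161-fold lower, and ENSMUSG00000083840 had 379 ± 26.1 CPM in WT and 0.07 ± 0.12 CPM in GR LKO. The annotation held a class for 352 of the 373 genes that swing between 0 and high counts among libraries of one condition, and 37 of these (10.5%) are pseudogenes, whose reads the counting can assign to a near-identical copy.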

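On control diet 238 genes were called between GR LKO and WT livers at ZT12, 93 higher and 145 lower in GR LKO, and 1444 passed an unadjusted p-value under 0.05. Of the 1795 genes called on caloric restriction, 184 were also called on control diet and 1611 (89.7%) were not, and 54 genes were called on control diet only. DESeq2 called 564 genes on control diet, 418 of them also on caloric restriction, leaving 1661 (79.9%) called on caloric restriction only. With replicates 1 to 3 of each genotype on control diet, which gives both diets the same number of mice, edgeR called 137 genes there and 103 on both diets. Without WT replicate 2 on control diet 137 genes were called there and 106 on both diets, without WT replicate 3 the numbers were 141 and 111, and without GR LKO replicate 1 they were 144 and 113. The 1611 genes were not without an effect on control diet, where 1577 of them could be tested, 1381 (87.6%) changed in the same direction and 482 passed an unadjusted p-value under 0.05. Their median absolute log2 fold change was 0.63 on caloric restriction and 0.19, in the same direction, on control diet. The difference between diets itself was tested as the interaction of genotype and diet over the 4 groups at ZT12, in which 123 of 12225 genes were past the threshold and 1742 passed an unadjusted p-value under 0.05. Of 1609 genes called on caloric restriction only and tested for the interaction, 96 (5.97%) were past its threshold and 913 passed an unadjusted p-value under 0.05. Among the 184 genes called on both diets, 21 (11.4%) had an interaction past the threshold. Of the 123 genes, 116 had the larger genotype effect on caloric restriction, among them *Cdkn1a* (interaction log2 fold change -3.72, standard error 0.43, adjusted p = 0.00303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold in all 14 fits that each left out a mouse. The interaction count was 473 with DESeq2, and ranged from 49 to 148 over those 14 fits.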

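On control diet, *Fkbp5* (ENSMUSG00000024222) was at 14.4 ± 2.90 CPM in GR LKO and 70.3 ± 25.1 CPM in WT (SD, n = 4 each), a log2 fold change of -2.29 (standard error 0.25, adjusted p = 0.00224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tdo2* fell by 0.63, *Id2* rose by 1.33 and *Acot3*, a member of a paralog family, rose by 3.32 on the log2 scale, each past the threshold in all 8 fits that each left out a mouse. *Tat*, *Cps1*, *Pparg* and *Cfd* were past it with all mice but in no more than 3 of those 8 fits. *Cfd* was at most at 3 counts in every WT liver and at least 44.1-fold higher in GR LKO, a mean carried by GR LKO replicate 3 with 33.9 CPM. *Pck1*, *Pfkfb2*, *Lpin1* and *Cyp2a22* were not called (adjusted p 0.0557, 0.075, 0.075 and 0.102 from the same test), and DESeq2 called all 4. The ranges of their adjusted p over the other settings were 0.000178 to 0.624, 5.73e-05 to 0.143, 7.52e-09 to 0.0757 and 0.0178 to 0.308. *Pfkfb2* in WT replicate 2 (17.6 CPM) and *Cyp2a22*, a gene of the *Cyp2a* family, in WT replicate 1 (1.09 CPM) lay apart from the other 3 WT livers. Of the 12 genes named in Supplementary Fig. 1k, 8 were called among all genes and all 12 when adjusted over the list alone, which is not independent evidence because they were named from these samples. The genes changed most on control diet by the rule used for the other comparisons were *Cyp2b9* (at least 58.6-fold higher in GR LKO), *Cyp2a4* (log2 fold change 6.66), *Cfd*, *Scara5* (log2 fold change -4.71), *E030018B13Rik* (at least 22.7-fold lower) and *Moxd1* (log2 fold change -6.79). WT replicate 4 held 42.4 CPM of *Scara5* against 17.6 to 18.5 CPM in the other WT livers.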

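The genotype effect was taken from the ZT12 libraries of the time series and the diet effect from the separate diet comparison, so that no library entered both. The WT mice of the time series carry the floxed GR gene, while the labels of the diet comparison name no floxed gene. Of the 1795 genes called between GR LKO and WT on caloric restriction, 1781 had a measured diet effect, and 1193 of these (67.0%) changed in GR LKO against the direction of the diet effect in WT. Among genes lower in GR LKO the number was 631 of 920 (68.6%), and among genes higher in GR LKO it was 562 of 861 (65.3%). Counting only the 1058 genes that the diet itself also changed past the threshold, 780 (73.7%) moved against it. Over all genes tested, without regard to the threshold, the share was 56.5%. With each mouse left out in turn the shares ranged from 64.4% to 71.9% for all called genes and from 70.7% to 80.3% for those changed by the diet. DESeq2 gave 722 of 1038 genes lower and 651 of 1038 genes higher in GR LKO, together 66.1%. With the diet effect taken from the time series the share was 76.0%, but there the WT livers on caloric restriction enter both effects with opposite signs. In 20 simulations of unchanged groups with these shared libraries the median share was 85.9% (range 84.2% to 87.0%). It was taken over the 1795 genes with the smallest p-values, called or not. These simulated genes hold no real effect, so the share gives the direction of the bias and is no baseline for the called genes. From the genes that moved against the diet effect, the paper concludes that loss of GR counteracts the response of the liver transcriptome to caloric restriction for a large number of genes.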

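The pathways of the paper come from KEGG annotation of genes with opposite changes. In its place fixed lists of genes written from general knowledge were tested with camera from limma on log2 CPM. The preset correlation between genes of a list was 0.01, with Benjamini-Hochberg adjustment over 12 lists. Camera tests the shift of a whole list against the other genes, which is another question than enrichment among selected genes. The peroxisome list (51 genes tested) was lower on caloric restriction in WT, with a median log2 fold change of -0.34 and 13 of its genes higher (adjusted p = 0.000923 by camera), and higher in GR LKO than in WT on caloric restriction, with a median of 0.19, or 0.13 without GR LKO replicate 2, and 37 genes higher (adjusted p = 0.00499). Of these genes 26 were called lower and 7 higher on caloric restriction, and in GR LKO 14 were called higher and 4 lower among all genes, with 35 and 22 called in total when adjusted over the list alone. *Pex19* (ENSMUSG00000003464) fell by 1.01 on the log2 scale (standard error 0.11, adjusted p = 0.000703 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on caloric restriction and was 0.39 higher in GR LKO (standard error 0.09, adjusted p = 0.0283), the latter past the threshold in 1 of the 6 fits that each left out a mouse. *Crot* (ENSMUSG00000003623), which encodes a peroxisomal carnitine acyltransferase, fell by 0.75 with the diet (standard error 0.15) and was 1.03 higher in GR LKO (standard error 0.15, adjusted p = 0.00548 from the same test). The fatty acid oxidation list (31 genes) had a median near 0 for the diet (15 genes higher, adjusted p = 0.909) and 0.05 for GR LKO (22 genes higher, adjusted p = 0.116). Without GR LKO replicate 1 the latter passed the threshold (0.023). In this list 6 genes were called higher and 7 lower on caloric restriction, 13 also when adjusted over the list alone, and 5 were called higher and 2 lower in GR LKO, 8 when adjusted over the list alone. The bile acid list (26 genes) had a median of -0.32 for the diet (11 genes higher, adjusted p = 0.167) and near 0 for GR LKO (13 genes higher, adjusted p = 0.377), where it lay between -0.09 without WT replicate 2 and 0.01 without WT replicate 1. The diet changed 6 of its genes up and 12 down, 19 in total when adjusted over the list alone, and GR LKO changed 3 up and 5 down, 9 when adjusted over the list alone.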

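Over the 12 lists, 7 passed the threshold for the diet and 8 for GR LKO on caloric restriction, and these calls rest on the preset correlation. With the correlation between genes estimated from the libraries, no list passed for either comparison, 1 and 2 lists having an unadjusted p-value under 0.05. With fry, a rotation test that keeps the correlation of the genes, 10 lists passed for the diet and 4 for GR LKO on caloric restriction, the peroxisome list among both (adjusted p 0.00100 and 0.0458). Under fry the bile acid list also passed for the diet (0.00100), and the fatty acid oxidation list passed for neither.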

Genes belonging to pathways that are blunted by the diet in WT, such as peroxisomal, fatty acid, and bile acid metabolism, were de-repressed in mutant livers. Conversely, pathways enhanced by caloric restriction in WT mice were dampened in the GR^LKO^, e.g. FoxO signaling, autophagy, and circadian rhythms (Fig. 1e).

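The FoxO signaling list (56 genes tested) had a median log2 fold change of 0.43 for the diet in WT, with 43 genes higher (adjusted p = 1.79e-05 by camera), and of -0.03 between GR LKO and WT on caloric restriction, with 26 genes higher (adjusted p = 0.377). The latter median was 0.04 without GR LKO replicate 2 and -0.07 without GR LKO replicate 3. Among its genes 33 were called higher and 5 lower with the diet, and 5 higher and 12 lower in GR LKO, with 41 and 19 in total when adjusted over the list alone. The autophagy list (44 genes) had a median of 0.05 for the diet, with 24 genes higher (adjusted p = 0.422), and of -0.09 in GR LKO, with 9 genes higher (adjusted p = 0.025). Leaving out GR LKO replicate 1 raised the latter adjusted p to 0.077, and with single mice left out the diet median lay between 0.03 and 0.06. The diet changed 13 of these genes up and 9 down, 23 when adjusted over the list alone, and GR LKO livers had 1 higher and 6 lower, 7 also when adjusted over the list alone. *Map1lc3b* (ENSMUSG00000031812), which encodes the autophagosome protein LC3B, rose by 0.49 on the log2 scale with the diet (standard error 0.07, adjusted p = 0.00132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 112 ± 8.10 CPM in GR LKO and 187 ± 4.11 CPM in WT on caloric restriction (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.08, adjusted p = 0.00195 from the same test). The core clock list (21 genes) had a median of 0.48 for the diet, with 13 genes higher (adjusted p = 0.167 by camera), and of -0.09 in GR LKO, with 9 genes higher (adjusted p = 0.493). Without WT replicate 1 the latter median was 0.03, and without WT replicate 2 it was -0.17. Of the clock genes 12 were called higher and 6 lower with the diet, 18 also when adjusted over the list alone, and 5 higher and 6 lower in GR LKO, 12 when adjusted over the list alone. By fry the diet effect passed for all 3 lists (adjusted p 0.00100, 0.0101 and 0.0119), and the effect in GR LKO passed for autophagy (0.0059) but not for FoxO signaling (0.13) or the core clock (0.137).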

To capture hepatocyte-specific pathways downstream of the GR, single-nucleus RNA-seq was performed in WT and GR^LKO^ mice on cal. res. or ctrl. diets. By using droplet-based approach (10X Genomics Chromium), we analyzed a total of 11,627 high-quality nuclei with an average of 2659 genes per nuclei. Across all samples, after Louvain clustering and data integration, we did not find different clusters depending on the diet or the genotype, as expected (Supplementary Fig. 2c). Globally, neither the diet nor the GR hepatocyte targeted deletion affected the major cell type composition in the liver or cell cycle state in hepatocytes (Supplementary Fig. 2c–e). Uniform manifold approximation and projection (UMAP) of hepatic cells showed cell clustering based on genotypes and dietary treatment (Fig. 1f), displaying cellular heterogeneity and cell-specific gene expression profiles. Hence in hepatocytes, of the 1734 differentially regulated genes by caloric restriction in the wildtypes, ~80% (580/761 of the induced and 787/973 of the repressed transcripts) were found counter-regulated in cells lacking GR (Fig. 1g, h and Supplementary Fig. 2f). This finding underscores the pivotal role of the GR in regulating genes that respond to caloric restriction. Consistent with bulk data, subsequent pathway enrichment analysis of the counter-regulated genes revealed the de-repression of pathways related to peroxisomes, bile acids, and xenobiotic metabolism. In contrast, pathways such as AMPK/FOXO1 signaling, autophagy, and circadian rhythm were found to be dampened in mutant hepatocytes (Fig. 1i).

Collectively, these data indicate that caloric restriction rewires the hepatic transcriptome through mechanisms dependent on GR.

### Caloric restriction rewires oscillatory gene programs by engaging with the GR

In our cohorts, the time of feeding coincided with the beginning of the active phase, thereby enhancing the entrainment of central and peripheral circadian clocks, which was shown to confer additive beneficial health effects in caloric restriction^5^. Given the role of GC in the synchronization of diurnal oscillations, we hypothesized that the increased amplitude of GC during caloric restriction may play a role in the establishment of novel rhythmic patterns. For example, our GR^LKO^ mice displayed reduced expression of several core clock genes (*Arntl*, *Clock*, *Per1*, *Cry1*) at ZT12 (Fig. 1c). 

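On caloric restriction at ZT12, *Per1* (ENSMUSG00000020893) was at 36.0 ± 0.65 CPM in GR LKO and 84.0 ± 10.7 CPM in WT (SD, n = 3 each), a log2 fold change of -1.22 (standard error 0.11, adjusted p = 0.000829 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cry1* fell by 1.21 on the log2 scale (standard error 0.12, adjusted p = 0.00118 from the same test), from 44.2 ± 5.96 CPM to 19.1 ± 1.38 CPM. *Clock* was at 5.92 ± 0.81 CPM against 27.5 ± 9.47 CPM, a log2 fold change of -2.22 (standard error 0.25, adjusted p = 0.00199), with 96, 121 and 117 estimated counts in the GR LKO libraries and 597, 326 and 457 in the WT libraries. These 3 genes stayed past the threshold in all 6 fits that each left out a mouse. *Arntl* was at 1.67 ± 1.52 CPM against 9.51 ± 3.62 CPM, a log2 fold change of -2.52 (standard error 0.63, adjusted p = 0.0368). Its adjusted p ranged from 5.88e-06 to 0.0681 over the other settings, and it was past the threshold in 1 of the 6 fits with a mouse left out, with an adjusted p of up to 0.111.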

To explore the Zeitgeber effects of this peak of GC action, we continued by profiling WT and GR mutant livers around the clock by RNA-seq (every 4 hours, for a total of 6 timepoints, ZT 0-4-8-12-16-20), to obtain comprehensive transcriptomes for both light/fasting and dark/feeding phases.

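The time series holds 36 livers on caloric restriction, 3 of each genotype at each of the 6 time points, and 42 livers on control diet. On control diet there were 3 mice per genotype at ZT0 and ZT4, 4 per genotype at ZT8 and ZT12, and 4 WT and 3 GR LKO mice at ZT16 and ZT20. The libraries, made and counted by the authors as those at ZT12, held 14235473 to 20788575 counts in WT (median 17697464) and 15712829 to 20293389 in GR LKO (median 16918792) on caloric restriction. On control diet they held 11408194 to 17089004 counts in WT (median 13718257) and 10057544 to 16066590 in GR LKO (median 13218504). The deeper libraries of caloric restriction give its low genes a smaller counting error, and the 4 mice per group at some time points of the control diet give that diet more degrees of freedom. Each diet was sequenced as its own batch of libraries, so diets were mostly set side by side after each was analysed alone. Some tests fitted both diets together, among them the test of rhythms between the diets in WT. The effect of diet and that of batch on a level cannot be separated in this series. For rhythms and distances the estimated counts of each diet were transformed with DESeq2's variance stabilizing transformation (VST, a log2-like scale). Rhythms were tested in each group with JTK_CYCLE, written after its published algorithm with an exact null distribution, a period of 24 h and phases 2 h apart. Its p-values were adjusted over phases by Bonferroni and over genes by Benjamini-Hochberg, and genes with an adjusted p-value under 0.05 and an amplitude above 0.1 were called rhythmic. A difference between 2 rhythms was tested on its own, with limma's F test of the interaction of group with the sine and cosine of time. Some panels of the paper have n = 3 and others n = 3 to 4, their legends do not name the mice, and replicate 4 exists only on control diet, for WT at ZT8, ZT12, ZT16 and ZT20 and for GR LKO at ZT8 and ZT12. Rhythm results are therefore given first for replicates 1 to 3 and then for all mice.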

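*Nr3c1* was at 91.5 ± 10.9 CPM (SD, n = 18) in WT and 25.5 ± 2.98 CPM (SD, n = 18) in GR LKO livers on caloric restriction over the 6 time points, with single livers at 70.5 to 113 CPM and 21.4 to 32.0 CPM. On control diet it was at 86.4 ± 10.9 CPM (SD, n = 22) and 22.1 ± 3.00 CPM (SD, n = 20), with single livers at 71.2 to 118 CPM and 16.1 to 29.0 CPM, so that no library labelled GR LKO reached the level of a library labelled WT. In the 12 comparisons of genotypes, 1 per diet and time point, its log2 fold change lay between -2.06 and -1.70, and the highest adjusted p was 0.00309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.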

Both unbiased PCA and hierarchical clustering analyses showed that samples from the same time point tended to cluster together under both dietary regimens. However, on caloric restriction, we observed a larger separation between GR^LKO^ and WT at every time point, reaching the maximum distance at ZT12 (Fig. 2a and Supplementary Fig. 3). 

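On VST values the library with the highest Pearson correlation was from the same time point for 34 of the 36 libraries on caloric restriction and for 38 of the 42 on control diet. It was from the same genotype and time point for 33 and 38 libraries. In hierarchical clustering by complete linkage on 1 minus the correlation, the trees divided into 6 clusters held 24 of the 36 and 31 of the 42 libraries in a cluster where their own time point was the most frequent. All correlations were high, with a smallest value of 0.969 on caloric restriction and 0.974 on control diet.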

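In a PCA of each diet on VST values, PC1 and PC2 held 19.7% and 17.1% of the variance on caloric restriction and 19.9% and 14.0% on control diet. On caloric restriction the distance between the means of GR LKO and WT on these components was 10.1 at ZT0, 8.78 at ZT4, 11.6 at ZT8, 25.6 at ZT12, 9.44 at ZT16 and 13.8 at ZT20, in VST units. The mean distance of a ZT12 liver from the mean of its own group was 2.10. Each of the 6 distances was the largest of all divisions of its 6 mice (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). On control diet the distances were 5.00, 7.73, 6.01, 11.8, 4.48 and 10.8 in the same order, with p = 0.5, 0.2, 0.0571, 0.0286, 0.143 and 0.0286 by the same exact permutation test. The smallest p possible there was 0.1 at ZT0 and ZT4 and 0.0286 at the other time points. With each mouse left out in turn the distance at ZT12 on caloric restriction lay between 24.8 and 26.9, and that at ZT20 fell to 9.13 without GR LKO replicate 1. The components of the diets are not the same axes, so the difference between diets was not tested on them. On common components of both diets the distance was larger on caloric restriction at each time point, 10.5 against 7.54 at ZT12, but the largest was 12.8 at ZT20. With log2 CPM in place of VST and a PCA of each diet, the distance at ZT4 was 13.4 on caloric restriction and 17.0 on control diet. At the other time points it was larger on caloric restriction there too. 

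**Figure D1:**
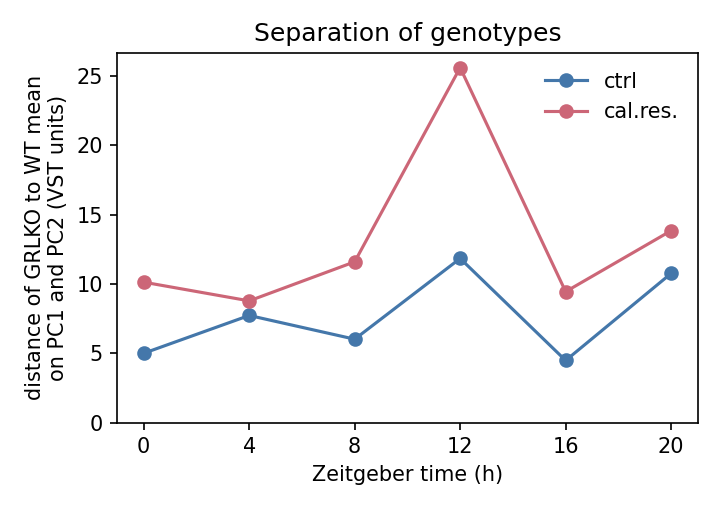
Distance between the means of GR LKO and WT livers on PC1 and PC2 of each diet's PCA, in VST units, against Zeitgeber time in hours, with a line for each diet. The line of caloric restriction peaks at 25.6 at ZT12, above the 11.8 of the control diet.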

Differential gene expression analysis (DEseq2, p-adj < 0.05) between wildtypes and mutants further emphasized that the number of deregulated genes was larger on caloric restriction than on control diet at every time point, with a maximum at ZT12 (Fig. 2b).

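With edgeR's quasi-likelihood test the genes called between GR LKO and WT on caloric restriction numbered 61 at ZT0, 83 at ZT4, 308 at ZT8, 1795 at ZT12, 541 at ZT16 and 178 at ZT20. On control diet they numbered 63, 23, 166, 238, 232 and 50 in the same order, and at ZT0, where same-numbered mice deviated together, 9 with the replicate number as a block. At ZT0 the order of the diets depended on the block. Without it 61 genes were called on caloric restriction and 63 on control diet. With it on control diet alone, where the mice gave grounds for it, the 9 genes were fewer than the 61. With it on both diets 9 genes were called on each. At every later time point the count was larger on caloric restriction, and the maximum was at ZT12 on both diets. With DESeq2, whose counts were higher, they numbered 434, 443, 697, 2079, 916 and 686 on caloric restriction and on control diet 311 higher and 96 lower at ZT0, then 195, 369, 564, 634 and 297, where ZT16 was the maximum. On caloric restriction 34, 47, 141, 873, 301 and 98 of the edgeR genes were higher in GR LKO, and on control diet 52, 17, 97, 93, 121 and 27. The fits that each left out a mouse gave 1 to 103 genes at ZT0, 13 to 127 at ZT4, 56 to 315 at ZT8, 234 to 346 at ZT16 and 16 to 194 at ZT20 on caloric restriction. The single gene at ZT0 came without WT replicate 3, the 103 genes there without GR LKO replicate 1 and the 127 at ZT4 without WT replicate 3. The 13 genes at ZT4 came without GR LKO replicate 2, the 56 at ZT8 without GR LKO replicate 1, the 234 at ZT16 without WT replicate 1 and the 16 at ZT20 without WT replicate 3. On control diet the ranges were 3 to 81, 1 to 13, 56 to 160, 137 to 199, 84 to 183 and 12 to 48, with the lowest counts without GR LKO replicate 3 or WT replicate 2 at ZT0, WT replicate 1 at ZT4 and ZT8, WT replicate 2 at ZT12 and ZT20, and GR LKO replicate 2 at ZT16. At ZT0 on control diet the same-numbered mice of both genotypes deviated together, and with the replicate number as a block 9 genes were called instead of 63.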

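The difference between diets was tested at each time point as the interaction of genotype and diet, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. It was past the threshold for 10 genes at ZT8, 123 at ZT12 and 29 at ZT16, and for 0 genes at ZT0, ZT4 and ZT20, where 1266, 746 and 878 genes had an unadjusted p-value under 0.05. With DESeq2 the interaction counts from ZT0 to ZT20 were 168, 41, 127, 473, 182 and 46. With single mice left out they ranged from 0 to 1 at ZT0, 0 to 17 at ZT4, 4 to 35 at ZT8, 18 to 49 at ZT16 and 0 to 9 at ZT20, the 17 genes at ZT4 coming without WT replicate 3, the 4 and 35 at ZT8 without GR LKO replicate 1 and WT replicate 1, the 18 at ZT16 without WT replicate 3 and the 9 at ZT20 without GR LKO replicate 1, each on caloric restriction, and the 49 at ZT16 without WT replicate 3 on control diet. A larger effect was also measured for genes selected on the control diet alone. The 217 genes called at ZT16 on control diet and tested on both diets at ZT12 had a median log2 fold change, in the direction of the change at ZT16, of 0.95 at ZT12 on caloric restriction (0.91 to 0.97 with single mice left out) and 0.63 on control diet (0.59 to 0.68), and 155 of them (71.4%) had the larger effect on caloric restriction. 

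**Figure D2:**
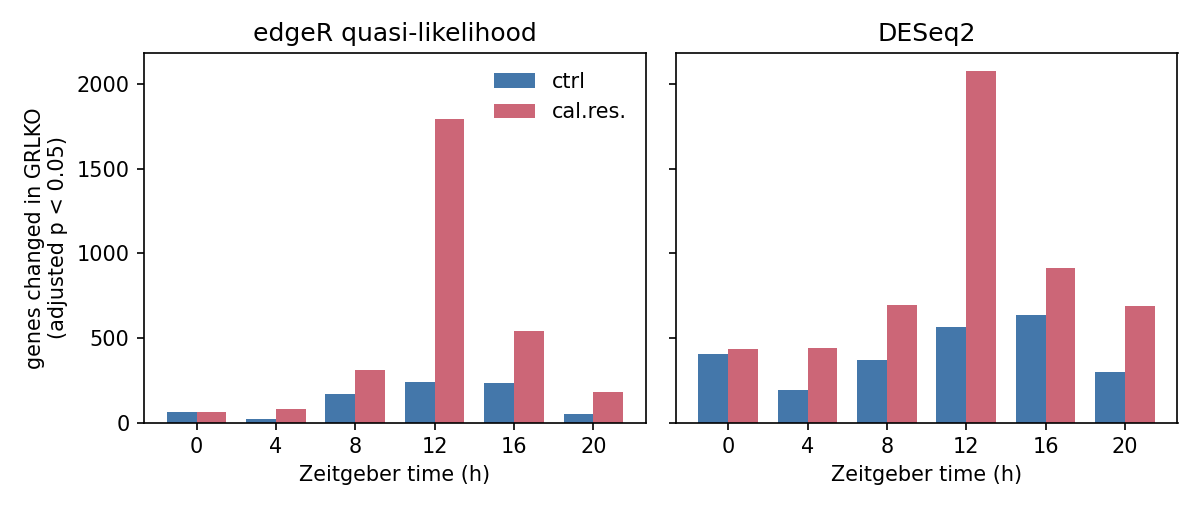
Number of genes called between GR LKO and WT livers against Zeitgeber time in hours, with edgeR on the left and DESeq2 on the right, as a bar for each diet. The bars of caloric restriction peak at ZT12 with 1795 genes by edgeR and 2079 by DESeq2.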

**Fig. 2:**
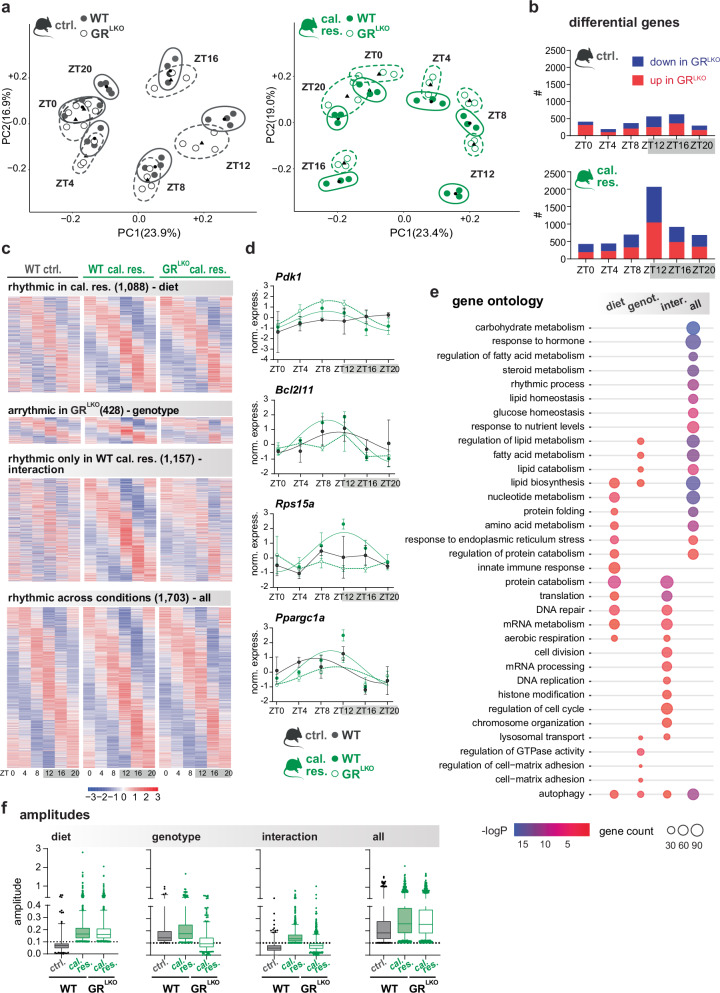
The induction of oscillatory programs by caloric restriction depends on GR. **a** Principal component analysis of RNA-seq data from control-fed (ctrl.) and caloric restriction (cal. res.) groups, clustering wildtypes (WT) and hepatocyte-specific GR knockouts (GR^LKO^) replicates from livers collected every 4 hours (ZT0-ZT20; n = 3-4). Ellipsoids: Estimated with Kachiyan algorithm to enclose all replicates within the same group (ZT + genotype). Triangles: Mean point of all samples within the same group, calculated by averaging the PC1 and PC2 values of each replicate. **b** Stacked bar plots showing the total number of up- and down-regulated hepatic genes in GR^LKO^ for both diets at ZT0, 4, 8, 12, 16 and 20. Differential genes were assessed with DESeq2 (Wald test, B-H FDR < 0.05). **c** Phase-sorted heatmaps of oscillating transcripts from the groups shown above. Rhythmicity was determined using JTK_CYCLE parameter in MetaCycle package (amp > 0.1; p-adj < 0.05, p-values adjusted by B-H FDR), and four clusters of genes were identified. **d** Expression levels (z-score normalized read counts) of representative examples for each of the four clusters. Data points represent mean ± SEM (n = 3). For transcripts classified as non-rhythmic, data points were connected by simple line plots. For rhythmic ones, a cosinor regression model was applied to visualize oscillatory patterns. **e** Gene ontology annotation of the transcripts belonging to each cluster in (**c**). Metascape over-representation (hypergeometric) with B-H FDR correction for multiple comparisons. **f** Box plots illustrating the median, quartiles, whiskers (5^th^-95^th^ percentiles), and individual extreme values (points) of amplitude distributions for ZT0–ZT20 of the clusters shown in (**c**). Source data and exact n per condition are provided in the Source Data file.

To quantify diurnal oscillations, we next performed JTK_CYCLE analysis (Amp > 0.1; p-adj < 0.05). In wildtypes, we detected a total of 3401 and 4376 oscillating transcripts, following ctrl. and cal. res. diets, respectively (Supplementary Fig. 4a). 

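Over replicates 1 to 3, 4151 genes were rhythmic in WT on control diet and 4721 in WT on caloric restriction. Over all mice the numbers were 5278 (n = 22 livers) and 4721 (n = 18 livers), so that the diet with more rhythmic genes depended on the number of mice. In 100 draws of 3 control-diet mice per time point the count lay between 3728 and 4388, with a median of 4147.5, and no draw reached 4721. The setting that moved the counts most left out a replicate number at every time point, which took the WT count on caloric restriction to 1887, 1157 and 1109 without replicates 1, 2 and 3, and that on control diet to 3746, 3397 and 3205. With 12 livers in place of 18 fewer rhythms pass the adjustment. A cosinor fit with limma called 6561 genes on control diet and 6588 on caloric restriction. In simulated data with 200 rhythmic genes JTK_CYCLE called 85.0% of them with the livers of the control diet and 84.5% with the 18 of caloric restriction, with 3 and 2 flat genes called. The simulated rhythms called had a median amplitude of 0.50 with either number of livers. Real rhythms of WT on caloric restriction were weaker, with medians of 0.34 where GR LKO was also called and 0.26 where it was not. The shares therefore do not show equal sensitivity to weak rhythms.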

As expected, caloric restriction enhanced the rhythmicity of gene expression by almost 30%. 

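With replicates 1 to 3 of both diets, the number of rhythmic genes in WT was 13.7% higher on caloric restriction, and with all mice it was 10.6% lower (a change of -10.6%). With all mice the change was 0.41% by the cosinor fit, 0.62% when p-values were adjusted over phases only, -19.6% on log2 CPM and 18.8% with a minimum amplitude of 0.2 in place of 0.1. In 0 of the 100 draws of 3 control-diet mice per time point was the count on caloric restriction 30% higher. The numbers of both diets overlap in part, with 2202 genes rhythmic on both, 2519 on caloric restriction and not on control diet and 1949 the other way around (replicates 1 to 3), or 2670, 2051 and 2608 with all mice. Because a gene can be past the threshold on one diet and just short of it on the other, the difference of the rhythms was also tested. Between the diets in WT the rhythm differed for 3447 of 12971 genes (limma's F test with Benjamini-Hochberg adjustment, adjusted p under 0.05), and for 2951 with replicates 1 to 3, in a comparison where the diet coincides with the library batch. Without replicate number 2 at every time point it differed for 1138 genes, without number 3 for 1540 and without number 1 for 1929.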

Interestingly, genes whose oscillations were boosted by caloric restriction functionally belonged to processes known to be critical for the adaptation to nutrient deficiency, such as protein catabolism, folding, and translation, DNA repair, aerobic respiration, and cell division (Supplementary Fig. 4b)^17,18^. These caloric restriction-specific programs were lost in the GR^LKO^ mice, with 1157 out of 1585 genes (73%) losing oscillation in mutant mice being de novo cal. res. rhythmic transcripts. Conversely, GR^LKO^ mice displayed a retention of those rhythms already prevalent on control diet, with over 2000 relevant genes involved in fatty acid, cholesterol, and xenobiotic metabolism (Supplementary Fig. 4c–e). 

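Of the 4721 genes rhythmic in WT on caloric restriction, 1831 (38.8%) were not called rhythmic in GR LKO on caloric restriction, while 1654 genes were rhythmic in GR LKO and not in WT. Of the 1831 genes, 1285 (70.2%) were not rhythmic in WT on control diet over replicates 1 to 3, and 1116 (61.0%) over all mice. The share was 58.2%, 57.7% and 57.9% without replicates 1, 2 and 3, in fits that called 801, 478 and 425 such genes. A gene counts as lost when it passes the threshold in WT and falls short of it in GR LKO, and 869 of the 1831 genes (47.5%) still had an adjusted p-value under 0.2 in GR LKO. Their median amplitude was 0.26 in WT and 0.16 in GR LKO, against 0.34 and 0.35 for the 2890 genes rhythmic in both genotypes. In the test of the difference itself, limma's F test with Benjamini-Hochberg adjustment, the rhythm differed between genotypes for 24 (1.36%) of the 1768 lost genes that could be tested, and for 34 (1.18%) of 2872 genes rhythmic in both. An unadjusted p-value under 0.05 was reached by 360 (20.4%) and 441 (15.4%) of them. Of the genes rhythmic only in WT on caloric restriction, 13 of 1226 differed over replicates 1 to 3 and 14 of 1058 over all mice.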

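Over all genes the rhythm on caloric restriction differed between GR LKO and WT for 86 of 13041 genes, with 1575 at an unadjusted p-value under 0.05. Without replicate number 1, 2 or 3 at every time point the count was 0, 1 and 2, and 1178, 747 and 1068 genes had an unadjusted p-value under 0.05, so it rests on all 3 mice per group. The 5 genes with the smallest adjusted p were *Eif4ebp3* (ENSMUSG00000090264), *Tango2* (ENSMUSG00000013539), *Cpm* (ENSMUSG00000020183), *Mettl7b* (ENSMUSG00000025347) and *Rrm2* (ENSMUSG00000020649). *Eif4ebp3* had a JTK_CYCLE amplitude of 1.33 in WT and 0.21 in GR LKO on caloric restriction (adjusted p of the difference 0.00012), and its amplitude was also lower in GR LKO on control diet, 0.20 against 1.51. The amplitude of *Tango2* was 0.53 in WT with a phase of 12 h and near 0 in GR LKO (adjusted p = 0.000158). It was 0.42 and 0.20 for *Cpm* (adjusted p = 0.00245) and 0.47 and 0.14 for *Rrm2* (adjusted p = 0.00525), and higher in GR LKO for *Mettl7b*, at 0.33 in WT and 0.55 (adjusted p = 0.00525). On control diet 47 of 12834 genes differed between genotypes with all mice (1261 at an unadjusted p-value under 0.05) and 24 with replicates 1 to 3. Without replicate number 2 the count on control diet was 3, without number 1 it was 9 and without number 3 it was 20.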

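Over replicates 1 to 3, 1656 genes were rhythmic in WT on both diets and in GR LKO on caloric restriction. Over all mice the number was 1955. It was 371, 242 and 256 without replicates 1, 2 and 3, 3124 with the cosinor fit and 3014 with p-values adjusted over phases only. With or without a rhythm on control diet, 2890 genes were rhythmic in both genotypes on caloric restriction. GR LKO livers on control diet had 3882 rhythmic genes over replicates 1 to 3 and 4741 over all mice, and GR LKO livers on caloric restriction had 4544.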

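The rhythmic genes of WT livers on both diets and of GR LKO livers on caloric restriction were divided by the groups in which they passed the threshold, over replicates 1 to 3 and then over all mice. The genes rhythmic in WT and GR LKO on caloric restriction and not in WT on control diet numbered 1234 and 935. Rhythms of WT on both diets that GR LKO livers on caloric restriction lacked numbered 546 and 715, and 1285 and 1116 genes were rhythmic only in WT on caloric restriction. With a minimum amplitude of 0.2 the first and the last number over all mice were 978 and 1101. The first group fell to 139, 86 and 119 genes without replicates 1, 2 and 3 and the second to 576, 351 and 309.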

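For the genes drawn in Fig. 2d and Supplementary Fig. 4g, the JTK_CYCLE amplitude (VST units) and the adjusted p-value over genes were computed in each group. *Pdk1* (ENSMUSG00000006494) had an amplitude of 0.35 in WT on caloric restriction without passing the threshold (adjusted p = 0.131), 0.47 in GR LKO (adjusted p = 0.000702) and 0.10 in WT on control diet (adjusted p = 0.779 over replicates 1 to 3). *Bcl2l11* (ENSMUSG00000027381) had an amplitude of 0.55 in WT (adjusted p = 0.0168) and 0.18 in GR LKO (adjusted p = 1) on caloric restriction, and on control diet 0.22 over replicates 1 to 3 (adjusted p = 0.0618) and 0.40 over all mice (adjusted p = 0.0119). *Rps15a* (ENSMUSG00000008683) was rhythmic in WT on caloric restriction (amplitude 0.17, adjusted p = 0.00213) and in GR LKO on control diet (0.16, adjusted p = 0.0129), its amplitude was under 0.1 in GR LKO on caloric restriction (0.07, adjusted p = 0.0079) and in WT on control diet (0.09), and its rhythm differed between genotypes on caloric restriction (adjusted p = 0.0264 by limma's F test). *Ppargc1a* (ENSMUSG00000029167) passed in no group, with an amplitude of 0.87 and an adjusted p of 0.0868 in WT on caloric restriction. *Atg101* (ENSMUSG00000037204) was rhythmic in WT and GR LKO on caloric restriction, with amplitudes of 0.37 and 0.33. *Pfkfb3* (ENSMUSG00000026773) had amplitudes of 1.43 in WT and 0.31 in GR LKO on caloric restriction, both past the threshold, and the difference was past it as well (adjusted p = 0.00884). *Cat* (ENSMUSG00000027187) was rhythmic in WT on caloric restriction (amplitude 0.31, adjusted p = 0.0217) and not in GR LKO (0.09), and the difference between genotypes had an adjusted p of 0.0922. *Plin5* (ENSMUSG00000011305) was rhythmic in all 3 groups, with amplitudes of 0.87, 1.07 and 1.13.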

To better categorize drivers of gene oscillations during the dietary intervention, we grouped the rhythmic transcripts into four different clusters: (i) ‘Diet-dependent’, genes that exhibited rhythmicity only under caloric restriction and not on control diet (diet); (ii) ‘Genotype-dependent’, oscillations lost in the GR^LKO^ regardless of the diet (genotype); (iii) ‘Interaction-dependent’, genes being rhythmic only in WT livers on cal.res. (interaction); and (iv) ‘Independent’, genes remaining rhythmic in both diets and genotypes (all) (Fig. 2c–e and Supplementary Fig. 4f, g). Gene ontology analysis of ‘Independent’ genes indicated that macronutrient metabolism (carbohydrates, amino acids and lipids), responses to insulin/diet, and circadian rhythms constituted a solid block of gene oscillations driven by the core clock and synchronized by the feeding schedule. Lipid metabolism genes displayed a certain dependence on intact GR (genotype), whereas proteostasis-related processes were mainly driven by energy depletion (diet) (Fig. 2e). Some of the processes induced by caloric restriction (diet) were also shared by the ‘Interaction’ group. This last cluster included genes that depended on both GR and caloric restriction to sustain their rhythmicity, and that mapped to fasting-specific processes such as translation, chromatin organization, cell division, and aerobic respiration (Fig. 2e and Supplementary Fig. 4g).

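For the genes rhythmic in WT on both diets, the JTK_CYCLE amplitude on caloric restriction was a median of 1.36 times that on control diet over replicates 1 to 3, and higher for 75.6% of the genes. Over all mice the ratio was 1.39 and the share 78.4%. The ratio was 1.26 when both diets were transformed together and 1.28 on log2 CPM. The median phase shift was -2 h, with a mean of -2.34 h over replicates 1 to 3 and -2.21 h over all mice. Phases came earlier on caloric restriction for 74.3% of the genes, did not move for 20.2% and came later for 5.59% over replicates 1 to 3, in steps of 2 h. With a replicate number left out at every time point the amplitude ratio lay between 1.38 and 1.51 and the mean shift between -2.28 h and -1.82 h. Genes are not independent replicates, so these shares carry no p-value, and the libraries of the diets are separate batches. Among the core clock genes, *Arntl* had its phase at 22 h on control diet and 18 h on caloric restriction, *Clock* at 22 h and 16 h, *Cry2* (ENSMUSG00000068742) at 12 h and 8 h, and *Per2* (ENSMUSG00000055866) at 14 h on both. *Per1*, *Cry1*, *Nr1d1* (ENSMUSG00000020889) and *Nr1d2* (ENSMUSG00000021775) came 2 h earlier. The amplitude rose from 1.61 to 2.29 for *Per1*, from 1.68 to 2.15 for *Per2* and from 1.56 to 2.25 for *Nr1d2* (replicates 1 to 3), and was lower on caloric restriction for *Arntl* (2.07 and 1.75). Tested as a difference in WT, the rhythms of all these genes differed between diets (adjusted p from 7.84e-06 to 0.0186 by limma's F test), and that of *Rora*, which was called rhythmic in neither diet, had an adjusted p of 0.0596. On control diet *Clock* was not called rhythmic over replicates 1 to 3 (adjusted p = 0.117) and was called over all mice (0.0111).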

Overall, caloric restriction resulted in augmented transcriptional amplitudes at every time point and a phase advance compared to control diet, including core clock genes (Fig. 2f and Supplementary Fig. 5a, b). While some of these core clock genes were differentially expressed in the GR^LKO^ mice at ZT12, we would argue that their oscillatory patterns remained largely intact and therefore may not be sufficient to explain the rhythmic reprogramming induced by caloric restriction (see Supplementary Fig. 5a). 

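On caloric restriction 7 of the 9 core clock genes given here were rhythmic in both genotypes. The phase in GR LKO was 2 h later than in WT for *Arntl* (20 h) and 2 h earlier for *Per1* (8 h) and *Per2* (12 h), and the same for *Cry1*, *Cry2*, *Nr1d1* and *Nr1d2*. *Clock* had an amplitude of 0.83 in GR LKO and 0.95 in WT, and was past the threshold in WT only (adjusted p = 0.337 and 0.0168). Amplitudes in GR LKO were 2.00 for *Arntl*, 1.43 for *Per1*, 1.66 for *Per2*, 1.24 for *Cry1*, 0.45 for *Cry2*, 2.72 for *Nr1d1* and 2.01 for *Nr1d2*. In limma's F test of the difference between genotypes none of the 9 genes passed, with adjusted p-values from 0.444 (*Arntl*) to 0.948 (*Rora*). Without a replicate number at every time point *Arntl*, *Cry1*, *Cry2* and *Nr1d1* kept their call in GR LKO in all 3 fits and *Per1*, *Per2* and *Nr1d2* in some of them, in which far fewer genes passed overall.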

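For the 2890 genes rhythmic in both genotypes on caloric restriction, the ratio of the JTK_CYCLE amplitude in GR LKO to that in WT had a median of 1.00, and 50.1% of the genes had the higher amplitude in GR LKO. The median phase shift between GR LKO and WT was 0 h and the mean 0.35 h, with 30.7% of the genes later in GR LKO, 52.7% at the same phase and 16.6% earlier. The mean shift lay between 0.20 h and 0.41 h with a replicate number left out at every time point, and the cosinor fit gave a median of 0.27 h. In 100 draws that exchanged the genotype labels of same-time mice, 3 gave a mean phase shift at least as large and the largest was 0.40 h. The amplitude differed more among genes that passed the threshold in WT alone, at a median of 0.25 in WT and 0.15 in GR LKO for those rhythmic only in WT on caloric restriction (replicates 1 to 3), a set chosen for a rhythm in WT.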

In the absence of GR, despite the maintenance of fundamental rhythms, we observed a phase delay as well as a diminished induction of oscillatory behavior and amplitude flattening (Fig. 2c, d and Supplementary Fig. 5c).

In conclusion, we find that glucocorticoid rhythms sustain the caloric restriction-specific rewiring of diurnal gene expression in murine livers.

### The enhanced glucocorticoid signaling drives the phenotypic adaptation to caloric restriction

Our transcriptomic profiles suggest that GR^LKO^ mice might differ phenotypically from WT in the adaptation to the reduced energy intake. Consistently, analyses of circulating glucose, free fatty acids and ketone bodies revealed a more robust shift in response to caloric restriction in wildtype than in GR^LKO^ mice (Fig. 3a–c).

**Fig. 3:**
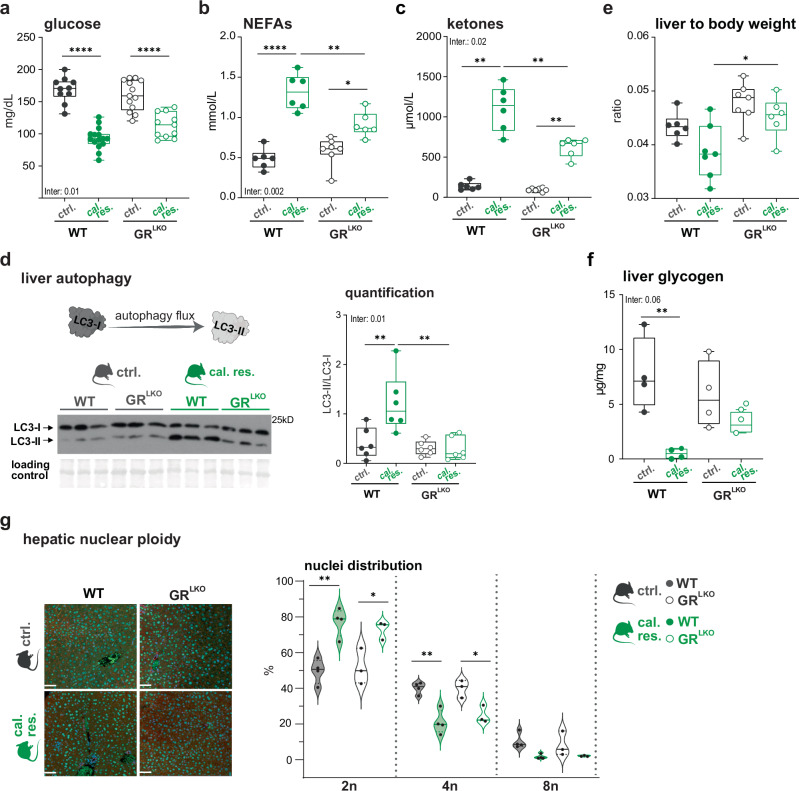
The increased ZT12 glucocorticoid peak drives the phenotypic responses to caloric restriction. Circulating glucose (n = 10-15) (**a**), non-esterified fatty acids (NEFAs) (n = 6-7) (**b**), and ketone bodies (n = 6-7) (**c**) in WT and hepatocyte-specific GR knockouts (GR^LKO^) mice subjected to control (ctrl.) and caloric restriction (cal. res.) feeding regimen. **d** Liver autophagy. Top left: Schematic illustration of autophagy flux showing LC3-I (cytosolic) to LC3-II (autophagosome-associated) conversion. Created in BioRender. Quagliarini, F. (2025) https://BioRender.com/scom3or and further edited in Adobe Illustrator. Bottom left: Representative western blot for LC3-I and LC3-II proteins (n = 3). Additional replicate blots used for quantification are provided in Source Data. All blots were processed in parallel under identical conditions. Right: Quantification showing relative LC3-II to LC3-I ratios (n = 6). **e** Normalized liver weight to body weight (n = 6-7). **f** Liver glycogen quantification (n = 4). For all box plots: Median (center line), 25^th^-75^th^ percentiles (box), min-max whiskers, with individual points shown). **g** Hepatic nuclear ploidy. Left: Representative immunofluorescence images showing β-catenin (red), HNF4α (green), and Hoechst (blue) co-staining in liver sections from WT and GR^LKO^ mice under ctrl. and cal. res. conditions. Scale bar, 50 µm. Right: Violin plots showing hepatocyte ploidy distribution across ploidy categories (2n, 4n, 8n) as percentage of HNF4α-positive nuclei. Horizontal lines indicate median and interquartile range. Individual data points represent biological replicates (n = 3-4). All samples for **a**–**g** collected at ZT12 (6 p.m). Statistical significance was calculated by two-way ANOVA for multiple comparisons. Due to variance heterogeneity, non-parametric alternative analysis was used for (**c**). Inter. = p-val of the interaction between diet and genotype. Asterisks indicate post-hoc multiple comparisons adjusted for multiple testing. Source data and exact n per condition are provided in the Source Data file. *p < 0.05, **p < 0.01, and ****p < 0.0001.

At the cellular level, the prominent, evolutionarily conserved benefits of caloric restriction include targeted degradation of macromolecules and damaged organelles by autophagy. The conversion of LC3-I to LC3-II by lipidation is a classical marker for autophagosome formation^19^. Therefore, we quantified the LC3-II/LC3-I ratio in total liver extracts from WT and GR^LKO^, on cal. res. or ctrl. diet at ZT12. Indeed, the LC3-II/LC3-I ratio indicated increased autophagy in wildtype cal. res. livers compared to controls. In GR mutants, however, we observed a decrease in LC3 lipidation, suggesting a resistance to caloric restriction-induced autophagic processes upon GR loss (Fig. 3d). This refractory phenotype manifested itself in a slightly higher liver mass in GR mutants despite the diet (Fig. 3e and Supplementary Fig. 6a, b). This impairment can compromise macromolecule turnover, resulting in an accumulation of glycogen or lipid stores. In our cohorts, caloric restriction led to a similar reduction in triglyceride stores across both genotypes. In contrast, while it caused near-complete depletion of glycogen reserves in WT mice, this effect occurred to a notably lesser degree in the absence of GR (Fig. 3f and Supplementary Fig. 6c).

As hepatocyte size responds to metabolic state during nutrient restriction^1,20,21^ and ploidy is associated with liver health^22,23^, we examined how caloric restriction affects nuclear ploidy states using HNF4α as a hepatocyte-specific marker. The cal. res diet increased the proportion of diploid nuclei (2n: +28%) while substantially decreasing the proportion of tetraploid nuclei (4n: −19%) compared to controls. In line with previous results, GR loss attenuated the caloric restriction response, with a smaller increase in diploid nuclei (2n: +23%), and a less pronounced decrease in tetraploid nuclei (4n: −15%) compared to controls. Of note, no differences in hepatocyte nuclear ploidy between WT and GR^LKO^ mice were observed in mice on control diet (Fig. 3g and Supplementary Fig. 6d, e).

Altogether, we conclude that hepatocyte-specific GR loss attenuates the homeostatic response to caloric restriction.

### The diurnal glucocorticoid spike needs energy depletion to activate protective pathways

Above, we have highlighted the importance of ZT12, the peak of diurnal GC secretion, for the phenotypic and transcriptional changes initiated by caloric restriction. To understand whether these responses may solely be explained by increased GR ligand availability, we mimicked the increased GC amplitude by injecting control-fed mice with either corticosterone or vehicle at ZT12 for seven consecutive days (Fig. 4a). The treated mice were sacrificed either at ZT0 (lights on, GC trough) or ZT12 (lights off, GC peak), with their corticosterone maxima being 3-fold higher than vehicle controls (Fig. 4b). Unlike our cal. res. cohort, treatment with corticosterone alone did not alter serum glucose, triglycerides, ketones or free fatty acid levels (Supplementary Fig. 7a–d). However, corticosterone induced lipid accumulation in the liver, which did not occur on caloric restriction (Supplementary Fig. 7e)^24^.

**Fig. 4:**
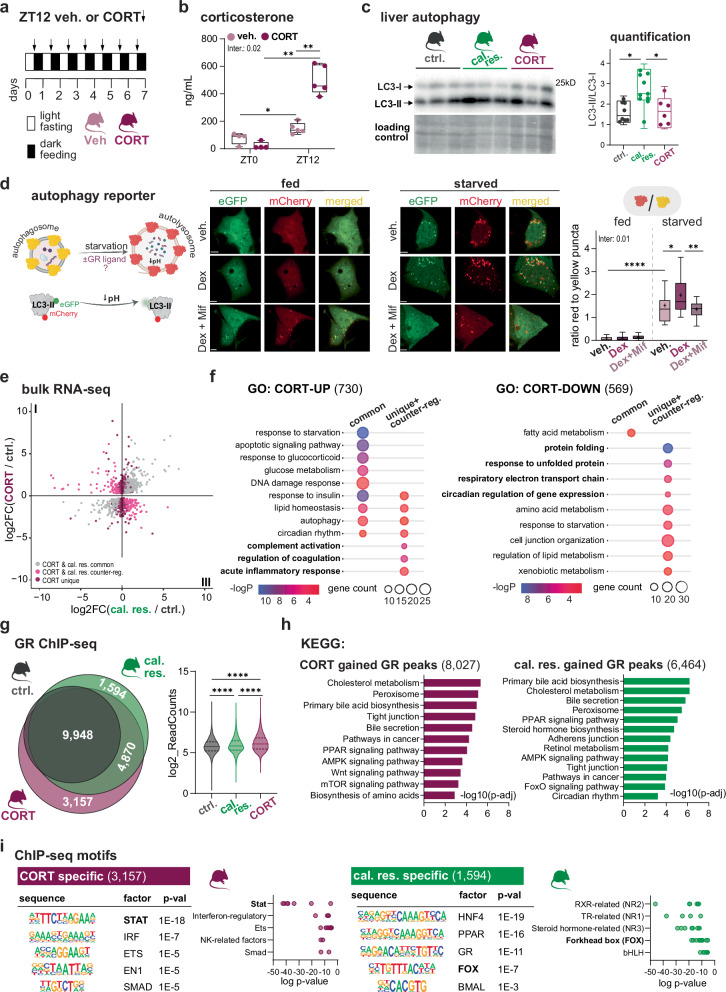
Increased GR ligand availability without nutrient depletion does not mimic caloric restriction. **a** Experimental design: Control-fed mice received intraperitoneal injections of either corticosterone (CORT) or ethanol vehicle (veh.) at ZT12 for 7 consecutive days. **b** Circulating corticosterone levels for both treatment groups at ZT0 and ZT12 (n = 4-5). Box plots display median (central line), 25^th^-75^th^ percentiles (box), and min-max whiskers, with individual points shown. Groups were tested using non-parametric two-way ANOVA test. Inter. = p-val of the interaction between time and treatment. **c** Liver autophagy. Left: Representative western blot for LC3-I and LC3-II proteins in control (ctrl.), calorically restricted (cal. res.) and CORT treated mice (n = 3). Additional replicate blots used for quantification are provided in Source Data. All blots were processed in parallel under identical conditions. Right: Quantification of the blot showing relative LC3 II to I ratios. Values are represented as box plots (median -central line-, 25^th^-75^th^ percentiles -box-, and min-max whiskers, with individual points shown, n = 6-10). Statistical significance was assessed by one-way ANOVA. **d** Autophagy flux in fed or starved HepG2 cells transfected with mCherry-EGFP-LC3B reporters upon treatment with GR ligands. Left: Schematic illustration of the mCherry-EGFP-LC3B tandem fluorescent reporter system. Yellow puncta (mCherry+ EGFP + ) indicate the EGFP-LC3B-mCherry protein within autophagosomes; only-red puncta (mCherry+ EGFP-) indicate the EGFP-LC3B-mCherry protein within autolysosomes where acidic pH quenches EGFP fluorescence. Created in BioRender. Quagliarini, F. (2025) https://BioRender.com/58osszw and further edited in Adobe Illustrator. Middle: Representative confocal microscopy images showing EGFP (green), mCherry (red), and merged channels for vehicle (veh), dexamethasone (Dex, GR agonist), and dexamethasone plus mifepristone (Dex + Mif, where mifepristone acts as GR antagonist). Scale bar, 10 µm. Right: Quantification of autophagy flux shown as the ratio of ‘only red’ to ‘yellow’ puncta per cell (box plots: 10^th^, 25^th^, 50^th^, 75^th^, and 90^th^ percentiles, ‘+‘ symbol indicates arithmetic mean, n = 19–50 cells per condition from n = 3 independent experiments). Statistical significance was assessed by robust two-way ANOVA followed by pairwise Wilcoxon test with B-H adjustment for multiple comparisons. Inter. = p-value of the interaction between medium and treatment. **e** Quadrant plot comparing fold changes in gene expression between ‘CORT-treated vs. ctrl.’ mice and ‘cal. res. vs. ctrl.’ mice. Transcripts regulated in opposite directions between caloric restriction and CORT-treatment are labeled in pink (quadrant I: Down in cal. res. and Up in CORT; quadrant III: Up in cal. res. and Down in CORT). In purple, genes uniquely regulated by CORT treatment. Differential genes were assessed with DESeq2 (Wald test, B-H FDR < 0.05). **f** Gene ontology annotation of the transcripts deregulated by CORT treatment. Genes are classified as ‘common’ if also up- or down-regulated in caloric restriction (grey in **e**). The category ‘unique+counter-reg.’ includes genes that are either exclusively regulated by CORT or are regulated in opposite direction compared to cal. res. (pink and purple in **e**). Metascape over-representation (hypergeometric) with B-H FDR correction for multiple comparisons. **g** Left: Venn diagram depicting GR ChIP-seq peak overlap among ctrl. (12,249 peaks), cal. res. (17,340 peaks), and CORT (18,971 peaks) livers at ZT12; Right: Violin plot (median, interquartile range) of the log2 transformed read counts for each group at GR ChIP-seq peak universe (21,870 peaks). Differences were tested using Kruskal-Wallis test. **h** KEGG pathway enrichment analysis for GR ChIP peaks gained upon CORT (8,027) or cal. res. (6,464) treatments. g:Profiler (Gene Ontology Statistics) enrichment; p-values adjusted by B-H FDR. **i** Left: Top 5 motifs overrepresented in condition-specific GR binding sites (shown in **g**). Right: Log-transformed p-value distributions for CORT- and cal. res.- specific peaks are shown. The plotted data represents motif clusters belonging to the top 5 transcription factor families. Analysis was performed by HOMER known motif enrichment (binomial test) against custom background; raw p-values shown. Asterisks indicate post-hoc multiple comparisons adjusted for multiple testing. Source data and exact n per condition are provided in the Source Data file. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

To test whether increased nuclear GR activity without energy restriction was sufficient to sustain autophagy, we again performed western blots on liver extracts to visualize LC3 lipidation and LC3-II/LC3-I ratios. We found that unlike caloric restriction, corticosterone elevation by itself did not trigger autophagosome formation (Fig. 4c). To further demonstrate that autophagy induction by glucocorticoids was nutrient-dependent, we used a tandem-fluorescent mCherry-EGFP-LC3B reporter in human HepG2 cells. This reporter displays yellow puncta in autophagosomes and red-only puncta in autolysosomes by confocal microscopy. In cells cultured under fed or starvation conditions, we found that dexamethasone (Dex) significantly increased autolysosome formation only in starved cells, but not in fed cells or in those co-treated with the GR antagonist mifepristone (Fig. 4d).

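In the corticosterone experiment liver RNA was sequenced at ZT12 from WT mice with raised corticosterone (CORT, n = 3) and from control mice (n = 3), both on control diet. The labels of the controls name night-restricted feeding and no injection, while the Methods of the paper describe injections of vehicle, so that an effect of the injection is not excluded by these labels. Corticosterone is the main glucocorticoid of mice and the ligand of GR. The authors deposited estimated counts for these 6 libraries, with 13739631 to 16077943 counts for CORT (median 14610479) and 13763568 to 15114185 for the controls (median 14252298). A separate table of VST values for the same libraries was not used, because the tests need counts. The 10 most abundant genes took 18.7% to 20.3% of the counts in CORT and 20.4% to 21.9% in control livers. The comparison was fitted as those of diet and genotype, over 11523 genes.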

Next, we examined how CORT treatment impacts hepatic gene expression by performing bulk RNA-seq on treated and control animals. In CORT livers, we identified 1299 deregulated genes (DEseq2, p-adj < 0.05) (Fig. 4e and Supplementary Fig. 7f). 

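Between CORT and control livers 935 genes were called, 515 higher and 420 lower with CORT, and 2997 passed an unadjusted p-value under 0.05. DESeq2 called 1300 genes, 730 higher and 570 lower. The count changed with every mouse left out but CORT replicate 2 (1008 genes), and was 206 without control replicate 2, 395 without CORT replicate 3, 421 without control replicate 1, 438 without control replicate 3 and 446 without CORT replicate 1. The 3 CORT and 3 control values did not overlap for 3774 genes (32.8% of those tested), where chance gives 10%. *Mt2* (ENSMUSG00000031762) was at 462 ± 187 CPM in CORT and 0.98 ± 0.61 CPM in control livers (SD, n = 3 each), a log2 fold change of 8.86 (standard error 0.52, adjusted p = 0.000915 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mt1* (ENSMUSG00000031765) rose by 7.19 on the log2 scale (adjusted p = 0.00121) and *Fam107a* (ENSMUSG00000021750) by 7.08 (adjusted p = 0.00165), and these 3 genes rose most by the rule used for the other comparisons. Those that fell most were *Zfp746* (log2 fold change -4.61, adjusted p = 0.0276), *G0s2* (-3.61, adjusted p = 0.0200) and *Fam83f* (-3.37, adjusted p = 0.0208). They were past the threshold in 1, 3 and 2 of the 6 fits that each left out a mouse, with adjusted p-values of up to 0.0975, 0.0649 and 0.0845, and *Zfp746* was not called by DESeq2 (0.151, in a range of 0.0179 to 0.151 over the other settings).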

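In WT livers at ZT12, 598 of the 935 genes called for CORT (64.0%) were also called for caloric restriction, and 337 were not. Among all 11471 genes tested in both comparisons, 50.2% were called for the diet, which is the share that CORT genes drawn at random would give. Of the 598 genes, 435 (72.7%) changed in the same direction, 279 up and 156 down, and 163 changed in opposite directions. With DESeq2 846 of 1300 genes (65.1%) were shared, over a background of 37.2%. With single mice left out the share lay between 53.8% (without control replicate 2 of the diet comparison) and 72.3% (without control replicate 2 of the CORT comparison). The backgrounds of these fits were 36.7% and 49.9%. The comparisons share no library.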

About half of these genes were found differentially expressed also upon caloric restriction (see Supplementary Fig. 1h, i). Notably, excess corticosterone in the absence of caloric restriction induced genes involved in the acute-phase response (complement and inflammation) while suppressing those involved in energy metabolism and proteostasis (Fig. 4f and Supplementary Fig. 7f, g).

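The acute phase and complement list (47 genes tested) had a median log2 fold change of 0.57 with CORT, with 43 genes higher (adjusted p = 3.83e-14 by camera), of which 22 were called higher and 0 lower and 27 when adjusted over the list alone, 32 having an unadjusted p-value under 0.05. The list of oxidative phosphorylation (55 genes) had a median of -0.14, with 3 genes higher (adjusted p = 0.00151), and none of its genes was called alone, 8 having an unadjusted p-value under 0.05. Without CORT replicate 2 its median was -0.08 and its adjusted p 0.0543. The fatty acid oxidation list (30 genes) had a median of -0.01 (14 higher, adjusted p = 0.875), with medians of 0.03 without control replicate 1 and -0.12 without control replicate 3, and 4 called genes, 4 also when adjusted over the list alone. Lipid synthesis (32 genes) had a median of -0.23 (10 higher, adjusted p = 0.198), -0.11 without CORT replicate 1, with 3 called genes and 3 when adjusted over the list alone. For the lists of proteostasis, the proteasome (33 genes) had a median of 0.09 (26 higher, adjusted p = 0.0393), which did not pass without CORT replicate 1 (0.0804), CORT replicate 2 (0.208), control replicate 2 (0.107) or control replicate 3 (0.126). Cytosolic ribosome genes (63) had a median of 0.06 (53 higher, adjusted p = 0.0639), passing without CORT replicate 2 (0.0333) or control replicate 3 (0.00859), and autophagy genes (44) a median of 0.11 (29 higher, adjusted p = 0.0138), which did not pass without CORT replicate 1 (0.0507) or CORT replicate 2 (0.0543). No proteasome or ribosome gene was called alone, 3 and 2 having an unadjusted p-value under 0.05, and 8 autophagy genes were called higher and 2 lower, 14 when adjusted over the list alone. The heading of Fig. 4, which also covers measurements not analysed here, states that more ligand for GR without nutrient depletion does not mimic the effects of caloric restriction.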

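The FoxO signaling list (55 genes) rose by a median of 0.28 with CORT (39 higher, adjusted p = 0.000854 by camera), with 13 genes called higher and 5 lower, 22 when adjusted over the list alone. The FoxO1 target genes of the published regulome (202 genes) rose by a median of 0.38 (137 higher, adjusted p = 3.18e-09), or 0.25 without CORT replicate 2, with 64 called higher and 5 lower, 100 when adjusted over the list alone. The core clock list had a median of 0.17 (12 of 21 higher, adjusted p = 0.198), 0.08 without CORT replicate 2 and past the threshold without control replicate 1 (0.0443), with 3 genes called, 5 when adjusted over the list alone. The peroxisome list (median -0.04, 21 of 51 higher, adjusted p = 0.45) and the bile acid list (median -0.08, 11 of 26 higher, adjusted p = 0.716) did not pass, with 3 and 2 genes called and as many when adjusted over the list alone. Without CORT replicate 3 the bile acid median was 0.03, and without control replicate 1 the peroxisome median was near 0. Of the 12 lists 6 passed for CORT by camera with its preset correlation, 0 with an estimated correlation (1 at an unadjusted p-value under 0.05) and 4 by fry, which were the acute phase (0.00777), autophagy (0.035), FoxO signaling (0.0143) and FoxO1 target (0.0184) lists.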

We have previously shown how high-fat diet feeding altered GR chromatin occupancy in a ligand-independent manner, by changing locus-specific interactions with co-occurring transcription factors^10^. To elucidate the molecular mechanisms underlying GC-driven target gene regulation during caloric restriction, we next performed GR ChIP-seq for all three conditions (cal. res., CORT, ctrl.) in livers collected at ZT12. In both groups with higher GR ligand levels, we found a significant increase in the number of ChIP peaks over controls, with ~6,400 and ~8,000 gained GR binding sites in caloric restriction and corticosterone treated livers, respectively (Fig. 4g). Interestingly, almost all of the sites occupied by GR under control conditions (97%) were also bound in the other samples, indicating an expansion rather than a remodeling of binding sites by higher corticosterone. Accordingly, the signal strength measured across all GR-binding sites was significantly higher in both cal. res. and CORT livers compared to controls, with an even greater increase under corticosterone treatment than with caloric restriction. This suggests that, although the concentration was titrated to mimic caloric glucocorticoid stress, the exogenous compound may exhibit greater stability than endogenous corticosterone (Fig. 4g and Supplementary Fig. 7h, i). Akin the RNA-seq analysis, gene enrichment analysis of the gained sites indicates that responses to increased glucocorticoids converge near genes involved in cholesterol and bile acid metabolism, peroxisomes, signaling axes, and cancer. Notably, only under caloric restriction we find an enrichment of FoxO and circadian rhythm signatures, two prominent pathways that have shown GR dependency in previous transcriptomic analyses (Fig. 4h)^25,26^.

With the goal of identifying discriminatory features and gaining molecular insight into the pathways underlying the reprogramming by caloric restriction, we performed bioinformatic motif searches of our ChIP-seq data. In general, all GR cistromes featured Glucocorticoid Response Elements (GREs) and the expected hepatocyte-specific motifs C/EBP, HNF4α, FOX, and PPAR (Supplementary Fig. 8a–c). To characterize specific signatures among cal. res.- versus CORT-induced binding sites, we performed an overrepresentation analysis restricted to the ~1594 (cal. res.) and the ~3157 (CORT) gained sites against each other (Fig. 4i): Indeed, consensus motifs for liver nuclear receptors (HNF4, PPAR, GR), Bmal1 (E-Box, bHLH), and forkhead factors (FOX) were selectively enriched among cal. res.-specific GR binding sites. Conversely, GR ChIP-sequences bound only in CORT-treated livers featured motifs for STAT and immune-related factors (Fig. 4i). These signatures support the notion that GR shapes the hepatic response to caloric restriction via the coordinated interaction with metabolic and clock transcription factors, as opposed to corticosterone treatment, which favors co-occupancy with STATs and inflammatory mediators.

Altogether, our experiments unveil that, during caloric restriction, enhanced GR signaling combines with energy deprivation to create essential conditions eliciting the beneficial outcomes of this dietary intervention.

### A molecular switch between Stat and FoxO1 signaling licenses caloric restriction specific GR binding events

Given that GR ChIP-seq motif analyses pointed towards transcriptional crosstalk between GR and FOXO transcription factors upon caloric restriction, as opposed to co-occupancy with STATs in control and CORT-treated livers (Supplementary Fig. 8d, e), we next probed for the activity of these nuclear proteins. We hypothesized that low insulin signaling would result in lower phosphorylation and consequently higher nuclear localization of FOXO1, while lower growth hormone secretion would potentially lead to lower STAT5 phosphorylation and activation. Indeed, compared to the control diet, caloric restriction diminished the phosphorylation of STAT5 and FOXO1, as evidenced by immunoblotting for pY694-STAT5 and pS256-FOXO1 in liver extracts. Interestingly, GR^LKO^ mice again exhibited an attenuated response to caloric restriction, as indicated by genotype-specific differences in STAT5 and FOXO1 phosphorylation (Fig. 5a and Supplementary Fig. 9a).

**Fig. 5:**
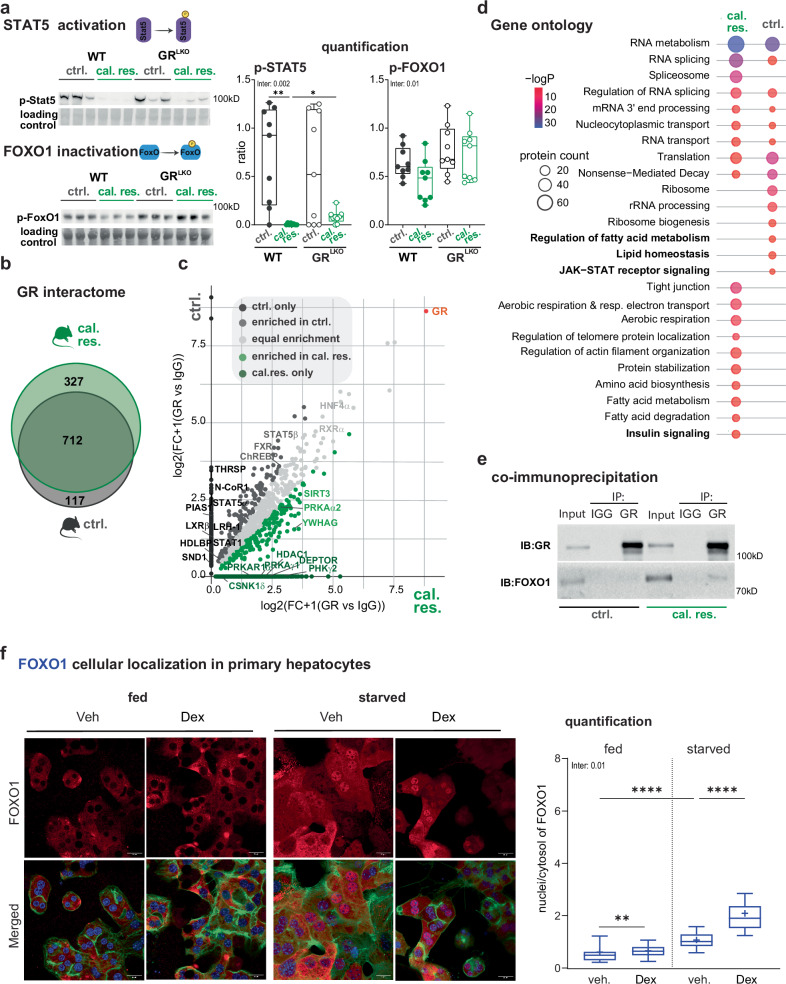
Distinctive GR interactome profiles in control vs. caloric restriction diets. **a** STAT5 activation and FOXO1 inactivation in wildtype (WT) and glucocorticoid receptor liver specific knockout (GR^LKO^) mice subjected to control (ctrl.) and calorically restricted (cal. res.) diets. Left: Representative western blot for phosphorylated STAT5 (pY694) and FOXO1 (pS256) proteins (n = 3). Additional replicate blots used for quantification are provided in Source Data. All blots were processed in parallel under identical conditions. Right: Quantification of the blot showing relative ratios between phosphorylated proteins and loading control. Values are represented as box plots (median -central line-, 25^th^-75^th^ percentiles -box-, and min-max whiskers, with individual points shown, n = 9). **b** Venn diagram showing overlap of GR interactome (ChIP-MS) in ctrl. (829) and cal. res. (1,039) livers at ZT12. **c** Scatterplot of enrichment values [log2(FC + 1)] comparing GR IP (samples) to IgG IP (controls) (n = 4, p < 0.05), displaying protein enrichment under control diet on the y-axis and under caloric restriction on the x-axis. Significance was determined using unpaired two-sided t-tests (GR vs. IgG) with permutation-based false discovery rate (FDR) correction (FDR = 0.05). **d** KEGG pathway and gene ontology annotation for proteins clustered as more enriched in ctrl. or cal. res., as shown in Supplementary Fig. 9d. Metascape over-representation (hypergeometric) with B-H FDR correction for multiple comparisons. **e** Immunoprecipitation (IP) from liver-isolated nuclei under control or caloric restriction diet. Nuclear extracts were immunoprecipitated using either IgG (negative control) or GR antibody. Western blot analysis was performed with FOXO1 and GR antibodies (IB). **f** FOXO1 cellular localization in primary hepatocytes. Left: Representative confocal images; FOXO1 (red), nuclei (DAPI, blue), and cytoskeleton (phalloidin, green). Scale bar, 20 µm. Right: Quantification of nuclear-to-cytoplasmic ratio of FOXO1 (box plots: 10^th^, 25^th^, 50^th^, 75^th^, and 90^th^ percentiles, ‘+‘ symbol indicates arithmetic mean; n = 89–123 cells per condition from n = 2 independent experiments). Statistical significance was calculated by two-way ANOVA or non-parametric alternative for multiple comparisons. Inter .= p-val of the interaction between diet and genotype (**a**) and medium and treatment (**f**). Asterisks indicate post-hoc multiple comparisons adjusted for multiple testing. Source data and exact n per condition are provided in the Source Data file. *p < 0.05, **p < 0.01, and ****p < 0.0001.

To determine whether control and caloric restriction diets differentially influence the formation of GR transcriptional complexes with STAT5 or FOXO1, we conducted a ChIP-MS (GR ChIP coupled with mass spectrometry proteomics) experiment. We detected 829 and 1039 proteins significantly enriched in GR over IgG immunoprecipitates in the livers of ctrl. and cal. res. mice, respectively (Fig. 5b and Supplementary Fig. 9b, c). To better discriminate the effects of diet on the GR interactome, we plotted the log2 fold change (log2FC) of GR over IgG in both ctrl. and cal. res. mice. We then classified proteins as enriched in one group or the other if their log2FC exceeded 20% of the average fold change between both conditions. (Fig. 5c and Supplementary Fig. 9d). Equally enriched proteins included chromatin remodelers, RNA-binding factors, co-regulators, and transcription factors, such as CEBPα/β, HNF4α, RXRα, and NCOA5 (Fig. 5c and Supplementary Fig. 9e). Among the 259 proteins enriched in the control group, we identified several STATs, including STAT5a and STAT5b, along with known co-regulators of the STAT signaling pathway. Additionally, proteins enriched in the control group included factors that regulate the expression of genes involved in bile acid synthesis, cholesterol homeostasis, and triglyceride synthesis, such as LXRβ, FXR, ChREB, and LRH-1. While FOXO1 was not directly detected in the GR interactome (495 proteins), the dataset was enriched for components of energy-sensing and insulin/growth factor signaling pathways -including AMPK, SIRT3, PRKAα2, PRKAγ1, DEPTOR, and YWHAG- which are upstream regulators of FOXO1 activation (Fig. 5d and Supplementary Fig. 9f). This suggested a potential direct link between GR and FOXO1 under conditions of caloric restriction. To test this, we performed co-immunoprecipitation experiments in isolated liver nuclei and observed a marked increase in GR–FOXO1 complex formation during caloric restriction, supporting a protein–protein interaction that is enhanced under energy-deprived states (Fig. 5e and Supplementary Fig. 9g).

To complement our in vivo findings, we performed experiments in primary hepatocytes cultured under defined nutritional and ligand conditions. We found that the nuclear localization of FOXO1, which is induced in starvation medium, is markedly enhanced by Dex treatment, whereas ligand treatment alone in fed hepatocytes has minimal effect. These findings provide cell-autonomous evidence that energy deficit and GR activation synergistically promote nuclear stabilization of FOXO1 (Fig. 5f).

Last, we interrogated our multiome data set to see if this diet-specific signaling affects chromatin accessibility in hepatocytes. We found 6403 differentially accessible regions (p-val < 0.05) and ranked them by statistical significance (Supplementary Fig. 10a). In accordance with our proteomics observations, the top 500 most significant sites with higher accessibility in caloric restriction corresponded to genes related to insulin and FOXO1 signaling. While sites with lower accessibility were linked to genes important for lipid metabolism and inflammation (Supplementary Fig. 10b). In line with our functional annotation, motif analyses revealed a significant enrichment for GR and FOX elements in regions with increased accessibility (Supplementary Fig. 10c, d).

Taken together, by combining genomic, proteomic, and imaging approaches, we revealed gene expression programs regulated by the GC in response to dietary treatments, in coordination with hormone-activated transcription factors STAT5 and FOXO1, which interact and crosstalk with the GR in the hepatocytes.

### The enhanced GR-FOXO1 interaction upholds GR-dependent gene programs in response to caloric restriction

The FOXO1 protein has been linked to many of the positive effects seen with caloric restriction^25–27^. To get a deeper insight into GR-FOXO1 crosstalk, we first determined if our cal. res. transcripts were targets of FOXO1, by integrating the transcriptomic profiles at ZT12 with the published ‘hepatic FoxO1 regulome’, which combines FOXO1 ChIP-seq and RNA-seq data from FoxO1 loss-of-function livers in response to short-term fasting^28^. 

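The list of FoxO1 target genes was taken from the published hepatic FoxO1 regulome in the source data of Fig. 6a, and 206 of its 208 genes are in the count tables. In WT livers at ZT12 (205 genes tested) it had a median log2 fold change of 0.71 for caloric restriction in the diet comparison, with 167 genes higher (adjusted p = 1.17e-13 by camera with Benjamini-Hochberg adjustment over 12 lists). With single mice left out the median lay between 0.65 and 0.73. Of these genes 133 were called higher and 17 lower, 153 in total when adjusted over the list alone. By fry the adjusted p was 0.000107. A score of each liver, the mean over the genes of the log2 CPM scaled to unit variance, was 0.52 ± 0.11 (SD, n = 3) on caloric restriction and -0.52 ± 0.05 (SD, n = 3) on control diet, a difference of 1.05 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The score was chosen after the values of the list had been seen.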

As expected, wildtype livers displayed an upregulation of this FoxO1 signature after caloric restriction. 

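On caloric restriction at ZT12 the FoxO1 target genes (204 tested) had a median log2 fold change of -0.36 between GR LKO and WT, with 69 genes higher (adjusted p = 2.3e-07 by camera), and 13 were called higher and 80 lower, 106 when adjusted over the list alone. By fry the adjusted p was 0.00175. On control diet (205 genes) the median was -0.19, with 72 genes higher (adjusted p = 2.41e-10 by camera, 0.00984 by fry), and the interaction of genotype and diet had a median of -0.10 and an adjusted p of 0.0583. In the ZT12 livers of the time series the score was 0.69 ± 0.08 (SD, n = 3) in WT and 0.13 ± 0.08 (SD, n = 3) in GR LKO on caloric restriction, and -0.11 ± 0.10 (SD, n = 4) and -0.50 ± 0.14 (SD, n = 4) on control diet. The difference between genotypes was -0.57 on caloric restriction (exact permutation test, two-sided, p = 0.1, the smallest possible) and -0.39 on control diet (p = 0.0286 by the same exact permutation test, the smallest possible). Between the diets the score was higher on caloric restriction by 0.80 in WT and by 0.63 in GR LKO (p = 0.0286 in each by the same exact permutation test, the smallest possible), a comparison of diets that is also one of library batches. With single mice left out these differences lay between 0.76 and 0.87 and between 0.59 and 0.68. 

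**Figure D3:**
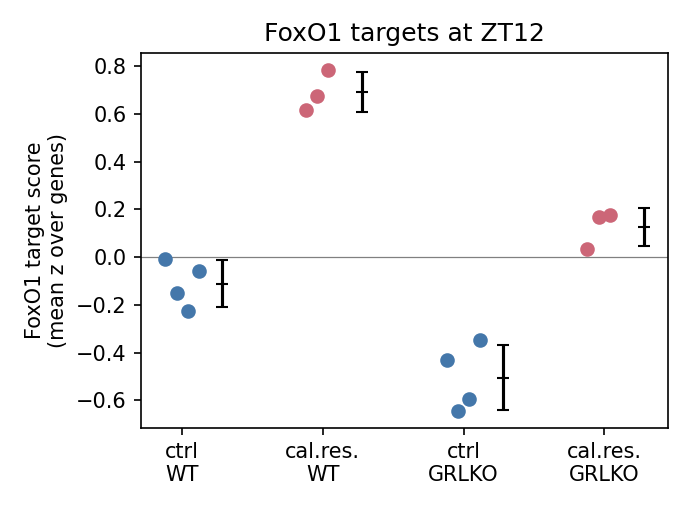
FoxO1 target score (mean of log2 CPM scaled to unit variance over 206 genes, no units) of each ZT12 liver of the time series, as points by diet and genotype, with the mean and SD of each group as bars. The 3 GR LKO livers on caloric restriction sit between 0.04 and 0.18, below the WT livers on caloric restriction (0.62 to 0.78) and above both groups on control diet on average.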

Interestingly, this upregulation did not occur in GR^LKO^ mice under caloric restriction, suggesting that the resistance to nutrient deprivation in the absence of GR can arise from its interaction with FOXO1 (Fig. 6a, b). We hypothesized that the cal. res.-specific rewiring of transcriptional regulation by GR could be mediated by FOXO1 co-occupancy at diet-responsive enhancers. Therefore, we performed ChIP-seq for FOXO1 in our ZT12 livers with caloric restriction. Indeed, of the 7732 identified FOXO1 genomic binding sites, 5723 were co-bound by GR in cal. res. livers (74% of total) (Fig. 6c and Supplementary Fig. 10e, f). Importantly, the loci bound by both GR and FOXO1 had significantly higher ChIP-seq signal intensities than those bound by GR without detectable FOXO1, indicating a stronger GR chromatin binding at sites co-occupied by FOXO1 (Supplementary Fig. 10g). To understand if these co-bound loci were also diet-responsive, we compared signal intensities of our GR cistromes in cal. res. and ctrl. diet. Notably, we found that the fold change in cal. res. over ctrl. diet was significantly higher in the GR + FOXO1 compared to GR alone sites, suggesting that the co-bound loci are more sensitive to caloric restriction (Fig. 6d). Functional characterization of the co-bound/diet-responsive peaks revealed an enrichment of pathways shaped by the diet with half of the annotated genes being up- (30.2%) or down-regulated (17.3%) in cal. res. livers compared to controls. Strikingly, 2436 (80.9%) of the diet-induced genes and 1940 (64.3%) of the diet-repressed genes, harbored FOXO1 and/or GR occupied cis-regulatory elements. It is worth noting that GR + FOXO1 peaks compared to GR-only peaks were predominantly associated with cal. res.-induced transcripts, arguing for direct gene regulation. These genes again corresponded to pathways such as longevity, circadian rhythms, autophagy, cancer, and FOXO1 signaling (Fig. 6e and Supplementary Fig. 10h).

**Fig. 6:**
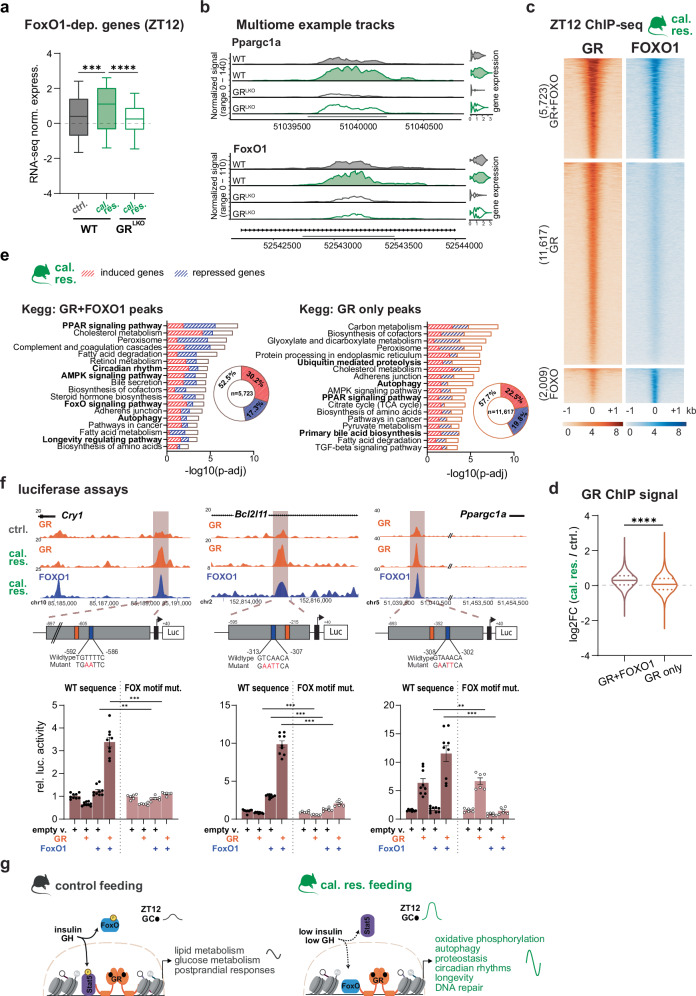
An enhanced interaction with FOXO1 facilitates GR-dependent caloric restriction gene programs. **a** Box plot showing median, quartiles, the 5^th^-95^th^ percentiles (whiskers), of mRNA expression distribution (Z-score normalized) of FoxO1 target genes (#208; reported in ref. ^28^), in wildtype (WT) and hepatocyte-specific GR knockouts (GR^LKO^) mice subjected to control (ctrl.) and caloric restriction (cal. res.) diets. at ZT12. Data was analyzed using a Kruskal-Wallis test to compare differences in the median values across groups (p < 0.0001; 624 data points were included in the analysis). **b** Track visualization of genomic signals from regions close to representative GR and FOXO1 dependent genes. Genomic tracks and violin plot are generated from average counts of each hepatocyte in the respective condition (n = 2). **c** Chromatin binding profiles of GR and FOXO1 (ChIP-seq, n = 2) at GR-specific, FOXO1-specific, or shared sites, in mouse livers on cal. res., at ZT12. **d** Violin plot (median, interquartile range) showing the log2 fold change between cal. res. and ctrl. tag density of GR ChIP signals from sites either with (5,723) or without (11,617) FOXO1 co-binding (from **c**, two-sided Mann-Whitney p-value). **e** KEGG functional annotation of cal. res.-specific GR target genes with data integration of mRNA-seq profiles (Supplementary Fig. 1h). g:Profiler (Gene Ontology Statistics) enrichment; p-values adjusted by B-H FDR. **f** Luciferase reporter assays for selected cis-regulatory elements, with GR and FOXO1 binding sites, in transiently transfected CV-1 cells overexpressing GR or FOXO1 or both. Top: Genome browser tracks with ChIP-seq signals for GR (on ctrl. and cal. res.) and FOXO1 (cal. res.) in ZT12 mouse livers, showing loci gaining GR and FOXO1 occupancy upon caloric restriction. Below, constructs used for the luciferase assays with predicted GR (orange) and FOX (blue) motifs. Bottom: Wildtype DNA sequences are compared to reporters harboring a mutation of the FOX motif (firefly was normalized to renilla, and relative luciferase activity shows fold changes over WT empty vector). Data are presented as mean ± SEM from n = 3 (WT) or n = 2 (MUT) independent biological replicates, each with 3 technical replicates. Groups were tested using non-parametric two-way ANOVA test. The interaction term was significant for all three constructs (p = 0.001). Asterisks indicate post-hoc differences between WT and mutant groups, adjusted for multiple testing. **g** Schematic depicting our proposed model: Caloric restriction results in increased GC release, low insulin levels, and low growth hormone levels. These conditions enable the GR, along with FOXO1, to bind to specific gene programs. Created in BioRender. Uhlenhaut, N. (2025) https://BioRender.com/wkzuuu8 and further edited in Adobe Illustrator. Source data and exact n per condition are provided in the Source Data file. **p < 0.01, ***p < 0.001, and ****p < 0.0001.

To further test whether increased crosstalk with FOXO1 was enabling GR to fully regulate its caloric restriction specific target genes, we cloned some of these co-bound loci into luciferase reporter vectors and found that significant activation of these reporters by GR required co-transfection of constitutively active FOXO1 expression constructs. The synergistic activation of these cis-regulatory elements was eliminated when the predicted FOXO1 binding site was mutated (Fig. 6f). These data suggest that GR acts in concert with active nuclear FOXO1 to bind to and regulate its caloric restriction-specific target genes, in a diet-responsive and insulin-dependent manner.

Collectively, our experiments reveal a multi-layered mechanism by which caloric restriction promotes synergistic coordination between FOXO1 and GR. This involves enhanced physical interaction, increased nuclear co-localization, co-occupancy at cal. res.-responsive genomic loci, and functional cooperation in the regulation of target genes.

## Discussion

Our work elucidates mechanisms of transcriptional reprogramming of hepatic energy metabolism during caloric restriction by glucocorticoids.

Caloric restriction may be seen as a repeated mild stressor that stimulates protective pathways and repair processes^6,11,29^. This hormetic, beneficial ‘caloric stress’ significantly slows down aging, and enables the organism to cope with harmful endogenous or exogenous agents^30^. As an essential component of hormesis, caloric restriction-generated elevated glucocorticoids were reported to reduce inflammation and tumor progression in mouse models^12,31,32^.

Here, we assessed the critical role of the GR in promoting the healthy metabolic effects of this nutritional intervention, by employing hepatocyte-specific GR knockouts. These mice exhibited attenuated responses to caloric restriction, including impaired autophagy, glycogen accumulation, reduced ketones and fatty acids. 

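At ZT12, edgeR called 7.54 times as many genes between GR LKO and WT on caloric restriction as on control diet, and DESeq2 3.69 times as many. With replicates 1 to 3 of each group, which compares 3 mice with 3 on both diets, the ratio was 13.1 by edgeR. With single mice left out it lay between 3.78 (without GR LKO replicate 3 on caloric restriction) and 13.1 (without WT replicate 2 on control diet). With the libraries of caloric restriction thinned at random to 13843731 counts, near the depth of the control diet, 1704 genes were called there, 828 higher and 876 lower in GR LKO.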

Coincident with this refractory metabolic phenotype, we discovered that hepatic gene expression programs induced by caloric restriction largely rely on an intact GR, with the number of deregulated genes in GR mutants being four times higher on caloric restriction than on control diet. In fact, loss of GR abolishes or diminishes the up- and down-regulation of several key pathways normally triggered by caloric depletion, such as energy signaling (i.e. AMPK, FoxO), metabolism (fatty acid metabolism, oxidative phosphorylation), proteostasis (protein processing, ribosome, proteolysis, autophagy), and circadian rhythms^17,18,33–35^.

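Lists of genes for metabolism and proteostasis not given with the pathway data above were tested at ZT12 for the diet in WT and for GR LKO on caloric restriction, by camera with Benjamini-Hochberg adjustment. Oxidative phosphorylation (56 and 57 genes tested) had a median log2 fold change of 0.10 for the diet (42 higher, adjusted p = 0.0311) and of -0.11 in GR LKO (16 higher, adjusted p = 0.0125). The former did not pass without replicate 1 on caloric restriction (0.185) or replicate 3 on control diet (0.175), the latter not without GR LKO replicate 1 (0.293) or WT replicate 1 (0.0567). The diet changed 13 of these genes up and 1 down, 4 when adjusted over the list alone, and GR LKO changed 3 down, 1 when adjusted over the list alone. Cytosolic ribosome genes (65) had a median of 0.46 for the diet, with 64 higher (adjusted p = 1.47e-15), and of -0.09 in GR LKO, with 17 higher (adjusted p = 0.016), which did not pass without GR LKO replicate 1 (0.329) or WT replicate 1 (0.187) and was -0.19 without GR LKO replicate 2. They were called for the diet in 59 cases, all higher (60 when adjusted over the list alone), and in GR LKO in 3 cases, all lower (0 when adjusted over the list alone, 16 at an unadjusted p-value under 0.05). Proteasome genes (33) fell with the diet by a median of 0.20 (6 higher, adjusted p = 0.000923) and in GR LKO by a further 0.14 (6 higher, adjusted p = 0.00499), or by 0.08 without WT replicate 1, so both effects had the same direction. The diet changed 1 of them up and 17 down, 18 when adjusted over the list alone, and GR LKO changed 7 down, 9 when adjusted over the list alone. The lipid synthesis list (32 genes) rose by a median of 0.29 with the diet (23 higher, adjusted p = 0.0186) and by 0.37 in GR LKO (20 higher, adjusted p = 0.0202). Without control-diet replicate 1 the former was 0.15 (adjusted p = 0.126), and without WT replicate 2 the latter did not pass (0.164). Of its genes 15 were called higher and 3 lower with the diet, 18 also when adjusted over the list alone, and 13 higher and 5 lower in GR LKO, 22 when adjusted over the list alone. By fry the diet effect passed for the ribosome (0.000156), the proteasome (0.00197) and lipid synthesis (0.0302) and not for oxidative phosphorylation (0.109), and none of the 4 passed for GR LKO (0.0804 to 0.283).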

In our study, the feeding time aligned with the onset of the active phase, and in parallel, with the physiological peak of glucocorticoid release. This protocol was recently shown to potentiate the benefits of caloric restriction and to maximize life span extension in C57BL/6 J male mice^5^. While our study does not include aged mice, we provide evidence that the heightened GC amplitude induced by this dietary intervention plays a pivotal role in establishing new rhythmic patterns. These changes may underlie systemic adaptations that contribute to the long-term beneficial impact on longevity^6,36,37^. For instance, we show that the majority of the diet-induced oscillatory transcripts are dependent on GR. 

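Of the genes rhythmic in WT on caloric restriction and not in WT on control diet, 51.0% were not called rhythmic in GR LKO on caloric restriction over replicates 1 to 3, and 54.4% over all mice. The share was 49.8% with the cosinor fit, 49.2% with p-values adjusted over phases only, and 85.2%, 84.8% and 78.1% without replicates 1, 2 and 3 at every time point, so that it lies on either side of 50% depending on the setting. In 100 draws that exchanged the genotype labels of same-time mice on caloric restriction, 14 gave at least as many genes rhythmic only in the group labelled WT, with a median of 881 genes and a largest count of 1379, against the observed 1116. The paper gives these transcripts, rhythmic in WT and not in GR LKO, as an instance of its reasoning that the raised glucocorticoid amplitude on caloric restriction establishes new rhythms of the liver.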

Importantly, these target genes are involved in cell cycle control, DNA repair, chromosome organization, and protein homeostasis; processes known to enhance protein and DNA stability, reduce mutation load and ultimately contribute to life span extension^1,38^.

In light of the extensive research associating heightened glucocorticoid levels with accelerated aging processes, postulating an essential role for these hormones in the caloric restriction-induced responses linked to its established anti-aging effects may seem paradoxical^37–39^. However, we would argue that the context of energy depletion and circadian synchronization shapes the chromatin landscape to direct GR occupancy and gene regulation towards ‘protective’ pathways. This interpretation is further supported by our experiment mimicking the diurnal GC surge by daily exogenous corticosterone injections of control-fed mice: Increasing GR ligand without energy depletion did not evoke favorable systemic or local effects (like autophagy) and instead promoted inflammatory programs.

Regarding the unique, caloric restriction-specific GR target programs (such as longevity, autophagy, circadian rhythms and metabolic signaling), here we show multiple complementary lines of evidence that support a model in which caloric restriction promotes functional cooperation between GR and FOXO1: The diet drives nuclear localization and physical interaction between GR and FOXO1; caloric restriction-specific GR cistromes are enriched for FOX motifs; FoxO1 target genes depend on GR to respond to caloric restriction; chromatin co-occupancy binding happens at diet-sensitive loci; reporter assays confirmed that intact FoxO1 elements are required for GR-mediated transcriptional activation. The GR and FOXO1 crosstalk at chromatin level was also shown to drive the transcriptional reprogramming occurring during the fasting response^39^. However, under caloric restriction, this axis amplifies, forming an integral component of the molecular response peculiar to this state.

This molecular mechanism operating under low nutrient conditions interestingly mirrors or opposes the effects of activated JAK-STAT signaling downstream of the GH/IGF-1 pathway, which results in STAT5 phosphorylation in the livers of well-fed mice^40,41^. We had previously reported that high-fat diet (HFD) feeding enhanced the transcriptional crosstalk between GR and STAT5, thereby affecting GR target gene regulation in an analogous, or even ‘opposite’ manner in unhealthy, overfed conditions^10^ (Fig. 6g).

This work highlights the glucocorticoid receptor as a central node in the integration of circadian, nutritional, and stress signals and suggests that preserving GR signaling may be crucial for maintaining metabolic resilience and maximizing the health benefits of caloric restriction.

## Methods

### Animal experiments

#### Food intake regimen

From 12 weeks of age, mice were single-housed, and their *ad libitum* food consumption was measured for seven days. Caloric restriction was implemented gradually: The 20% group received a 10% reduction for one week followed by 20% restriction for six weeks, while the 40% group underwent weekly incremental reductions (10%, 20%, 30%, and finally 40%) over four weeks, then maintained at 40% for three more weeks. During the restriction, food was provided daily at ZT12 (6 p.m.). To minimize food-related zeitgeber effects, starting one week before sacrifice, the control group was placed on a night restricted feeding regimen, with food access limited to ZT12 (6 p.m.) - ZT0 (6 a.m.). Meal timing was inferred by indirect calorimetry (TSE PhenoMaster). In caloric-restricted mice, oxygen consumption and CO₂ production peaked at ZT14–ZT16 (8–10 p.m.), consistent with immediate food consumption upon availability (Supplementary Fig. 6h).

#### Corticosterone treatment

12-week-old male C57BL/6 J mice were acclimatized and adapted to handling for two weeks to reduce basal stress levels. Corticosterone (Sigma-Aldrich, #27840) was diluted in a solution containing 10% EtOH/90% Miglyol-812 oil (Sigma-Aldrich, #3274) to a final concentration of 1 mg/ml. Mice were administered 5 mg/kg corticosterone intraperitoneally at ZT11 every day for 7 days. Vehicle-treated mice received proportional doses of 10% EtOH/90% Miglyol-812 oil intraperitoneally. Mice were subjected to night restricted feeding during the 7 days treatment protocol.

#### Samples collection

Mice were sacrificed at the end of the eight-week protocol. To avoid stress-induced alterations in glucocorticoid hormone levels, mice were euthanized via rapid cervical dislocation. When available, serum was obtained by blood centrifugation at 2000 g for 10 min at 4 °C. Liver and serum were snap frozen in liquid nitrogen and stored at −80 °C.

### Serum chemistry

Blood glucose levels were measured immediately after euthanasia from the tail using a glucometer (AccuCheck Aviva, Roche Diagnostics). Serum triglyceride, ketone, and non-esterified fatty acid levels were quantified using a Serum Analyzer (Beckman Coulter AU480). Triglycerides were measured with the General Chemistry Reagent Triglycerides kit (Beckman Coulter; #OSR601), ketones with the Autokit total ketone bodies assay (Fujifilm Wako Chemicals, #413-73601 and #415-73301), and non-esterified fatty acids with the NEFA-HR kit R1 set (Fujifilm Wako Chemicals, #434-91795) and NEFA-HR kit R2 set (Fujifilm Wako Chemicals, #436-91995), following manufacturer guidelines. Corticosterone was quantified using enzyme immunoassay kits from Enzo Life Sciences (#ADI-900-097) (Fig. 1b) and Arbor assays (#K014-H1) (Fig. 4b and Supplementary Fig. 1g), while circulating insulin was measured using an enzyme hypersensitive mouse insulin ELISA kit (Fujifilm Wako Chemicals; #290-63701), using 2ul and 5ul of unhemolyzed serum, respectively.

### Liver tissue assays

Hepatic triglycerides were extracted from 25-50 mg of liver tissue, initially digested in 6 volumes of EtOH/30% KOH (2:1, v/v) under shaking at 60 °C overnight. After digestion, samples were mixed with 1 M MgCl2 at a ratio of 1.08:1 (vol.) and incubated on ice for 10 minutes, followed by centrifugation for 30 minutes at maximal speed at 4 °C. The hepatic supernatants were measured by colorimetric assay following the company’s instructions (Fujifilm Wako Chemicals, #632-50991). Glycogen was extracted from ~10 mg of liver tissue, post-digestion in 200 µl of hydrolysis buffer. The hepatic supernatants were also measured using a colorimetric assay kit (Abcam, #ab169558), adhering to the manufacturer’s instructions.

### Ploidy measurement

Paraffin-embedded liver samples were sectioned at 3 µm thickness. Sections were co-stained with β-catenin (1:20, goat polyclonal anti-β-catenin, R&D Systems, #AF1392; 1:100, AlexaFluor™ 550-conjugated donkey anti-goat IgG (H + L) cross-adsorbed secondary antibody, Invitrogen, #A21432) and HNF4α (1:50, rabbit anti-HNF4α mAb, Cell Signaling, #3113; 1:100, AlexaFluor™ 647-conjugated donkey anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody, Invitrogen, #A31573). Nuclei were labeled with Hoechst 33342 (H1399, Thermo Fisher Scientific). Stained sections were scanned using an AxioScan 7 digital slide scanner (Carl Zeiss, Jena, Germany) equipped with a 20× objective.

Scanned sections were visualized and analyzed using Visiopharm software (Version 2023.09.01 4530 Visiopharm, Hørsholm, Denmark). The entire liver section was selected for analysis. The software was trained to identify all nuclei based on Hoechst signal, with hepatocyte nuclei specifically identified by HNF4α-positive staining.

For nuclear ploidy classification, size thresholds were established based on the nuclear diameter distribution in wild-type mice on control diet (Supplementary Fig. 6d). The distribution revealed distinct peaks corresponding to different ploidy levels, allowing classification of nuclei into three ploidy categories: Diploid (2n, diameter <7.75 µm), tetraploid (4n, diameter 7.75–10.25 µm), and octaploid (8n, diameter >10.25 µm). These threshold criteria were then applied consistently to analyze nuclear ploidy distributions across all experimental conditions (WT ctrl. n = 4, WT cal. res. n = 4, GR^LKO^ ctrl. n = 3, GR^LKO^ cal. res. n = 3), as demonstrated in Fig. 3g and Supplementary Fig. 6e.

Parallel analysis was performed using Hoechst staining to assess whole-liver ploidy distribution independent of hepatocyte-specific markers. The same nuclear diameter thresholds were applied to all Hoechst-positive nuclei across experimental groups with diameter distributions and ploidy quantification shown in Supplementary Fig. 6f, g. This complementary approach distinguished hepatocyte-specific ploidy patterns from whole-liver ploidy distribution, revealing that hepatocyte-specific analysis is essential for detecting diet-induced ploidy changes that are otherwise masked by the predominantly diploid non-parenchymal cells in whole-liver assessments.

### Liver protein extraction and detection

#### Total lysate

Total protein was extracted from 30 mg of liver tissue using cold RIPA buffer (50 mM Tris HCl pH 8.0, 150 mM NaCl, 1% Triton-X 100, 0.1% SDS, and 0.5% sodium deoxycholate), supplemented with complete mini protease (Roche Applied Science, #11836170001) and phosphatase inhibitors (Thermo Fisher Scientific, #A32957). A 5 mm stainless bead (QIAGEN, #69975) was added to each sample for lysis, followed by homogenization in the Mixer Mill (Retsch #MM 400). After incubation on ice for 30 minutes and centrifugation at 4 °C (15 minutes, 19,000 g), the supernatant was collected, and protein concentration was determined using Bradford reagent (BioRad, #5000205).

#### Nuclear protein extracts

Nuclear fraction was isolated from 50 mg of frozen liver tissue using cold cell lysis buffer (10 mM Hepes-KOH pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 0.5 mM DTT, and 0.15% NP-40), supplemented with complete mini protease and phosphatase inhibitors. After centrifugation at 4 °C (20 minutes at 2,700 g), the nuclear pellet was washed in cold PBS before lysis in 100 µL of nuclear lysis buffer (420 mM NaCl, 20 mM Hepes-KOH pH 7.9, 2 mM EDTA, 0.5 mM DTT, 0.1% NP40, and 20% glycerol) following 5-10 passages through an insulin syringe. After rotation and centrifugation at 4 °C, nuclear protein fractions were obtained and quantified using Bradford reagent according to the manufacturer’s instructions.

#### Co-immunoprecipitation

Nuclei were isolated from 160 mg of frozen liver tissue using a protocol adapted from Korenfeld et al^44^. Liver tissue was homogenized in a Dounce homogenizer with cold homogenization buffer (10.9% sucrose, 10 mM Tris-HCl pH 7.5, 0.1% NP-40, 3 mM MgCl₂, 10 mM KCl, 0.2 mM DTT, 0.5 mM spermidine) containing protease inhibitors. The homogenate was filtered through a 40 μm strainer and centrifuged (500 g, 10 minutes, 4 °C). The nuclear pellet was washed with cold PBS and lysed in 200 μL nuclear lysis buffer (420 mM NaCl, 20 mM HEPES-KOH pH 7.9, 2 mM MgCl₂, 0.4 mM EDTA, 23.3% glycerol, 0.1% NP-40) with protease inhibitors, passed through a 24 G syringe, and incubated for 1 hour at 4 °C with rotation. Lysate was cleared by centrifugation (9600 g, 30 minutes, 4 °C).

For immunoprecipitation, 200 μg of nuclear lysate was used per reaction with 2% reserved as input. The lysate was incubated overnight at 4 °C with 3 μg of GR antibody (ProteinTech, #24050-1-AP) or IgG control (Cell Signaling, #2729) in 300 μL wash buffer (150 mM NaCl, 20 mM HEPES-KOH pH 7.9, 2 mM MgCl₂, 0.4 mM EDTA, 23.3% glycerol, 0.1% NP-40, containing protease inhibitors). Pre-washed Dynabeads (30 μL) were added and incubated for 2 hours at 4 °C. After collecting flow-through and washing beads four times, immunoprecipitated proteins were eluted in 2x Lämmli buffer with 135 mM DTT by boiling at 95 °C for 5 minutes and analyzed by western blot alongside input samples. Co-immunoprecipitation were performed on two biological replicates per group in independent experiments.

#### Western blot

10 to 15 µg of nuclear or total extracts were loaded onto 4%-12% Bis-Tris SDS-PAGE gels (Life Technologies, #NP0336 and #NP0321) and transferred to a 0.45 µm PVDF membrane (Immobilon, #05317) using standard methods. Amido Black staining assessed even loading. Antibodies used included Rabbit anti GR (Cell Signaling, #12041) (1:1000), Rabbit anti α-LC3A/B (Cell Signaling, #12741) (1:1000), Rabbit anti FOXO1 (Ser256) (Cell Signaling, #9461) (1:1000), Rabbit anti α,β-STAT5 (pY694, pY699) (Cell Signaling, #9351) (1:1000), Mouse anti α-GR (Santa Cruz, #sc-393232) (1:5000), Mouse anti FOXO1 (Cell Signaling, #97635) (1:1000), Goat anti Mouse IgG/HRP Conjugated (BioRad, #1706516) (1:5000), Goat anti Rabbit IgG/HRP Conjugated (Dako, #P044801-2) (1:5000), Rabbit anti IgG and HRP-linked Antibody (Cell Signaling, #7074) (1:5000). For experiments requiring more than one gel due to the number of biological replicates, the gels were run and processed in parallel with identical antibody incubations, and all replicates were quantified together to ensure direct comparability across conditions. Band intensity was quantified by densitometry using ImageJ Software and normalized to the total protein control.

### Cell culture studies

#### Tandem mCherry-EGFP-LC3B assay (Autophagy flux assay)

HepG2 cells were obtained from (ATCC #HB-8065) and cultured in low glucose Dulbecco’s Eagle’s Medium (DMEM) (Sigma Aldrich, #D6046) supplemented with 10% fetal bovine serum (FBS) (Sigma Aldrich, #F7524), 1× non-essential amino acids (NEAAs) (Thermo Fisher Scientific, #11140035), and 1% penicillin/streptomycin (P/S) (Sigma Aldrich, #P4333), referred to as LG-DMEM, at 37 °C with 5% CO2.

Cells were sub-cultured in 8-well chambers (ibidi, Munich, Germany, #80826) at a density of 10,000-12,000 cells per well and maintained in LG-DMEM medium. 24 h after seeding, cells reached 50–60% confluency and were transiently transfected with 80 ng of mCherry-EGFP-LC3B plasmid construct (kind gift from Dr. C. Mammuccari) using Lipofectamine® 3000 (Thermo Fisher Scientific, #L3000001) according to the manufacturer’s instructions^45^. Cells were used for microscopy within 24 h after transfection.

Three hours before imaging, cells were subjected to either fed medium (LG-DMEM) or starvation medium (Earle’s balanced salt solution (EBSS)) (Thermo Fisher Scientific, #24010043) supplemented with 1% P/S. Prior to starvation, cells were washed with Hank’s balanced salt solution (Thermo Fisher Scientific, #14025050) to remove nutrient residues. Cells under both nutritional conditions were treated with: (1) vehicle control (ethanol, veh), (2) 100 nM dexamethasone (Dex, Sigma Aldrich, #D4902) as a GR agonist, or (3) 100 nM dexamethasone plus 10 μM mifepristone (Dex + Mif, where mifepristone acts as a GR antagonist, Sigma Aldrich, #M8046).

Confocal images were acquired using an Olympus FV1200 confocal laser scanning microscope system with a 60× oil immersion objective (NA 1.4) and FV10-ASW software. The system was equipped with conventional photomultiplier tube detectors (Hamamatsu R7862) and a DM405/488/559/635 dichroic mirror. EGFP was excited with a 488 nm laser and detected through a “500- 545” nm emission filter (SDM560 dichroic). mCherry was excited with a 559 nm laser and detected through a “575- 675” nm bandpass filter (BA570-625, SDM640 dichroic). Images were acquired at 1024×1024 pixel resolution at 12-bit depth with a pixel dwell time of 10.0 µs. Identical acquisition settings were maintained across all experimental groups. Images are displayed using a linear lookup table (green for EGFP and red for mCherry) without post-acquisition adjustment. The mCherry-EGFP-LC3B protein is distributed within the autophagosome, where both the green and the red fluorescent signals are expressed, resulting in yellow puncta in the merged channel. In autolysosomes, the low pH quenches the EGFP signal while the red signal remains unaffected, leading to a reduction in the number of yellow puncta and the presence of only red puncta.

Olympus Fluoview version 4.2b software was used to view the images, and the number of yellow and only red puncta were manually counted. The data were presented as the ratio of only red to yellow puncta per cell and displayed as box-and-whiskers plots depicting the 10^th^, 25^th^, 50^th^, 75^th^, and 90^th^ percentiles and the arithmetic mean (+). Between 19–50 cells per condition were analyzed across n = 3 independent experiments. Statistical significance was assessed by robust two-way ANOVA followed by pairwise Wilcoxon test with adjustment for multiple comparisons.

#### Immunofluorescence in primary hepatocytes

Primary hepatocytes were isolated via collagenase perfusion from 8–12-week-old WT male mice^46^. The cells were cultured in a collagen sandwich configuration within 8-well μ-slides (ibidi, Munich, Germany, #80826) at a density of 8 × 10⁴ cells per well. Cultures were maintained in William’s Medium E (Pan Biotech, #P04-29050) supplemented with 10% FBS (Sigma Aldrich, #F7524), “1% penicillin-streptomycin (Sigma Aldrich, #P4333). The cells were incubated at 37 °C with 5% CO2. Fasting and refeeding media were prepared using William’s Medium E without glucose, phenol red, and glutamine as base medium (Pan Biotech, #P04-29050S4), supplemented as follows: Fasting with 5 mM glucose (Sigma-Aldrich, #G8769), 0.5% charcoal-stripped FBS, 2 mM glutamine (Gibco, #25030024), and 10 nM glucagon (Sigma-Aldrich, #G2044-1MG). Refeeding with 11 mM glucose (Sigma-Aldrich, #G8769), 10% charcoal stripped FBS, 2 mM glutamine (Gibco, #25030024), and 10 nM insulin (Sigma-Aldrich, #I5500). Prior to treatment, cells were incubated in fasting medium for 16 h, followed by exposure to the indicated treatment conditions: 2 h in fasting medium for starvation, or 2 h in refeeding medium for fed condition, with or without 1 μM Dex.

For immunofluorescence, cells were fixed with 4% paraformaldehyde at room temperature for 30 min and washed twice with PBS. Cells were permeabilized with 0.1% Triton X-100 for 1 h, washed, and then blocked with 10% horse serum for 2 h. Primary antibodies against FOXO1 (1:150, rabbit polyclonal, ProteinTech, #18592-1-AP) were incubated overnight at 4 °C. Following primary antibody incubation, cells were washed extensively for 4 h in wash buffer (300 mM NaCl, 0.1% Tween-20, 10 mM Tris-HCl) with multiple buffer exchanges. Secondary antibodies (2 µg/ml, Alexa Fluor 568 goat-anti-rabbit, Invitrogen #A11011, for FOXO1 detection) and Alexa Fluor 488 phalloidin (1:400, Invitrogen #A12379, as a marker for the cytoskeleton) were applied and incubated overnight at 4 °C in a humidified chamber. After extensive washing at room temperature, mounting medium containing DAPI (Sigma, #DUO82040) was added to each well. Samples were imaged after 30 min of incubation.

Confocal images were acquired using an Olympus FV1200 confocal laser scanning microscope system with a 60× oil immersion objective (NA 1.4) and FV10-ASW software at 1024×1024 pixel resolution. The system was equipped with conventional photomultiplier tube detectors (Hamamatsu R7862) and a DM405/488/559/635 dichroic mirror. DAPI was excited using a 405 nm laser and detected through a 425- 475 nm emission filter (SDM490 dichroic), Alexa Fluor 488-phalloidin was excited with a 488 nm laser and detected through a 500- 545 nm emission filter (SDM560 dichroic), and FOXO1 (Alexa Fluor 568-conjugated secondary antibody) was excited with a 559 nm laser and detected a 559 nm laser and detected through a 575-675 nm or 575-620 nm bandpass filter (BA575-675 or BA575-620, SDM640 dichroic). Single optical sections were acquired at 12-bit depth with a scan speed of 20 µs/pixel. Identical acquisition settings were maintained across all experimental groups. Images are displayed using a linear lookup table without post-acquisition adjustment (blue for DAPI, green for phalloidin, red for FOXO1). Quantitative analysis of FOXO1 subcellular localization was performed using ImageJ software (NIH, version 1.53c). The nuclear and cytoplasmic FOXO1 signal intensities (Alexa Fluor 568) were measured separately for each cell. Nuclear and cytoplasmic regions were manually defined based on DAPI staining to identify nuclei and Alexa Fluor 488 Phalloidin to visualize cell boundaries. For each experimental condition, 86-126 cells were analyzed across multiple fields of view from n = 2 independent experiments. Data are presented as the nuclear-to-cytoplasmic (nuc/cyt) fluorescence intensity ratio. Statistical significance was assessed by robust two-way ANOVA followed by pairwise Wilcoxon test with adjustment for multiple comparisons.

#### Luciferase reporter assays

Luciferase reporters were generated by cloning cis-regulatory elements into pGL4.23 (Promega, #E8411). Mutagenesis of the putative FOXO1 binding sites was performed using the Q5 site-directed mutagenesis kit (NEB, #E0554S). Expression vector for murine GR was generated by cloning mGR CDS from pCR.BluntIITopo (IMAGE 40111802) into pCDNA3.1 (#V79020). Expression vector for constitutively active murine FOXO1 was generated by cloning FLAG-FOXO1ADA mutant (3 point mutations of Akt phosphorylation sites, T24A/S253D/S316A) from pCMV5 (Addgene, #12149) into pCDNA3.1^47^. Primers are listed in Supplementary Table 1. Luciferase reporter assays were performed as previously described^48,49^.

CV-1 fibroblast cells obtained from Salk institute used for luciferase reporter assays, were cultured in high glucose DMEM supplemented with 10% FBS and 1% Pen/Strep at 37 °C with 5% CO2. Prior to transfection, cells were incubated in phenol red-free DMEM supplemented with 10% charcoal-stripped FBS. Cells were transfected with luciferase reporters along with expression vectors for mouse GR and constitutively active FOXO1. pRL-CMV (Promega, #E2261) Renilla was used for normalization. On the next day, cells were treated for 24 h with 1 µM dexamethasone.

Dual-Glo Luciferase Assay System was used according to the manufacturer’s protocol. Each experiment included 3 technical replicates. Experiments were performed as 3 independent biological replicates for WT reporters (n = 3) and 2 independent biological replicates for mutant reporters (n = 2), with WT included as an internal control in experiments containing mutants. Relative luciferase activity is represented as fold change compared to the WT luciferase reporters with control vector.

### RNA isolation, sequencing, and qPCR analyses

#### RNA isolation

50 mg of frozen liver tissue was homogenized in 1 mL of QIAZOL reagent (QIAGEN, #79306) using Mixer Mill and stainless beads. Total RNA extraction was carried out following the manufacturer’s instructions (QIAGEN, #79306), with isolated RNA being further treated with DNase (Invitrogen, #AM1906) to remove contaminating DNA. Concentration and integrity were assessed using the Qubit RNA High Sensitivity Kit (Thermo Fisher, #Q32855) and the Agilent RNA 6000 Nano Kit (Agilent Technologies, #5067-1511) on a 2100 Bioanalyzer (Agilent, #G2939BA).

#### Library preparation and sequencing

1 μg RNA from at least 3 biological replicates underwent poly(A) selection, fragmentation and reverse transcription using the Elute, Prime, Fragment Mix (Illumina, #15026782). End repair, A-tailing, adaptor ligation and library enrichment were performed as described in Illumina Stranded mRNA Prep (Illumina) and TruSeq RNA Library Prep (Illumina) guides. The quality and quantity of RNA libraries were assessed using the 2100 BioAnalyzer and the Quant-iT PicoGreen dsDNA Assay Kit (Life Technologies, # P7589). Sequencing was performed as 100 bp paired-end runs on both an Illumina NovaSeq6000 platform and HiSeq 2500. On average, approximately 3.5 Gb of sequence data were generated per sample.

#### Quantitative real-time PCR

The reverse transcription was initiated from 1 µg of mRNA following the manufacturer’s instructions provided in the QuantiTect reverse transcription kit (QIAGEN, #205311). The qPCR analysis was performed using the Viia 6/7 Real-time PCR system with the Power SYBR Green PCR Master Mix (Life Technologies, #4367659). Detailed information regarding the primer sequences is available in Supplementary Table 1. To ensure precise analysis, the expression levels were normalized using the housekeeping gene *Rplp0*.

### Single-nucleus analyses

#### Nuclei isolation

Nuclei were isolated as described^50,51^. Small pieces of frozen liver (roughly 30 mm3) from 2 biological replicates were minced in 1 mL of homogenization buffer (HB) (250 mM sucrose, 25 mM KCl, 5 mM MgCl2, 10 mM Tris buffer, 1 μM DTT), supplemented with 1 × protease inhibitors Complete (Sigma Aldrich, #11873580001), 0.4 U/μl RNaseIn (Takara Bio, #2313B), 0.2 U/μl SUPERase-IN (Thermo Fisher Scientific; #AM2694), 0.1% Triton X-100 (v/v) and 10 μg/ml Hoechst (Thermo Fisher Scientific; #33342) in RNase-free water. Homogenization was performed by using a pre-chilled 2 mL Dounce homogenizer (Lab Logistics, #9651632) with ice cold HB to a final volume of 2 mL. The liver homogenate was passed through a 50 μm sterile filter (CellTrics, Sysmex, #04-004-2327) into pre-chilled 1.5 mL tubes and centrifuged at 1000 g for 8 min at 4 °C. Following centrifugation, the supernatant was aspirated, and the nuclei pellet was resuspended in 250 μl of cold HB. For obtaining high quality of single nuclei, a 2-layer (29% and 25%) density gradient centrifugation clean-up step was performed using Iodixanol gradient solution (Sigma Aldrich, Optiprep, #D1556) at 12,000 g for 20 min at 4 °C. The clean nuclei pellet was washed once with 1 mL of PBS + 2% BSA + Protector RNAse inhibitor (Sigma Aldrich, #3335402001) before proceeding directly to nuclei permeabilization (Step 1.2 _ 10x Genomics protocol CG000375 • Rev C). The nuclei suspension quality was evaluated under a microscope, using trypan blue and directly continuing to the single cell Multiome protocol according with the kit provider (10X Genomics _. User Guide CG000338 Rev F).

#### Single-nuclei RNA-seq and ATAC-seq library preparation

The single-nuclei libraries were constructed by following the 10x Genomics Chromium Next GEM Single Cell Multiome ATAC + Gene Expression user guide (CG000338 Rev F). In brief, the nuclei suspensions were incubated with the kit transposase, which fragmented the DNA in the open regions of the chromatin and added the adapter sequences. The transposed nuclei suspension was loaded onto the Chip J (PN-1000234, 10x Genomics) with partitioning oil and barcoded single-cell gel beads. All samples were loaded with nuclei recovery aim of 5000. The final products were ATAC and gene expression libraries prepared separately. The quality and traces of the libraries were controlled using the Agilent High Sensitive DNA Kit (#5067-4626) with a Bioanalyzer 2100 (Agilent Technologies). Each sample libraries concentrations were accurately determined by qPCR before pooling for sequencing, using the Collibri Library Quantification kit (ThermoFisher Scientific, #A38524500) on a QuantStudio 6 (ThermoFisher Scientific). Samples were sequenced in a NovaSeq 6000 using S1 100 flow cells (Illumina, Inc.).

### Chromatin immunoprecipitation (ChIP) and sequencing

ChIP was performed in 2 biological replicates as previously described^48^ and the following antibodies were used: rabbit anti GR (ProteinTech, #24050-1-AP), rabbit anti Foxo1 (ProteinTech, 18592-1-AP) and rabbit anti Foxo1 (Abcam, ab39670).

#### Library preparation and sequencing

ChIP libraries were prepared with the KAPA Hyperprep Kit (Kapa Biosystems, KK8504) as previously described^10,52^. Illumina compatible adapters were synthesized by IDT (Integrated DNA Technologies). Adapter-ligated libraries were size-selected (360-610 bp) in a Pippin Gel station (Sage Science) using 2% dye free gels (Sage Science). Library concentrations were estimated by RT-PCR with the KAPA Library Quantification Kit (Kapa Biosystems). Quality of the libraries was evaluated with the Agilent High Sensitivity DNA Kit in a 2100 Bioanalyzer (Agilent). Sequencing was performed as 100 bp paired-end runs on Illumina NovaSeq6000 platform. On average, approximately 3.5 Gb of sequence data were generated per sample.

### Chromatin immunoprecipitation (ChIP) and mass-spectrometry

ChIP was performed as previously described^52^ using four biological replicates in control and caloric restricted livers, using 6 µg of rabbit anti GR (ProteinTech, #24050-1-AP) or rabbit anti IgG (Cell Signaling, #2729) antibodies. Beads conjugated to the immunoprecipitate were submitted to the Proteomics Research Infrastructure (PRI) at the University of Copenhagen for mass spectrometry-based proteomics and bioinformatic analyses. Washed beads were incubated for 30 min with elution buffer 1 (2 M Urea, 50 mM Tris-HCl pH 7.5, 2 mM DTT, 20 μg/mL trypsin) followed by a second elution for 5 min with elution buffer 2 (2 M Urea, 50 mM Tris-HCl pH 7.5, 10 mM Chloroacetamide). Both eluates were combined and further incubated at room temperature over-night. Tryptic peptide mixtures were acidified to 1% TFA and loaded on Evotips (Evosep). Peptides were separated on a 15 cm, 150 μM ID column packed with C18 beads (1.9 μm) (Pepsep) on an Evosep ONE HPLC applying the 30SPD method and injected via a CaptiveSpray source and 10 μm emitter into a timsTOF pro2 mass spectrometer (Bruker) operated in PASEF mode.

MS data were acquired over an m/z range of 100–1700 and a TIMS mobility range of 0.6–1.6 1/K₀. Ion mobility was calibrated using Agilent ESI-L Tuning Mix ions (m/z 622.0289, 922.0097, and 1221.9906). TIMS ramp and accumulation times were both set to 100 ms, with 10 PASEF ramps acquired per cycle, resulting in a total cycle time of 1.17 s. The MS/MS target intensity and intensity threshold were set to 20,000 and 2,500, respectively. Dynamic exclusion was applied for 0.4 min for precursors within 0.015 m/z and 0.015 V·cm⁻².

### Statistical analyses

Animal experiments were randomized into control (ctrl.) and caloric restriction (cal. res.) groups, and individual data points are visualized in box and whiskers plots.

Statistical analyses were performed using GraphPad Prism (version 10) and the *stats* and *WRS2* R packages (version 4.3.1). Prior to hypothesis testing, datasets were screened for outliers (ROUT method, Q = 10%), normality (Shapiro–Wilk test, p > 0.05), and homogeneity of variances (Brown–Forsythe test, p > 0.05) to determine the appropriate statistical approach.

Single-factor experimental designs: For experiments involving a single factor or when analyzing specific group comparisons, one-way ANOVA followed by Tukey’s post-hoc test was used when data met the assumptions of normality and equal variances. Welch’s ANOVA with Dunnett’s T3 post-hoc test was applied when variance homogeneity was violated. Kruskal–Wallis test followed by Dunn’s multiple comparisons test was used as a non-parametric alternative when normality was not satisfied.

Factorial experimental designs: For experiments involving two factors (e.g. genotype and diet), two-way ANOVA was used to simultaneously assess main effects and interactions. When normality and variance assumptions were met, standard two-way ANOVA was applied followed by Tukey’s for post-hoc test comparisons. When these assumptions were violated, a robust two-way ANOVA^53^ was used to assess main effects, followed by pairwise Wilcoxon tests with Benjamini-Hochberg correction for multiple comparisons. Post-hoc analyses were performed as follows: i) When significant interactions were detected: simple effects analysis or interaction contrasts using Tukey’s test; ii) When no significant interaction was found but main effects were significant: pairwise comparisons across relevant groups using Tukey’s test; iii) When neither interactions nor main effects were significant: no post-hoc comparisons were performed.

Pairwise comparisons: Student’s t-test or Mann-Whitney U test (when normality assumptions were violated) were used for direct pairwise comparisons between two groups.

Tests with p-values < 0.05 were deemed statistically significant and presented as: * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

### Bioinformatics

#### RNA-sequencing

The quality of the reads was checked in FastQC ver. 0.11.9^54^. Reads were aligned using Salmon ver. 1.8.0^55^. Afterwards, to visualize the output of FastQC, we used MultiQC ver. 1.12^56^. Count matrix was read in RStudio ver. 4.0.1. using tximport package 1.18.0^57^. Transformation of count matrix using variance stabilizing transformation (VST) and differential expression analysis were performed by DESeq2 package ver. 1.30^58^. Unsupervised hierarchical clustering and principal component analysis (PCA) of the normalized samples was used to evaluate distances among the different experimental groups. PCA calculation was done by using stat R package, while PCA plot was generated using ggplot2 and ggfortify R packages^59^. For the unsupervised hierarchical clustering, Pearson correlation coefficient was calculated and heatmaps were produced by applying similarities measure as a scale and complete linkage as a clustering method. Meanwhile, we drew ellipsoids in the PCA to enclose all replicates within the same group (time point + genotype). The ellipses were generated using geom_mark_ellipse and the Kachiyan algorithm, which estimates the enclosing ellipses^60^. Heatmap was produced using pheatmap R package. We used the VST-transformed count matrices to perform JTK cycle analysis for differential rhythmicity determination by using Metacycle package in R^61^. Rhythmicity was observed within a period of 24 h filtered by using an adjusted p-value < 0.05 and amplitude >0.1. Heatmap visualization of cycling genes was generated using pheatmap R package^62^. To visualize the temporal expression patterns of individual genes, a cosinor regression model was fitted to the data using GraphPad Prism (Version 10). Volcano plot was generated using ggplot2 and ggfortify R packages^59^. Outputs from Deseq2 and JTK cycle analyses are enclosed in Supplementary Data 1.

#### Single nuclei multiome

Data preprocessing and clustering: The sequences were aligned to the mm10 genome using the CellRanger ARC 2.0.2 software from 10X Genomics with the –include introns flag. The output was loaded into R version 4.3.2^63^. Afterwards, we used Seurat version 5.1.0^64–67^ and Signac version 1.13.0^68^ to analyze the samples. For quality control, we implemented threshold for RNA modality: nCount RNA > 500-1000 and <15,000-50,000, nFeature RNA > 500-700 and <4000-7500, percentage of mitochondria <1.5-20%; while for the ATAC modality: nCount ATAC > 150-500 and <15,000-42,000, nFeature ATAC > 60-250 and <6000-16,000, nucleosome signal > 0.1-0.25 and <0.75-1.0, and TSS enrichment > 2-3 and <10-12. The cut-offs were made based on the violin plot profile of each parameter per sample.

For the peaks used in further analysis, they are called using MACS2 version 2.2.6^69^. Then the samples are merged, and RNA modality was normalized and scaled using SCTransform V2. Afterwards, the ATAC modality was integrated with the canonical correlation analysis (CCA) method or Harmony^70^. Clustering was performed with K-nearest neighbor and Louvain clustering method, with resolution=0.8. Samples are annotated with manual annotation on the RNA modality, with marker genes adapted from Richter et al.^71^. The variation in the number of cells profiled per donor was attributed in part to sample viability, technical differences in cell capture rates in each single-cell RNA-sequencing (scRNA-seq) run, and sequencing depth. Next, the ATAC modality was normalized and scaled using the term frequency-inverse document frequency (TF-IDF) method, followed by feature selection and dimension reduction by singular value decomposition (SVD)^72^. Then, the ATAC modality was integrated with the CCA method. Lastly, both modalities were integrated using weighted nearest neighbor (WNN) method from Seurat. Cells were assigned to cell cycle phases (G1, S, G2M) with cyclone function from Scran package^73^. Visualization of gene expression was performed on normalized RNA count of the dataset.

For differential analysis the dataset was subset into hepatocytes only. Prior to differential analysis, RNA modality of the data was normalized by regression out mitochondrial genes percentage and sequencing depth to account for batch effect. Differential expression analysis was performed with ‘MAST’ parameter in Seurat^74^. Meanwhile, differential accessible region (DAR) analysis for ATAC modality was performed with ‘LR’ parameter in Signac. We use the parameter min.pct = 0.05. For both analyses, genes and peaks are considered significant when p-adjusted < 0.05. Outputs from MAST and DAR analyses are included in Supplementary Data 2.

#### ChIP-sequencing

The quality of the reads was checked in FastQC ver. 0.11.9. Reads were aligned using BWA ver. 0.7.17 to mouse genome mm10, using the MEM algorithm^75^. Afterwards, the BAM files were sorted and indexed using Picard ver. 2.27.1^76^. Duplicates and multimappers were removed using Picard and Bamtools ver. 2.5.2^77^, with the parameter of mapQuality >28. Filtered BAM files were scored for flagstat using Samtools ver. 1.15.1^75^. For the FOXO1 sample, we merged the filtered BAM files into one. Peaks were called using MACS2 ver. 2.2.7.1 with parameter q-value = 0.1 and peak called for paired-end dataset, except for merged FOXO1 sample which used cutoff q-value = 10^-569^. Peaks were filtered for blacklisted regions with bedtools 2.30.0^78^. Peak universe table with unique genomic locations from control, caloric restricted, and CORT groups were created for GR data sets by using bedtools Multiple Intersect in Galaxy ver. 2.30.0^78,79^. This table consists of a unified peak list with unique ranges across the genome and containing overlapping ctrl., cal. res., and CORT peak information, including the tag count for each biological replicate. We assumed as called peak in each group, if both replicates had a MACS2 peak and/or ranges with read count>50. The read count was generated by using featureCounts package, version 2.0.6^80^. Bigwig tracks were generated from filtered BAM file using ‘bamtobigwig’ command from Deeptools ver. 3.5.1^81^. We ran peak annotation in Homer ver. 4.11^82^. We used mm10 as the reference for assigning peak features to our dataset. For the FOXO1 dataset, we used the peaks called from the merged filtered BAM and overlapped it with our GR peak universe.

Heatmap and tag density plot was produced by using deeptools^81^. Two biological replicates from GR and FOXO1 were used to generate the respective merged bigWig files. The BED file included the GR unique, FOXO1 unique and GR and FOXO1 common binding sites^78^.

To generate scatter plots, read counts are generated from featureCounts package^80^ for all peaks in peak universe. Then, the read counts for each condition are plotted using ggplot2^59^. The ChIP-seq peak lists and overlaps are presented in Supplementary Data 3.

#### Motif analyses

Motif prediction analysis was performed using HOMER. Motif analysis with default background was performed by motif enrichment and discovery of the provided BED file with randomly selected sequence from HOMER that went through GC normalization and autonormalization before used for the analysis. For custom background analysis, we provided a custom BED file (e.g., CR-unique peaks as the background for CORT-unique peaks and vice versa) to the –bg parameter, which was also GC-normalized and auto-normalized. This allowed us to directly compare motif profiles between conditions^82^. For motif analysis from the ATAC modality, the top 500 peaks from differential analysis result were taken and saved as BED file.

#### ChIP-MS

Raw mass spectrometry data were analyzed with MaxQuant (v1.6.15.0). Peak lists were searched against mouse Uniprot FASTA databases (UP000000589_10090 Release 2023_05 consensus and additional sequences) combined with 262 common contaminants by the integrated Andromeda search engine. False discovery rate was set to 1 % for both peptides (minimum length of 7 amino acids) and proteins. “Match between runs” (MBR) was enabled with a Match time window of 0.7, and a Match ion mobility window of 0.05 min. Relative protein amounts were determined by the MaxLFQ algorithm with a minimum ratio count of two. All statistical analysis was performed using in-house developed python code, based on the automated analysis pipeline of the Clinical Knowledge Graph^83^. Protein entries referring to potential contaminants, proteins identified by matches to the decoy reverse database, and proteins identified only by modified sites, were removed. LFQ intensity values were normalized by log2 transformation and proteins with less than 70% of valid values in at least one group were filtered out. The remaining missing values were imputed using the MinProb approach (random draws from a Gaussian distribution; width = 0.2 and downshift = 1.8)^84^. Differentially enriched proteins in each group comparison were identified by SAMR multiclass test with permutation-based FDR correction for multiple hypothesis (FDR < 0.01, s0 = 1, permutations = 250), followed by posthoc pairwise comparison unpaired t-tests using the same parameters and permutation-based FDR correction. The interactome was defined by significantly up-regulated proteins in the comparisons. Protein clusters were identified based on their enrichment patterns by comparing the log2 fold change (log2FC) between cal.res. and ctrl. conditions. Proteins showing an absolute log2FC difference of more than 20% were classified according to the positive (cal. res.) or negative (ctrl.) sign of this difference. Proteins with an absolute log2FC difference of less than 20% were considered to have equal enrichment in both conditions. Volcano plots were generated using the ggplot2 package in R^59^ while violin plots were created using GraphPad Prism. To generate the scatterplot with ggplot2 and heatmap with pheatmap, fold change (FC) values for non-enriched proteins were set to 0, and log2 of pseudo counts (log2(FC + 1)) were calculated to avoid undefined values. Pathway and gene ontology enrichment was done using Metascape and dot plots were generated by using ggplot2 in R. Refer to Supplementary Data 4 for GR-enriched proteins from ChIP-MS in both control and caloric restriction. Protein interaction networks were generated using the STRING database, with proteins from each cluster submitted independently. GR and FOXO1 were manually added to identify proteins linked to FOXO and STAT pathways. The process included isolating primary and secondary interactions with GR and the contributors of the aforementioned pathways^85^.

#### Functional annotation

Pathway enrichment and gene ontology annotation were performed by using the gProfiler and Metascape websites, respectively^86,87^.

### Ethical approval

All mouse experiments were performed according to the rules and guidelines established by the Institutional Animal Committee at Helmholtz Munich Center. Ethical approval was received from the local animal welfare authority (District government of upper Bavaria; ROB- 55.2-2532.Vet_02-19-43, ROB- 55.2-2532.Vet_02-19-80, and ROB- 55.2-2532.Vet_02-24-16). Wildtype (WT), GR^fl/fl^ and glucocorticoid receptor liver specific knockout (GR^LKO^, Alb-Cre x GR^fl/fl^) in C57BL/6 J background were generated as described^10,42,43^. Male C57BL/6 J mice were used, to eliminate sex as a confounder. Animals were housed in a controlled environment (12 h light/12 h dark daily cycle, 20-24 °C, and 45-65% humidity) and fed with chow diet (Altromin GmbH, #1314).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description Of Additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE248866 [GEO Accession viewer]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD070287. The processed results are included as Supplementary Data. Other data generated in this study are provided in the Supplementary Information/Source Data file. All data supporting the findings described in this manuscript are also available from the corresponding authors upon request. Source data are provided with this paper.

# Supplementary material for: Hepatic metabolic reprogramming in male mice during short-term caloric restriction involves enhanced glucocorticoid rhythms
**Source:** Nat Commun. 2025 Dec 11;16:11106. doi: 10.1038/s41467-025-67228-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Hepatic metabolic reprogramming in male mice during short-term caloric  
restriction involves enhanced glucocorticoid rhythms**

Makris et al.

Suppl. Fig. 1

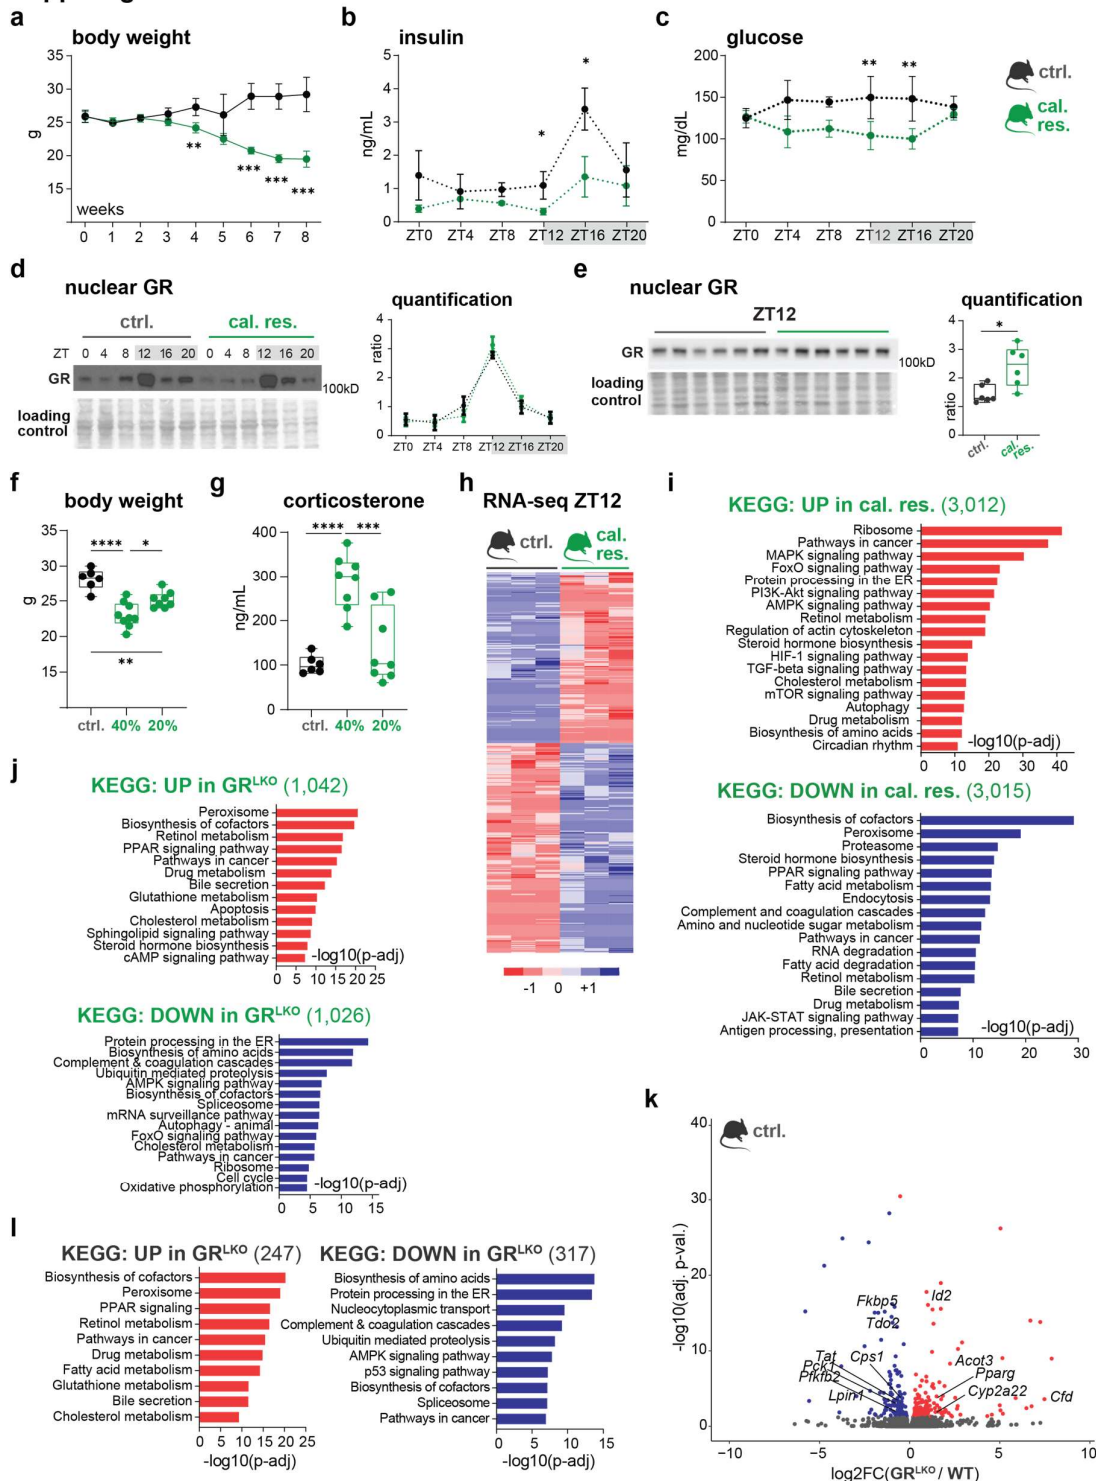

Supplementary Fig. 1, related to Fig. 1

**a**, Body weight trajectories of representative control-fed (ctrl.) and caloric restriction (cal. res.) mice (n=6). Mean  $\pm$  SD measured weekly for 8 weeks. Stats: repeated measures ANOVA with Šidák post-hoc correction. **b-c**, Circulating insulin (b; n=3), and glucose (c; n=4-8), in WT mice under ctrl. and cal. res. diet sampled every 4 h at the end of the feeding regimen. Group comparisons at ZT12 and ZT16 by unpaired t-test. **d**, Representative western blots and quantifications (immunoblot signal normalized to

the loading control) for nuclear GR in ctrl. and cal. res. wildtype livers collected every 4 hours (n=3). **e**, Independent replicate samples highlighting the ZT12 difference (n=6), two-tailed unpaired t-test. **f-g**, Body weight (f) and corticosterone levels (g) after 8 weeks of 40% or 20% cal. res. Mice fed *ad libitum* during the dark phase were used as controls (ctrl.) (n=6-8). Biological replicates were collected at ZT12 (6 p.m.). Box plots display median (central line), 25<sup>th</sup>-75<sup>th</sup> percentiles (box), and min-max whiskers, with individual points shown. Statistical significance was assessed by one-way ANOVA followed by post-hoc tests adjusted for multiple comparisons. **h**, Bulk RNA-seq heatmap (z-scores) displaying significantly up- and down-regulated transcripts in WT ctrl. and WT cal. res. Analysis was performed by DESeq2 (Wald test, B-H FDR). Genes with FDR <0.05 are shown (ZT12, n=3). **i**, KEGG pathway annotation for up- and down-regulated genes in WT under cal. res. vs. ctrl. **j**, KEGG pathway annotation for up- and down-regulated genes in hepatocyte-specific GR knockouts, GR<sup>LKO</sup> vs. WT under caloric restriction. **k**, Volcano plot of transcripts differentially regulated in GR<sup>LKO</sup> compared to WT under ctrl. diet (DESeq2; Wald test, B-H FDR). Genes with p-adj <0.05 are highlighted (n=3-4). Red indicates up-regulated, and blue indicates down-regulated genes. **l**, KEGG pathway annotation for up- and down-regulated genes in GR<sup>LKO</sup> vs. WT under ctrl. diet. g:Profiler (Gene Ontology Statistics) enrichment; p-values adjusted by B-H FDR. Source data and exact n per condition are provided in the Source Data file. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, and \*\*\*\*p<0.0001.

Suppl. Fig. 2

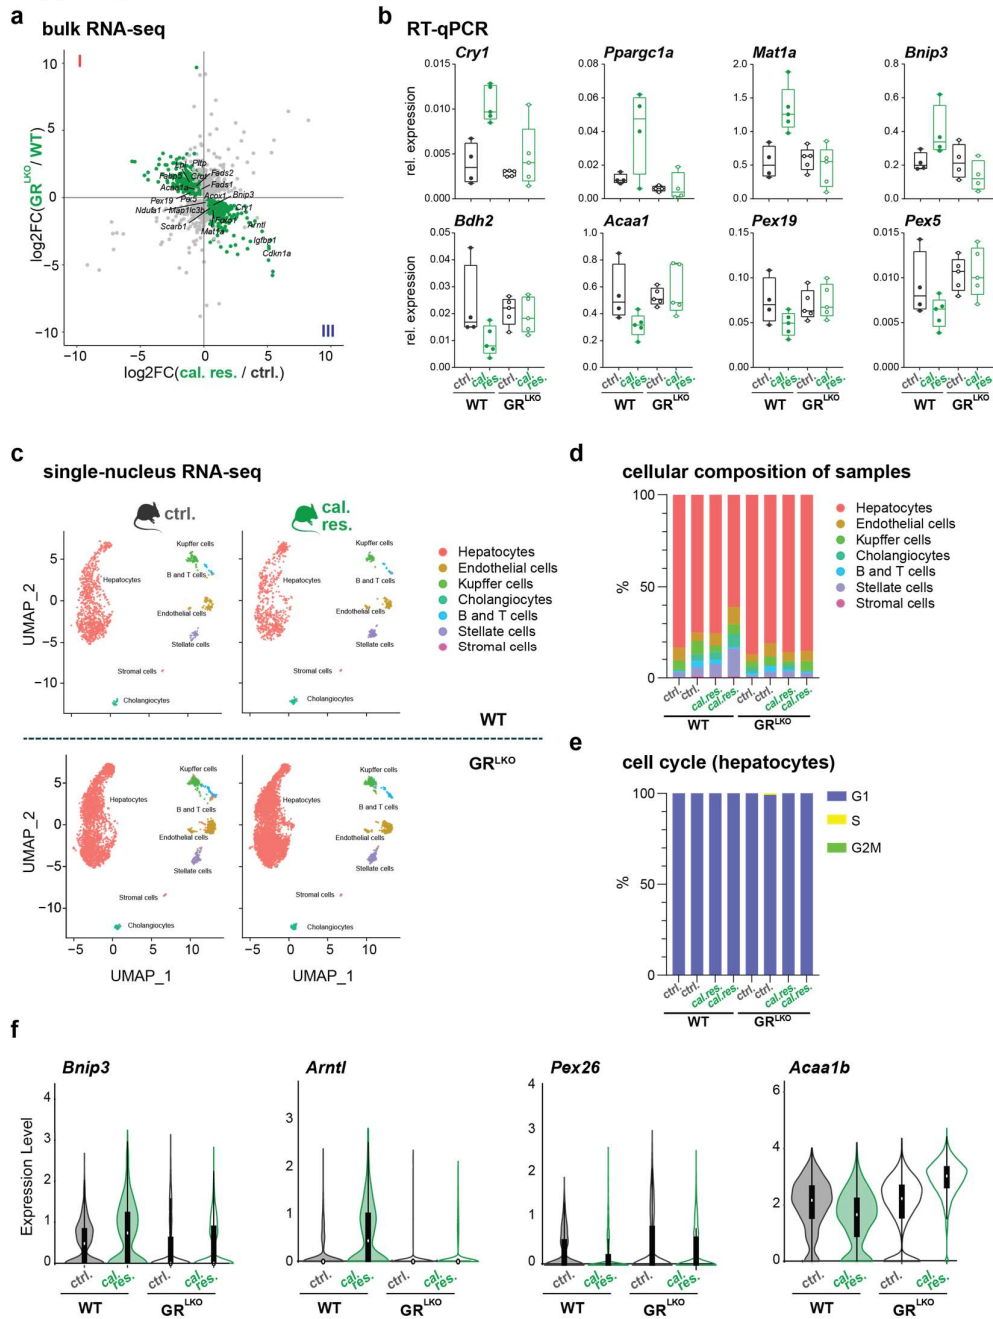

Supplementary Fig. 2, related to Fig. 1

**a**, Quadrant plot comparing fold changes in gene expression between ‘WT cal. res. vs WT ctrl.’ and ‘GR<sup>LKO</sup> cal. res. vs WT cal. res.’. Transcripts regulated in opposite directions in the absence of GR are shown in green (quadrant I: Down in cal. res. but Up in GR<sup>LKO</sup>; quadrant III: Up in cal. res. but Down in GR<sup>LKO</sup>). **b**, RT-qPCR analysis of representative down- and up-regulated transcripts shown in Fig. 1d, for WT and GR<sup>LKO</sup> livers, on ctrl. and cal. res. (ZT12, n=4-5). mRNA expression was normalized to *Rplp0*. Box plots display median (central line), 25th-75th percentiles (box), and min-max whiskers, with individual points shown. **c**, Uniform manifold approximation and projection (UMAP) visualization of 11,627 nuclei (n=2/group, 8 samples in total) based on weighted nearest neighbor (WNN) of RNA and ATAC modalities for wildtype (WT) and hepatocyte-specific GR knockouts (GR<sup>LKO</sup>) mice under control

(ctrl.) and caloric restriction (cal. res.) feeding regimens. **d**, Bar plots showing percentage of cell type in individual samples from WT and GR<sup>LKO</sup> mice under ctrl. and cal. res. diets. **e**, Bar plots showing the cell cycle analysis in hepatocytes by Cyclone. **f**, Violin plots showing representative expression levels of GR-dependent genes on cal. res. from Fig. 1g. For all violin plots: median (center dot), 25th-75th percentiles (box), min-max whiskers were shown. Source data and exact n per condition are provided in the Source Data file. \*p<0.05, \*\* p<0.01, and \*\*\* p<0.001.

**a** bulk RNA-seq

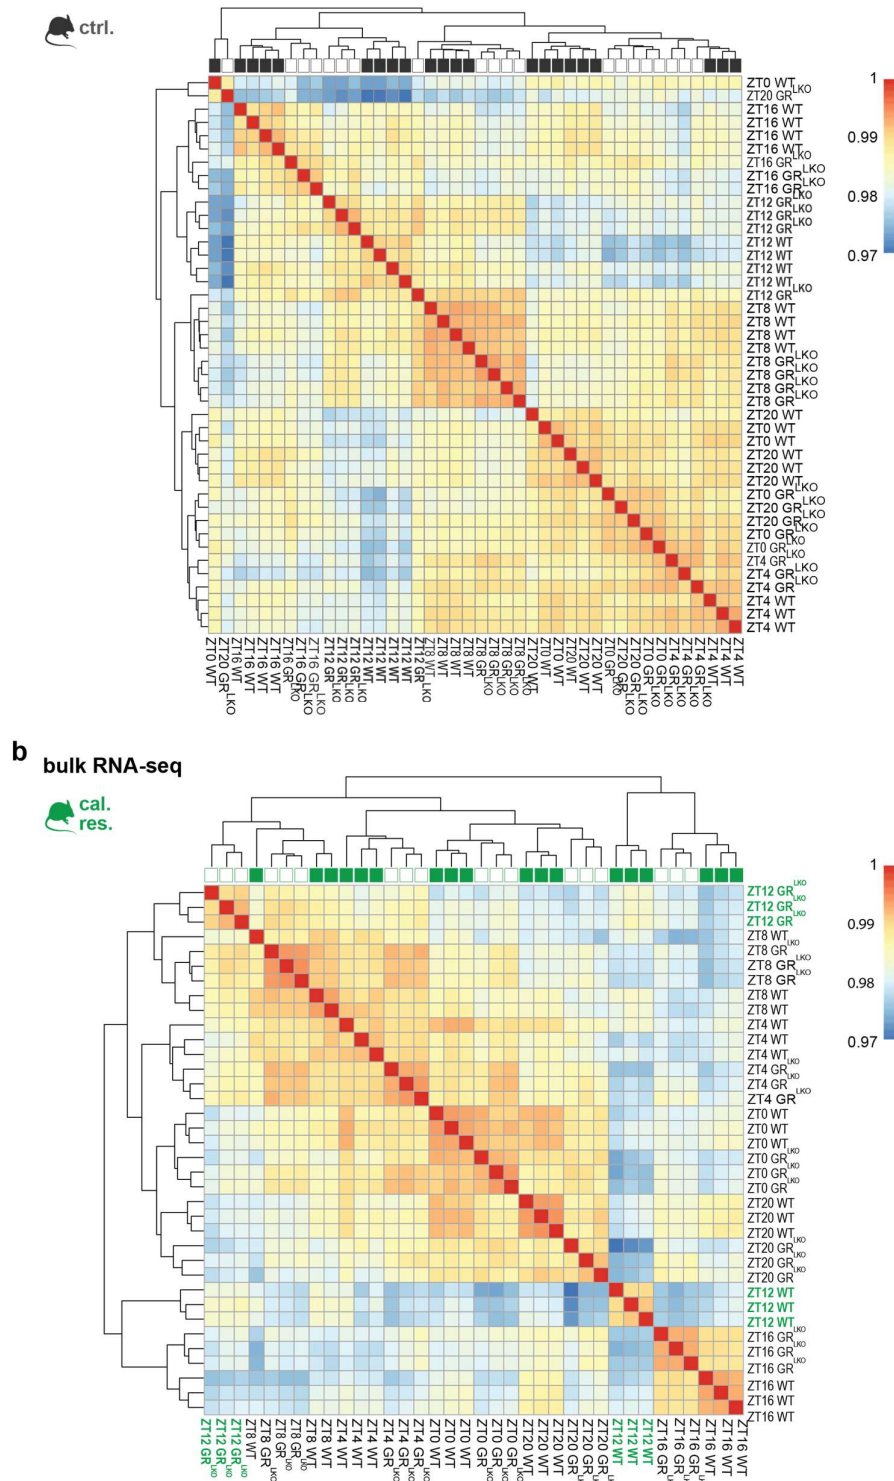

**Supplementary Fig. 3, related to Fig. 2**

**a-b**, Unsupervised hierarchical clustering of the normalized RNA-seq VST counts from wildtypes (WT) and hepatocyte-specific GR knockouts (GR<sup>LKO</sup>) mice after control (ctrl.) (**a**), and caloric restriction (cal. res.) diet (**b**). Samples were collected at six time points: ZT0, ZT4, ZT8, ZT12, ZT16, and ZT20 (n=3-4 per time point).

Suppl. Fig. 4

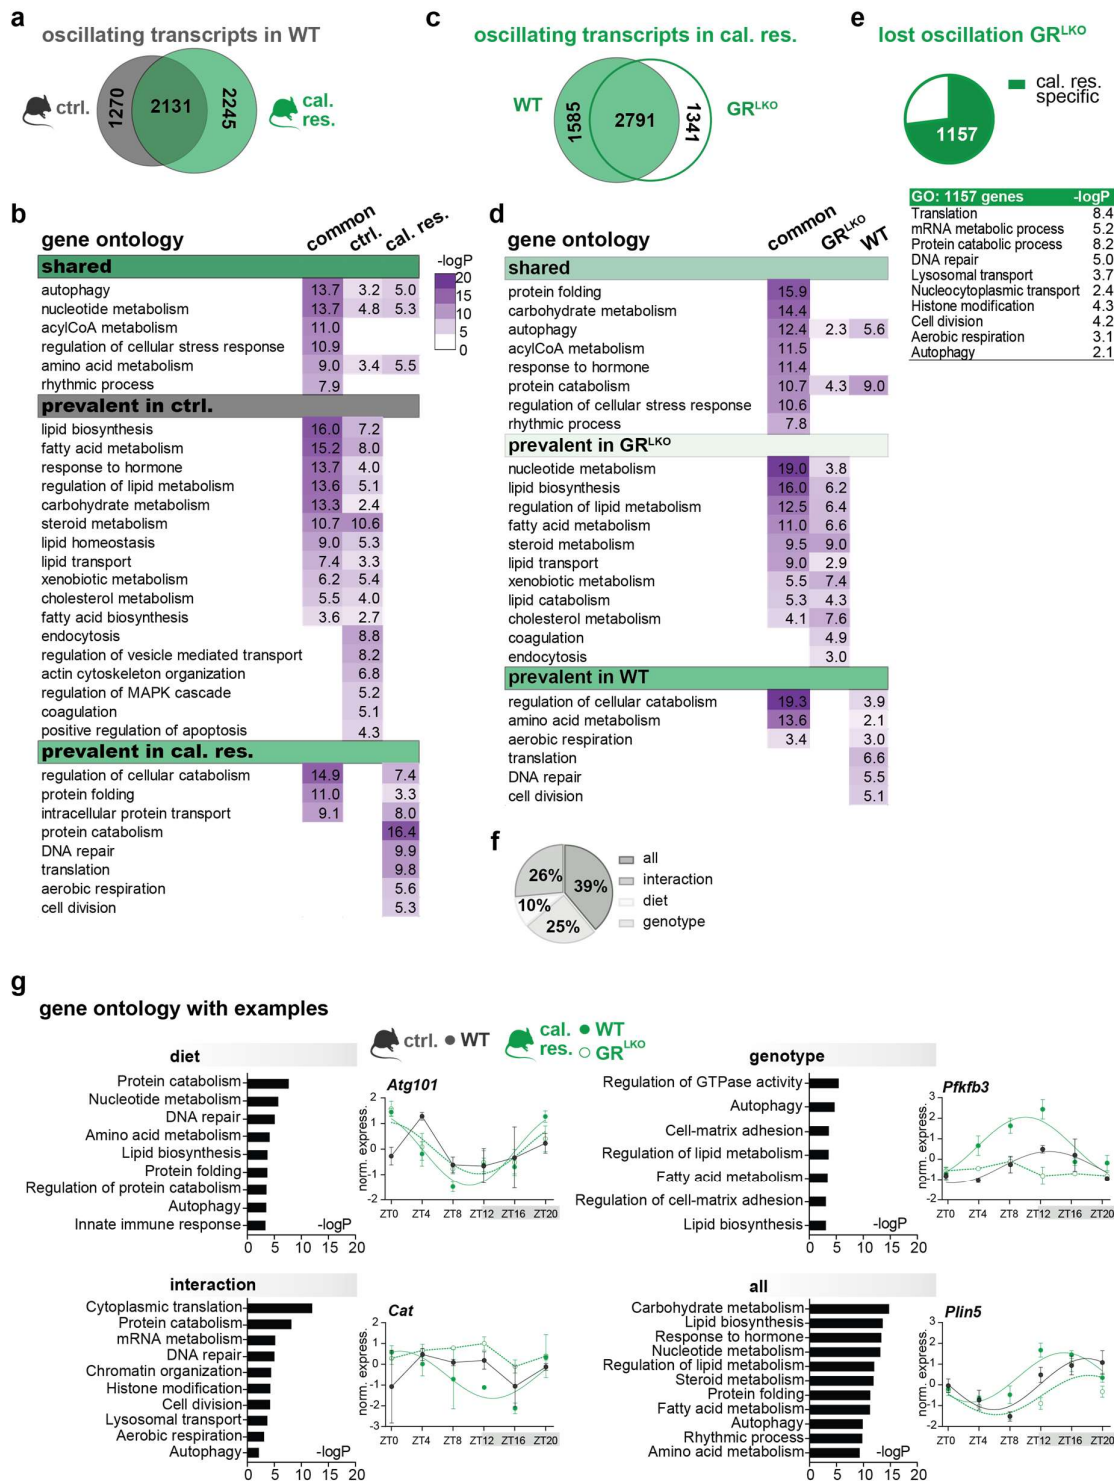

Supplementary Fig. 4, related to Fig. 2

**a**, Venn diagram showing the number of oscillating transcripts in wildtype (WT) mouse livers subjected to control (ctrl.) and caloric restriction (cal. res.) food regimen (n=3-4). **b**, Gene ontology comparison of common (2,131), cal. res.- specific (2,245), and ctrl.- specific (1,270) oscillating transcripts in WT livers (referring to Fig. 2c). **c**, Venn diagram showing the number of oscillating transcripts in wildtypes

(WT) and hepatocyte-specific GR knockouts (GR<sup>LKO</sup>) mice after caloric restriction (n=3). **d**, Gene ontology comparison of common (2,791), WT- specific (1,585), and GR<sup>LKO</sup>- specific (1,341) oscillating transcripts under caloric restriction. **e**, Top: Proportion of de novo oscillating genes under caloric restriction that lose oscillation in GR<sup>LKO</sup> (GR-dependent cal. res. rhythmicity); Bottom: relative KEGG functional annotation. **f**, Percentages of genes mapping to the four models shown in Fig. 2. **g**, Functional annotation and example genes for the four groups shown in Fig. 2. Expression levels (Z-score normalized read counts) of representative examples for each of the four clusters. Data points represent mean  $\pm$  SEM (n=3). For transcripts classified as non-rhythmic, data points were connected by simple line plots. For rhythmic ones, a cosinor regression model was applied to visualize oscillatory patterns. Metascape over-representation (hypergeometric) with B-H FDR correction for multiple comparisons was performed for gene ontology. Source data are provided as a Source Data file.

## Suppl. Fig. 5

### a core clock gene expression by RNAseq

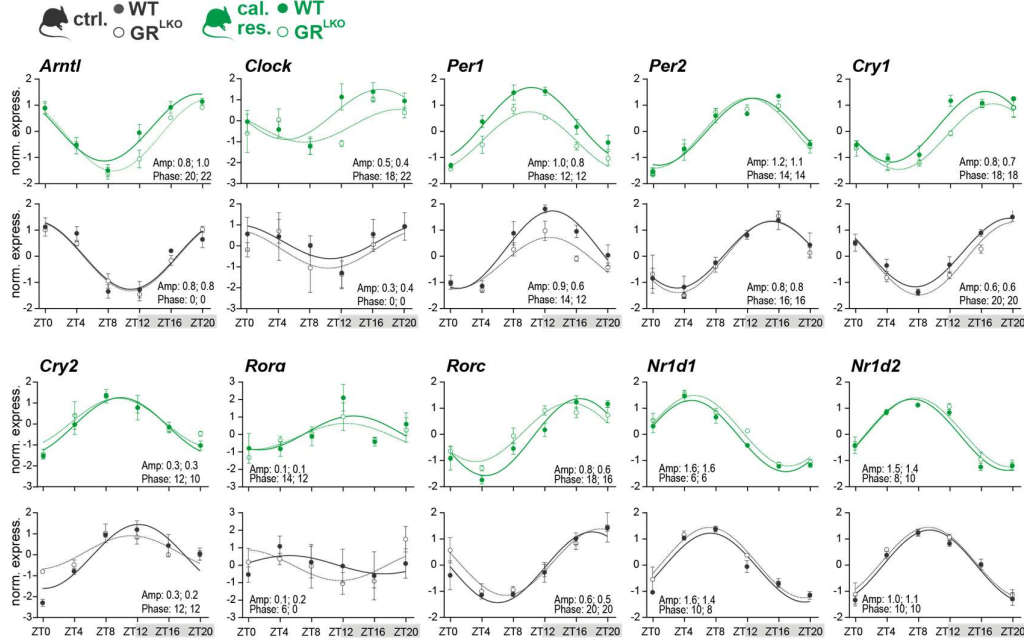

### b phase shift in cal. res. compared to ctrl. (WT)

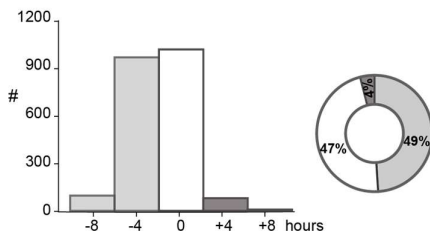

### c phase shift in GR<sup>LKO</sup> compared to WT (cal. res.)

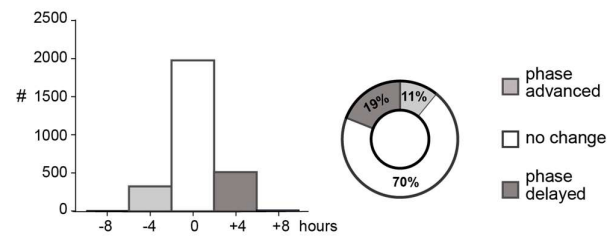

## Supplementary Fig. 5, related to Fig. 2

**a**, Expression levels (z-score normalized read counts) of the core clock genes in livers of wildtypes (WT) and hepatocyte-specific GR knockouts (GR<sup>LKO</sup>) mice subjected to either caloric restriction (cal. res.) or control (ctrl.) diets. The points show the mean  $\pm$  SEM (n=3), lines represent cosinor regression fit. Transcript amplitude and phase are noted for each biological group (calculated by JTK\_cycle). **b-c**, Histograms and ring charts showing phase shifts, in cal. res. compared to ctrl. -fed mice (**b**), and in GR<sup>LKO</sup> compared to WT after cal. res. (**c**). Time is binned in 4-hour windows. Source data are provided as a Source Data file.

# Suppl. Fig. 6

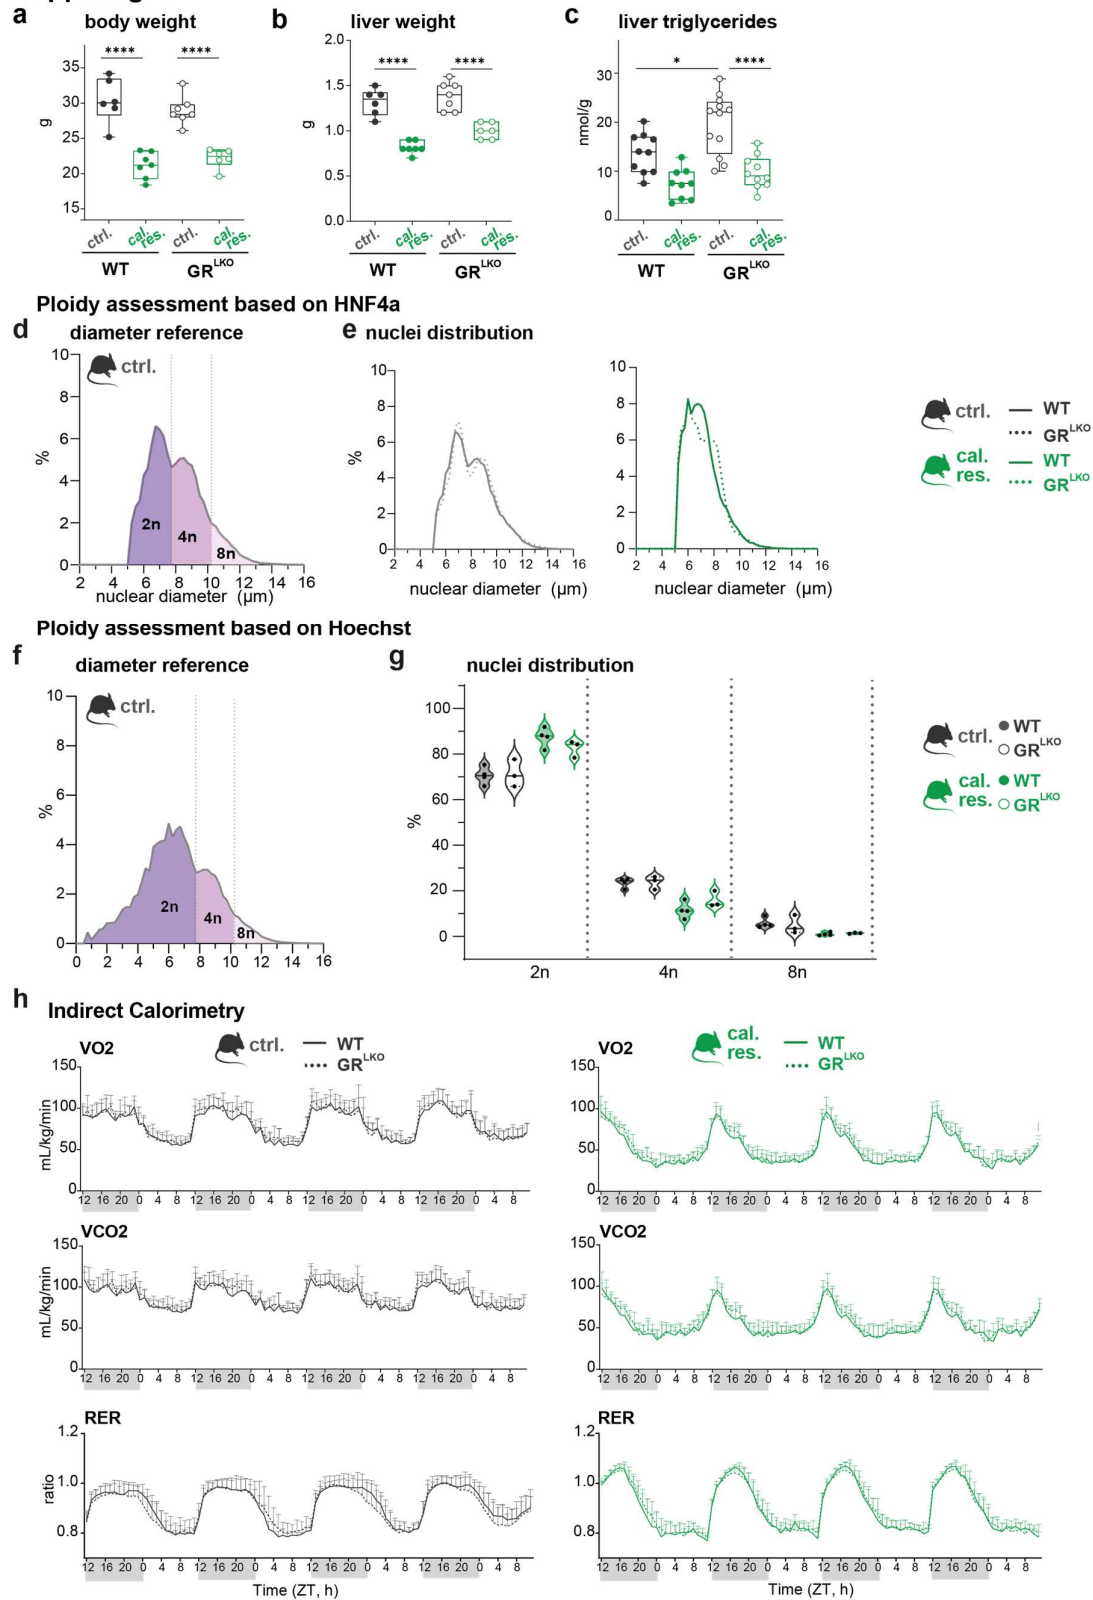

## Supplementary Fig. 6, related to Fig. 3

a-c, Whole body weights (n=6-7) (a), liver weights (n=6-7) (b), hepatic triglycerides (n=10-13) (c) in wildtypes (WT) and hepatocyte-specific GR knockouts (GR<sup>LKO</sup>) mice subjected to control (ctrl.) and

caloric restriction (cal. res.) diet (ZT12). Box plots display median (central line), 25th-75th percentiles (box), and min-max whiskers, with individual points shown. Statistical significance was assessed by two-way ANOVA for multiple comparisons. Asterisks indicate post-hoc multiple comparisons adjusted for multiple testing. **d**, Histogram showing hepatocyte frequency across nuclear diameters based on HNF4 $\alpha$ -positive nuclei in ctrl. WT livers, revealing distinct peaks corresponding to diploid (2n), tetraploid (4n), and octaploid (8n) populations. Vertical dashed lines indicate diameter thresholds (7.75  $\mu$ m and 10.25  $\mu$ m) used to classify nuclei into ploidy categories. **e**, Histograms showing nuclear diameter distribution of hepatocyte nuclei (HNF4 $\alpha$ -positive) comparing WT (solid lines) and GR<sup>LKO</sup> (dotted lines) mice under ctrl. (gray) and cal. res. (green) conditions. **f**, Histogram showing nuclear diameter distribution of all Hoechst-positive nuclei in ctrl. WT livers. The bimodal distribution reflects the mixed population of predominantly diploid non-parenchymal cells and polyploid hepatocytes. The same diameter thresholds from panel d (7.75  $\mu$ m and 10.25  $\mu$ m, vertical dashed lines) were applied for ploidy classification. **g**, Violin plots showing whole-liver ploidy distribution across ploidy categories (2n, 4n, 8n) as percentage of total nuclei, comparing WT (filled symbols) and GR<sup>LKO</sup> (open symbols) mice under ctrl. (gray) and cal. res. (green) conditions. Horizontal lines indicate median and interquartile range. For d-g, n=3-4 mice per group. **h**, Indirect calorimetry measures (96 h) of VO<sub>2</sub>, VCO<sub>2</sub>, RER means during the light and dark phase are shown. WT and GR<sup>LKO</sup> mice were subjected to control (right) and caloric restriction (left) feeding regimen. Each line represents the mean of each respective group (n=7-8/group) measured every 15 min. Source data are provided as a Source Data file. \*p<0.05 and \*\*\*\*p<0.0001.

Suppl. Fig. 7

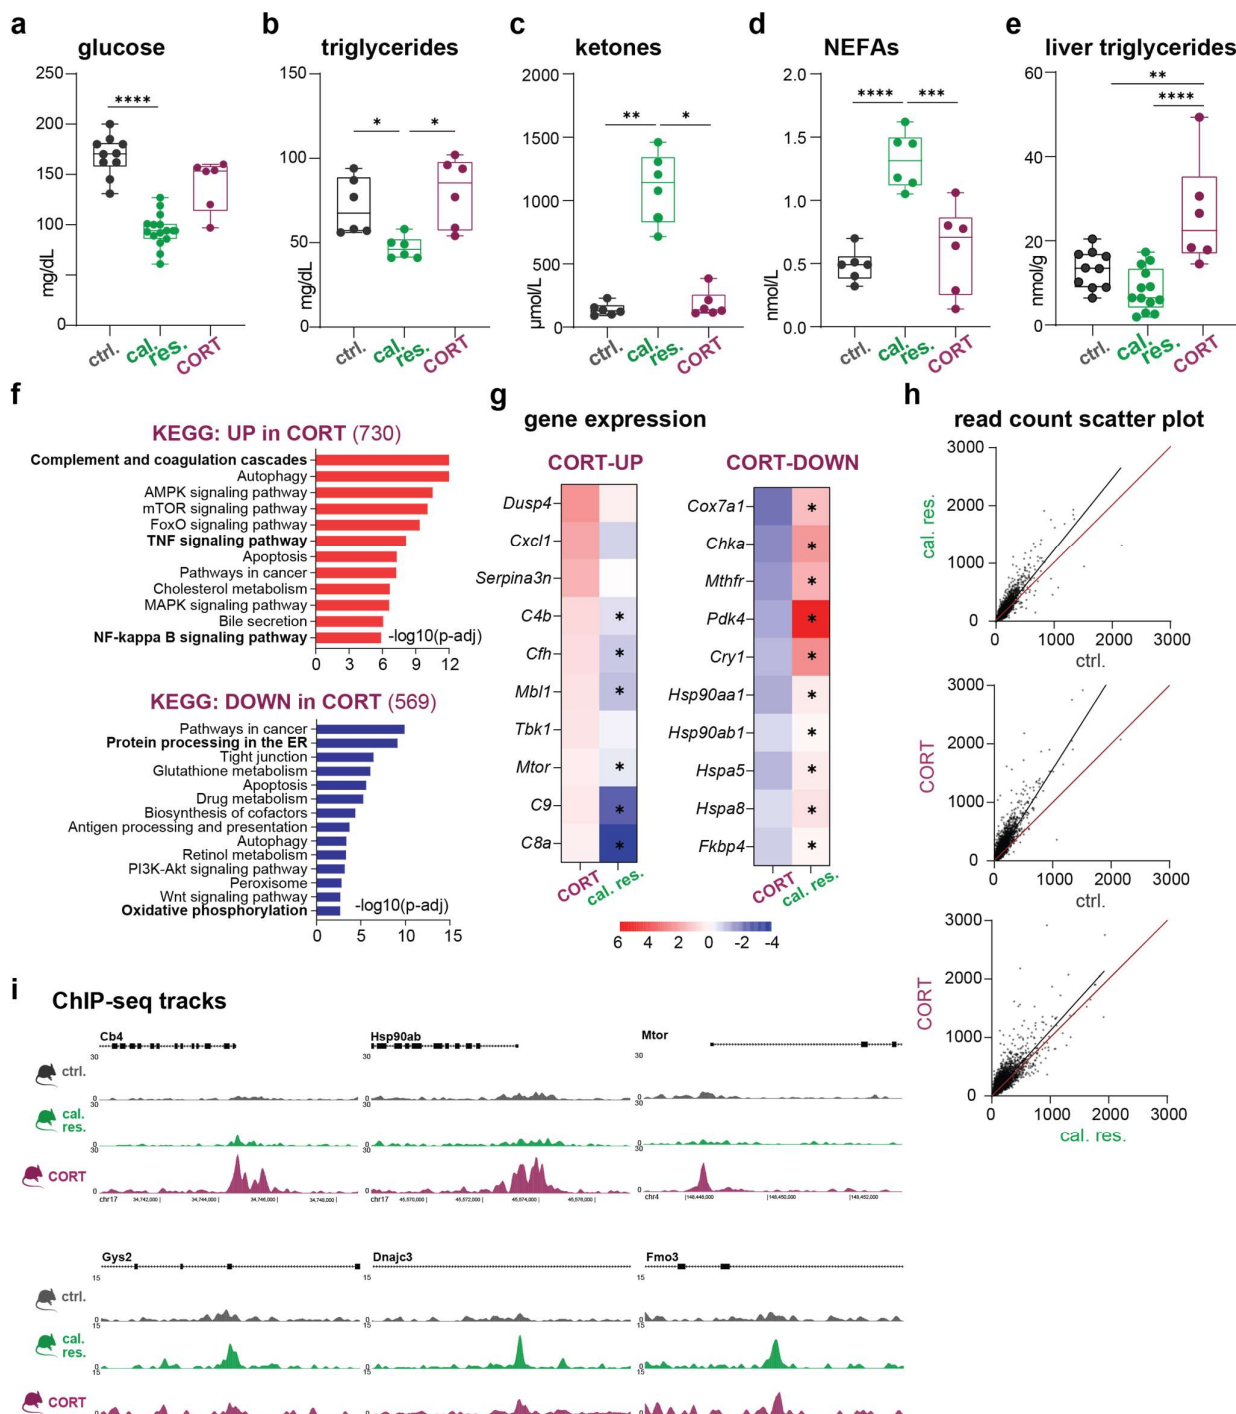

Supplementary Fig. 7, related to Fig. 4

**a-e**, Serum glucose (n=6-15) (**a**), triglycerides (n=6) (**b**), ketone bodies (n=6) (**c**), non-esterified fatty acids (NEFAs) (n=6) (**d**), liver triglycerides (n=6-13) (**e**), measured in wildtype mice subjected to either caloric restriction (cal. res.), control (ctrl.) diet, or control diet plus corticosterone treatment (CORT). Box plots display median (central line), 25<sup>th</sup>-75<sup>th</sup> percentiles (box), and min-max whiskers, with individual points shown. Statistical significance was calculated by one-way ANOVA or non-parametric alternatives. Asterisks indicate post-hoc multiple comparisons adjusted for multiple testing. **f**, KEGG

pathway annotation for up- and down-regulated genes in CORT-treated vs. ctrl. mice. **g**:Profiler (Gene Ontology Statistics) enrichment; p-values adjusted by B-H FDR. **g**, Heatmap showing fold changes in gene expression between 'CORT-treated vs ctrl.' mice and 'cal. res. vs ctrl.' mice (Log2FoldChange) of representative transcripts regulated in opposite directions between CORT-treatment and caloric restriction. Asterisks mark genes significantly deregulated in our caloric restriction data set (Suppl. Fig. 1h). **h**, Read count scatter plots comparing read counts (from ChIP-seq) between experimental conditions. Each dot represents a genomic region belonging to the GR ChIP-seq peak universe. Red diagonal line represents the identity line ( $x=y$ ); black line indicates the fitted linear regression line. **i**, GR occupancy at representative loci showing increased binding upon CORT treatment (top) or caloric restriction (bottom) as determined by ChIP-seq analysis in mouse livers (normalized tag counts for one representative sample shown). Exact n per conditions are specified in the Source Data file. \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ , and \*\*\*\* $p<0.0001$ .

Suppl. Fig. 8

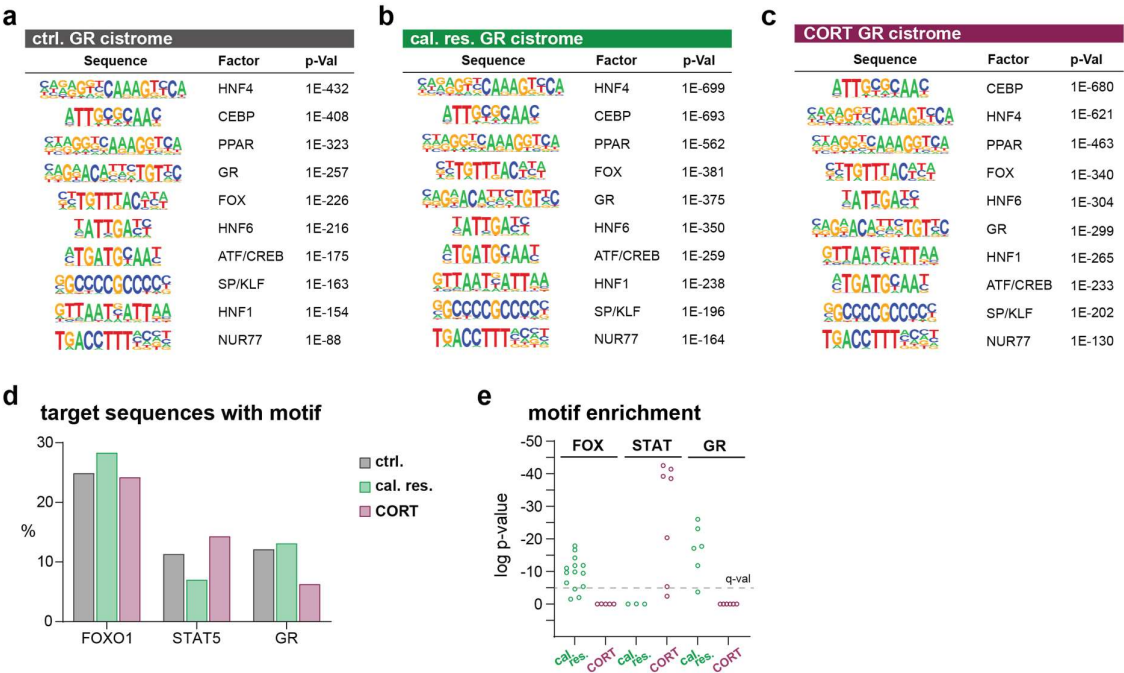

Supplementary Fig. 8, related to Fig. 4

**a-c**, Top 10 motifs enriched in GR cistromes under control (ctrl.) diet, caloric restriction (cal. res.) diet, and corticosterone (CORT) treatment. HOMER known motif enrichment (binomial test) against default background; raw p-values shown. **d**, Percentage of sequences featuring FoxO1 and STAT5 motifs in control (ctrl.), cal. res.-specific, and CORT-specific peaks. **e**, Log-transformed p-value distributions, calculated using reciprocal background analysis for cal. res.- and CORT-specific peaks, are shown. The plotted data represents motif clusters belonging to the Fox, STAT, and GR transcription factor families. Source data are provided as a Source Data file.

Suppl. Fig. 9

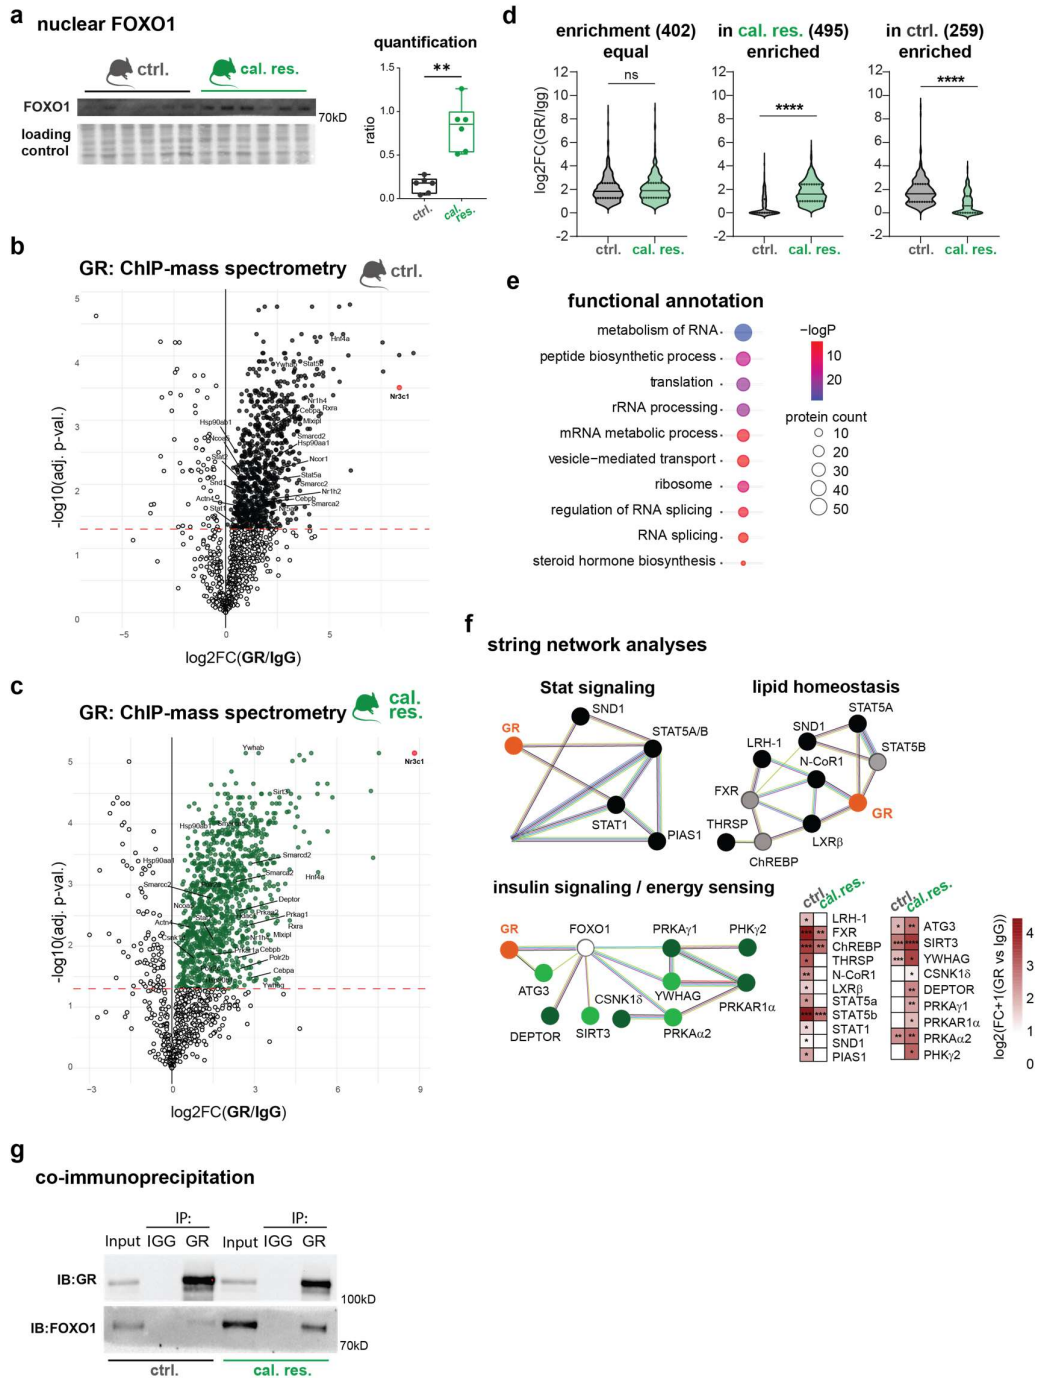

Supplementary Fig. 9, related to Fig. 5

**a**, Western blot and quantification (immunoblot signal normalized to the loading control) for nuclear FOXO1 in ctrl. and cal. res. wildtype livers collected at ZT12 (n=6). Box plot display median (central line), 25<sup>th</sup>-75<sup>th</sup> percentiles (box), and min-max whiskers, with individual points shown. Unpaired t-test was used to compare the two groups. **b**, Volcano plot depicting proteins significantly enriched in the GR interactome under control (ctrl.) diet compared to IgG (n=4, p < 0.05, FDR=0.05). Significant proteins are shown with black fill, while non-significant proteins are outlined in black. **c**, Volcano plot depicting proteins significantly enriched in the GR interactome under caloric restriction (cal. res.) diet compared to IgG (n=4, p < 0.05, FDR=0.05). Significant proteins are shown with green fill, while non-significant proteins are outlined in black. **d**, Violin plots (median, interquartile range) showing three different

clusters of proteins identified in the interactome based on their enrichment levels. Wilcoxon test was used to compare between the groups. **e**, Functional annotation (Metascape over-representation (hypergeometric) with B-H FDR correction for multiple comparisons) for proteins clustered with equal enrichment, shown in (d). **f**, STRING-generated protein interaction networks for proteins enriched in both ctrl. and cal. res. Heatmap representation of protein enrichment ( $\log_2(\text{FC}+1(\text{GR vs IgG}))$ ) for selected proteins contributing to the protein interaction networks. **g**, Second biological replicate of the immunoprecipitation experiment shown in Fig. 5e. Nuclear extracts were immunoprecipitated using either IgG (negative control) or GR antibody. Western blot analysis was performed with FOXO1 and GR antibodies (IB). Source data are provided as a Source Data file. \*\* $p < 0.01$  and \*\*\*\* $p < 0.0001$ .

Suppl. Fig.10

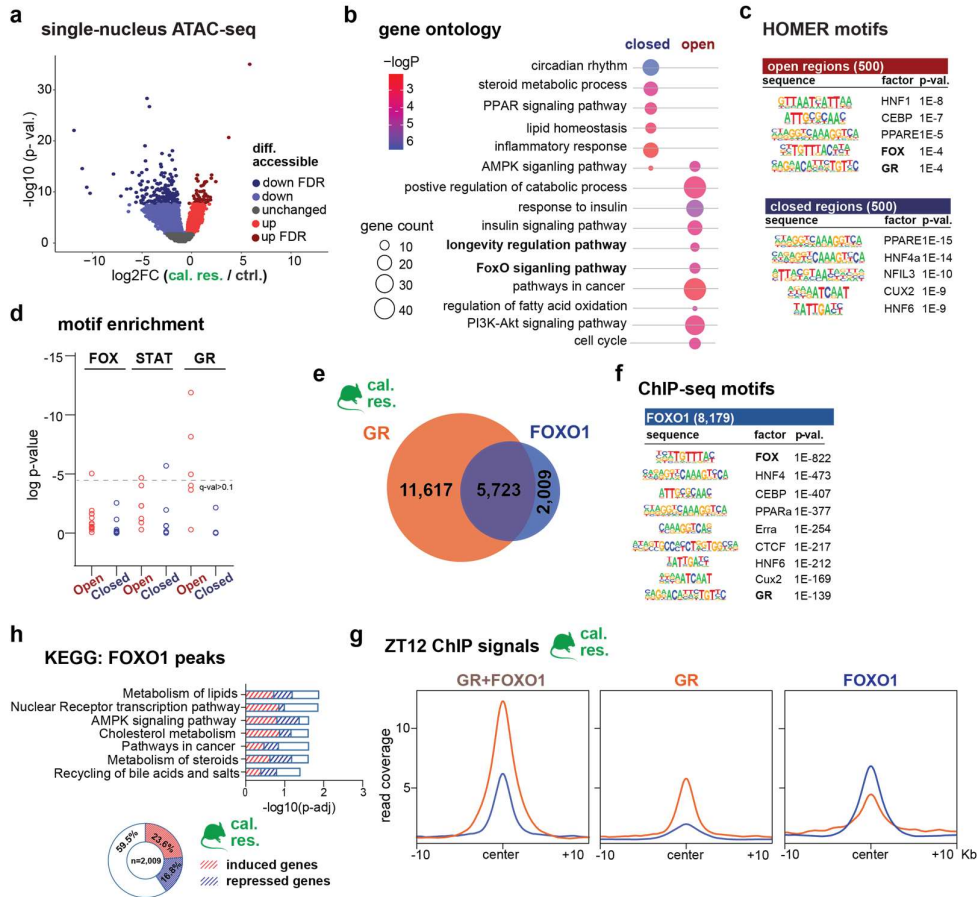

Supplementary Fig. 10, related to Fig. 6

**a**, Volcano plot of differentially accessible regions (DARs) in cal. res. hepatocytes, compared to control diet (ZT12). Shown in dark blue and red are regions with  $p\text{-adj} < 0.05$  for each  $\log_2\text{FC}$  directions, while lighter blue and red are regions with  $p\text{-adj} \geq 0.05$  and  $p\text{-value} < 0.05$ . Differential expression was assessed with Signac using a logistic regression framework.  $p$ -values were adjusted for multiple comparisons using Bonferroni correction. **b-c**, Gene ontology (b) and motifs (c) enrichment analysis for the top 500 accessible regions gained (open) or lost (closed) upon caloric restriction. Annotation was performed using Metascape over-representation (hypergeometric) with B-H FDR correction for multiple comparisons. **d**, Log-transformed  $p$ -value distributions, calculated using reciprocal background analysis for open and closed regions, are shown. The plotted data represents motif clusters belonging to the Fox, STAT, and GR transcription factor families. **e**, Venn diagram showing the number of overlapping ChIP peaks identified in the GR and FOXO1 cistromes in wildtype mouse livers subjected to caloric restriction (cal. res.). **f**, Top motifs enriched in the FOXO1 cistrome on cal. res., identified by HOMER. **g**, Sequencing tag density of ChIP-seq peaks for overlapping GR and FOXO1 binding sites, and for loci occupied by GR or FOXO1 only (based on the data shown in (e)). **h**, KEGG functional annotation of FOXO1-specific target genes with data integration of RNA-seq profiles (Suppl. Fig. 1h). **i**, Profiler (Gene Ontology Statistics) enrichment;  $p$ -values adjusted by B-H FDR. HOMER known motif enrichment (binomial test) against custom background; raw  $p$ -values shown. Source data are provided as a Source Data file.

**Supplementary Table 1: List of primers.**

Primers sequences used for cloning cis-regulatory regions into the luciferase reporter pGL4.23, for site-directed mutagenesis of predicted FoxO1 binding sites (Fig. 6f) and for mRNA expression analysis by qRT-PCR in mouse livers (Suppl. Fig.2b). In primer identifiers, 'm' represents murine, 'F' and 'R' indicates the forward and reverse primer, respectively.

|                                  | Identifier          | Sequence (5' to 3')           |
|----------------------------------|---------------------|-------------------------------|
| <b>Cloning into pGL4.23</b>      | KpnI-Bcl2l1 F       | TTTggtaccGTGTTATCTTTCTTCAGC   |
|                                  | XhoI-Bcl2l1 R       | TTTctcgagCCTGGAACCTGTTATATAG  |
|                                  | KpnI-Ppargc1a F     | TTTggtaccTCTCTTTGGTTGACTATCC  |
|                                  | XhoI-Ppargc1a R     | AAActcgagCATTA AAAAAGGGTCACTG |
|                                  | NheI-Cry1 F         | AAAgctagcCAAATGTGTCCTTGGTACTC |
|                                  | XhoI-Cry1 R         | AAActcgagACTTTGGCTGCTCTCTTAG  |
| <b>Site-directed mutagenesis</b> | Bcl2l1-mut F        | AAATACTGAGaattCAACATGGGTCCAGC |
|                                  | Bcl2l1-mut R        | GGCAACAGGGTGGATTTTC           |
|                                  | Ppargc1a-mut F      | ACTGGCGTAGaattCAAGCACTTCAAATA |
|                                  | Ppargc1a-mut R      | TACATATGTACCTTTTCCAATTG       |
|                                  | Cry1-mut F          | AAATCCAGTGAattCTTCCTGC        |
|                                  | Cry1-mut R          | CACAAGATCATATTGCTAC           |
| <b>RT-qPCR</b>                   | m <i>Acaa1</i> F    | GTGGGCAATGTTCTTGAG            |
|                                  | m <i>Acaa1</i> R    | TGTTGACCGTAGACAAAGG           |
|                                  | m <i>Bdh2</i> F     | TCAGTTTGCCTCAGAAATCGAT        |
|                                  | m <i>Bdh2</i> R     | GCCACAGAGGACATGTTGATAA        |
|                                  | m <i>Bnip3</i> F    | CATGAATCTGGACGAAGTAG          |
|                                  | m <i>Bnip3</i> R    | AAGCTGTGGCTGTCTATTTTC         |
|                                  | m <i>Cry1</i> F     | ACGTCCCGAGCTGTAGCGGT          |
|                                  | m <i>Cry1</i> R     | CGCGGAGCTTCTCCCTTGCT          |
|                                  | m <i>Mat1a</i> F    | GCTCACCTCAAGCAAGACCC          |
|                                  | m <i>Mat1a</i> R    | CTTGGCAGAGTCGTCATAGC          |
|                                  | m <i>Pex19</i> F    | CCCGAGCAGTTTGAGAAG            |
|                                  | m <i>Pex19</i> R    | AGCGAGCCCTCTGAGTAG            |
|                                  | m <i>Pex5</i> F     | GGAGGTGTCTGGAATAAAGC          |
|                                  | m <i>Pex5</i> R     | CAGGGACTCATTGGTAAAGC          |
|                                  | m <i>Ppargc1a</i> F | CCCTGCCATTGTAAAGACC           |
|                                  | m <i>Ppargc1a</i> R | TGCTGCTGTTCTGTTTTTC           |
|                                  | m <i>Rplp0</i> F    | AGATTCGGGATATGCTGTTGGC        |
|                                  | m <i>Rplp0</i> R    | TCGGGTCCTAGACCAGTGTTTC        |

# Supplementary material for: Hepatic metabolic reprogramming in male mice during short-term caloric restriction involves enhanced glucocorticoid rhythms
**Source:** Nat Commun. 2025 Dec 11;16:11106. doi: 10.1038/s41467-025-67228-z
**Supplement:** Supplementary file 2 — Description Of Additional Supplementary File

### **Description of Additional supplementary files**

**Supplementary Data 1** (XLSX): List of differential transcripts from DESeq2 and JTK Cycle Analyses.

**Supplementary Data 2** (XLSX): Summary statistics of identified cell types from singlenucleus multiome dataset. In hepatocytes, includes the results of MAST-based differential gene expression and the Differentially Accessible Regions (DARs) analyses.

**Supplementary Data 3** (XLSX): GR, and FOXO1 annotated ChIP-Seq peaks in ctrl. and cal. res. livers.

**Supplementary Data 4** (XLSX): GR-enriched proteins from ChIP-MS in ctrl. and cal. res. conditions. Includes additional protein clustering based on enrichment patterns and comparative enrichment visualization.

# Supplementary material for: Hepatic metabolic reprogramming in male mice during short-term caloric restriction involves enhanced glucocorticoid rhythms
**Source:** Nat Commun. 2025 Dec 11;16:11106. doi: 10.1038/s41467-025-67228-z
**Supplement:** Supplementary file 7 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Data collection is described in Methods section. No custom software was used.

Data analysis All data analysis is detailed in the Methods section.

Western blot images were quantified using ImageJ 1.53e and assembled in Adobe Illustrator version 28.0.

Serum measurements, ELISA data, and colorimetric assay results were calculated using Excel for Microsoft 365 MSO version 2408.

Bioanalyzer data was processed using 2100 Expert Software Revision B.02.12.

Ploidy measurements from scanned liver sections were analyzed using Visiopharm software (Version 2023.09.01 4530).

Statistical analyses and graphical visualizations were performed using R version 4.3.1, RStudio version 4.0.1, or GraphPad Prism version 10.

Confocal images of Autophagy reporter were analysed using Olympus Fluoview version 4.2b software.

Confocal images of FOXO1 immunofluorescence were analysed using ImageJ 1.53c software.

RNAseq analysis: FastQC ver. 0.11.9, Salmon ver. 1.8.0, MultiQC ver. 1.12, R/RStudio ver. 4.0.1 with DESeq2 package ver. 1.30.5 and Metacycle package for differential rhythmicity analysis, GraphPad Prism version 10.

Single-nuclei multiome (RNA-seq and ATAC-seq) analysis: CellRanger ARC 2.0.2, R version 4.3.2 with Seurat version 5.1.0, Signac version 1.13.0, and Scraper package, MACS2 version 2.2.6.

ChIP-MS analysis: MaxQuant v1.6.15.0, Python with custom analysis pipeline based on Clinical Knowledge Graph, R with ggplot2 and heatmap packages, GraphPad Prism version 10, Metascape and gProfiler web-based tools, STRING database.

Custom code: No custom code was generated for this study. All analyses used standard software packages as detailed above.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE248866 [GEO Accession viewer]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD070287 [https://www.ebi.ac.uk/pride/archive/projects/PXD070287]. The processed results are included as Supplementary Data. Other data generated in this study are provided in the Supplementary Information/Source Data file. All data supporting the findings described in this manuscript are also available from the corresponding authors upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No calculations were done to determine sample size.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>For phenotypical characterization sample size was determined based on standard animal studies, assuring a minimum of <math>n = 3</math> biological replicates with sufficient reproducibility.</p> <p>Imaging: Immunofluorescence of FOXO1 in primary hepatocytes was performed across two independent experiments, with a total of 86-126 cells analyzed. For autophagy reporter, experiments were performed three times with 19-50 cells analyzed per condition. Ploidy was assessed from WT ctrl. <math>n=4</math>, WT cal.res. <math>n=4</math>, GRLKO ctrl. <math>n=3</math>, GRLKO cal.res. <math>n=3</math>.</p> <p>Single-nuclei multiome was performed using 2 biological replicates.</p> <p>ChIP-MS and RNA-seq were performed using 3 to 4 biological replicates.</p> <p>ChIP-seq and co-immunoprecipitations included 2 biological replicates.</p> <p>Luciferase assays included 3 independent biological replicates for WT reporters (<math>n=3</math>) and 2 independent biological replicates for mutant reporters (<math>n=2</math>), with WT included as an internal control in experiments containing mutants.</p> |
| Data exclusions | Phenotypical data points were excluded by performing outlier test in case of finding an unusual value as described in the Methods.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | There was a random allocation between experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Blinding was not possible in order to collect all the time points between the two distinct genotypes, having enough biological and technical rounds.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | <i>Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).</i>                                                                                                                                                                                                                                                                                 |
| Research sample   | <i>State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.</i>                                                                                                                                  |
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |

|                          |                                                                                                                                                                                                                                                                                                   |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                 |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                  |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                 |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                           |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                     |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location               | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access & import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Western Blot Primary Antibodies:</p> <p>Rabbit anti-GR (Cell Signaling, #12041) 1:1000</p> <p>Rabbit anti-LC3A/B (Cell Signaling, #12741) 1:1000</p> <p>Rabbit anti-FOXO1 (Ser256) (Cell Signaling, #9461) 1:1000</p> <p>Rabbit anti-STAT5 A,B (pY694, pY699) (Cell Signaling, #9351) 1:1000</p> <p>Mouse anti-GR (Santa Cruz, #sc-393232) 1:5000</p> <p>Mouse anti-FOXO1 (Cell Signaling, #97635) 1:1000</p> <p>Western Blot Secondary Antibodies:</p> <p>Goat anti-Mouse IgG HRP-conjugated (BioRad, #1706516) 1:5000</p> <p>Goat anti-Rabbit IgG HRP-conjugated (Dako, #P044801-2) 1:5000</p> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rabbit anti-IgG HRP-linked (Cell Signaling, #7074) 1:5000

Co-Immunoprecipitation:

Rabbit anti-GR (ProteinTech, #24050-1-AP) 3 µg

Rabbit anti-IgG (Cell Signaling, #2729) 3 µg

Immunofluorescence in Primary Hepatocytes:

Rabbit anti-FOXO1 (ProteinTech, #18592-1-AP) 1:150

Alexa Fluor 568 goat anti-rabbit secondary (Invitrogen, #A11011) 2 µg/ml

Alexa Fluor 488 phalloidin (Invitrogen, #A12379) 1:400

Immunofluorescence for Ploidy Measurement:

Goat polyclonal anti-β-catenin (R&D Systems, #AF1392) 1:20

Rabbit anti-HNF4α mAb (Cell Signaling, #3113) 1:50

AlexaFluor 550-conjugated donkey anti-goat IgG (Invitrogen, #A21432) 1:100

AlexaFluor 647-conjugated donkey anti-rabbit IgG (Invitrogen, #A31573) 1:100

ChIP-seq for GR:

Rabbit anti-GR (ProteinTech, #24050-1-AP) 8 µg

ChIP-seq for FOXO1:

Rabbit anti-FOXO1 (ProteinTech, #18592-1-AP) 4 µg

Rabbit anti-FOXO1 (Abcam, #ab39670) 4 µg

ChIP-MS:

Rabbit anti-GR (ProteinTech, #24050-1-AP) 6 µg

Rabbit anti-IgG (Cell Signaling, #2729) 6 µg

## Validation

All antibodies have been validated by the manufacturers and/or in peer-reviewed publications:

Rabbit anti-GR (Cell Signaling, #12041): Recognizes endogenous levels of total GR protein. This antibody reacts with GR-α and GR-β but does not cross-react with mineralocorticoid receptor. Validated for Western Blot: <https://www.cellsignal.com/products/primary-antibodies/glucocorticoid-receptor-d6h2l-xp-rabbit-mab/12041>

Rabbit anti-LC3A/B (Cell Signaling, #12741): Recognizes endogenous levels of total LC3A and LC3B proteins. Validated for Western Blot and IF: <https://www.cellsignal.com/products/primary-antibodies/lc3a-b-d3u4c-xp-rabbit-mab/12741>

Rabbit anti-Phospho-FOXO1 (Ser256) (Cell Signaling, #9461): Detects endogenous levels of FOXO1 only when phosphorylated at serine 256. The antibody cross-reacts with FOXO4 phosphorylated at Ser193. Validated for Western Blot: <https://www.cellsignal.com/products/primary-antibodies/phospho-foxo1-ser256-antibody/9461>. Additional validation: Zhihua Sun et al., <https://doi.org/10.1155/2020/1484321>

Rabbit anti-phospho-STAT5 A,B (pY694, pY699) (Cell Signaling, #9351): Detects endogenous levels of STAT5a only when phosphorylated at Tyr694 and STAT5b when phosphorylated at Tyr699. Does not cross-react with the corresponding phospho-tyrosine residues of other STAT proteins, but does cross-react with EGFR. Validated for Western Blot: <https://www.cellsignal.com/products/primary-antibodies/phospho-stat5-tyr694-antibody/9351>

Mouse anti-GR (Santa Cruz, #sc-393232): Recognizes GR-α and GR-β. Validated for Western Blot: <https://www.scbt.com/p/gr-antibody-g-5>

Mouse anti-FOXO1 (Cell Signaling, #97635): Recognizes endogenous levels of total FOXO1 protein. Does not detect exogenously expressed family members FOXO3a or FOXO4. Validated for Western Blot: <https://www.cellsignal.com/products/primary-antibodies/foxo1-d8t1s-mouse-mab/97635>

Rabbit anti-GR (ProteinTech, #24050-1-AP): Targets glucocorticoid receptor in WB, IHC, IF, IP, CoIP, ChIP, and ELISA applications with reactivity in human, mouse, and rat samples. Validated for IP and ChIP: <https://www.ptglab.com/Products/NR3C1-Antibody-24050-1-AP.htm#publications>. Additional validation: Quagliarini et al., DOI: 10.1016/j.molcel.2019.10.007

Rabbit anti-IgG (Cell Signaling, #2729): Unconjugated rabbit polyclonal antibody routinely used as a non-specific IgG control in chromatin immunoprecipitation and immunoprecipitation. Validated for ChIP and IP: <https://www.cellsignal.com/products/primary-antibodies/normal-rabbit-igg/2729>

Rabbit anti-FOXO1 (ProteinTech, #18592-1-AP): Used for IF in primary murine hepatocytes and ChIP-seq in frozen murine livers. Validated applications: <https://www.thermofisher.com/antibody/product/FOXO1-Antibody-Polyclonal/18592-1-AP>

Rabbit anti-FOXO1 (Abcam, #ab39670): Used in cocktail with ProteinTech #18592-1-AP for ChIP-seq in frozen murine livers. Validated applications: <https://www.abcam.com/en-us/products/primary-antibodies/foxo1a-antibody-ab39670>

Goat polyclonal anti-β-catenin (R&D Systems, #AF1392): Used for ploidy measurement immunofluorescence. Validated by manufacturer.

Rabbit anti-HNF4α mAb (Cell Signaling, #3113): Used for ploidy measurement immunofluorescence. Validated by manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                   |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Hepatocellular Carcinoma cells (HepG2)-ATCC HB-8065<br>CV1 cells: Salk Institute. |
| Authentication                                                       | None of the cell lines are authenticated.                                         |
| Mycoplasma contamination                                             | HepG2 were tested negative, while CV1 cells were tested positive.                 |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified lines were used.                                                 |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male C57BL/6J mice 20-21 weeks of age were used for this study. WT=76; GRfl/fl + GRfl/fl x AlbCRE = 113. Animals were housed in a controlled environment (12h light/12h dark daily cycle, 20-24 °C, and 45-65% humidity) and fed with chow diet (Altromin GmbH, #1314).<br>Literature for GRfl/fl + GRfl/fl x AlbCRE mice<br>Quagliarini, F. et al. Cistronic Reprogramming of the Diurnal Glucocorticoid Hormone Response by High-Fat Diet. Mol Cell 76, 531-545.e535 (2019).<br>Opher, C. et al. Inactivation of the glucocorticoid receptor in hepatocytes leads to fasting hypoglycemia and ameliorates hyperglycemia in streptozotocin-induced diabetes mellitus. Mol Endocrinol 18, 1346-1353 (2004). |
| Wild animals            | Study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex        | The findings apply to only male C57BL/6J mice. Sex was considered in the study design - only male mice were used to minimize confounding variables in metabolic experiments. Sex was not deliberately omitted but focused on one sex to ensure consistency across measurements and reduce variability in body measurements and metabolic analyses.                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All mouse experiments were performed according to the rules and guidelines established by the Institutional Animal Committee at Helmholtz Munich Center. Ethical approval was received from the local animal welfare authority (District government of upper Bavaria; ROB- 55.2-2532.Vet_02-19-43, ROB- 55.2-2532.Vet_02-19-80, and ROB- 55.2-2532.Vet_02-24-16).                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                               |
|-----------------------------|-----------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i> |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>   |

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |
|--------------------------|--------------------------|----------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                      |                                                                             |
|--------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248866>, reviewer access: opwpemisbyvrnuf

## Files in database submission

Raw data in fastq.gz format, processed data: called peaks files in .narrowpeaks format, aligned genome tracks in .bigwig format.

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 2 replicates per condition for each transcription factor.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Sequencing depth        | 40 million reads                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Antibodies              | 8 µg of anti-GR (ProteinTech, #24050-1-AP) targets Glucocorticoid receptor<br>A cocktail of 4 µg of rabbit anti-FOXO1 (ProteinTech, #18592-1-AP) and 4 µg of rabbit anti-FOXO1 (Abcam, #ab39670)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Peak calling parameters | The peaks were called with cutoff FDR = 0.01 and parameter set for BAM paired end.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data quality            | Number of peaks called with FDR 0.05 ranges from 12.000 to 40.000 for GR and from 7.500 to 13.000 for Foxo1. Meanwhile, under FDR 0.1 the ranges are from 13.000 to 48.000 for GR and from 8.900 to 14.000 for Foxo1. The FrIP score for each IPs range from 0.08 to 0.5 for FDR = 0.1.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                | The quality of the reads was checked in FastQC ver. 0.11.9. Reads were aligned using BWA ver. 0.7.17, using the MEM algorithm <sup>79</sup> . The BAM files were sorted and indexed using Picard ver. 2.27.1. Duplicates and multimappers were removed using Picard and Bamtools ver. 2.5.2. Filtered BAM files were scored for flagstat using Samtools ver. 1.15.1 <sup>79</sup> . Peaks were called using MACS2 ver. 2.2.7.1. Peaks were filtered for blacklisted regions with bedtools version 2.30.0. Peak Universe: Peak universe table with unique genomic locations from all peaks by using bedtools Multiple Intersect in Galaxy ver. 2.30.0. We assumed as called peak in each group, if both replicates had a MACS2 peak and/or ranges with read count>50. The read count was generated by using featureCounts package. Bigwig tracks were generated from filtered BAM file using Deeptools ver. 3.5.1. We run peak annotation in Homer ver. 4.11. Heatmap and tag density plot was produced by using Deeptools ver. 3.5.1. |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                           |                                                                                                                                                                                                                         |
|-------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference              | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| (See <a href="#">Eklund et al. 2016</a> ) |                                                                                                                                                                                                                         |
| Correction                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involved in the study                                                                                                                                                                                                            |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

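Bulk liver RNA-seq was re-analysed from 90 libraries of single mice in 3 experiments. These were a diet comparison of WT mice at ZT12 (3 livers on caloric restriction and 3 on control diet), a time series of WT and GR LKO mice over 6 time points 4 h apart (36 livers on caloric restriction and 42 on control diet), and a corticosterone experiment at ZT12 (3 CORT and 3 control livers). The authors checked the reads with FastQC 0.11.9, quantified them with Salmon 1.8.0, summed transcripts to genes with tximport 1.18.0 and deposited estimated counts per gene, which are not normalized. For their own tests the authors name DESeq2 1.30. The paper does not state the genome build or the transcript annotation behind the estimated counts, and no coordinates were used here. Of the 27654 gene IDs in the tables, 27244 were matched to a symbol by their Ensembl ID, and the other 410 hold 0.107% of all counts and were kept under their ID. A deposited table of VST values for the 6 libraries of the corticosterone experiment (6 columns) was not used, because the tests need counts. Data of the paper from other assays were not analysed here.

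Counts were read in R 4.3.3 and rounded to whole numbers for the tests. Each of the 14 comparisons of 2 groups was fitted with edgeR 4.0.16 (quasi-likelihood fit and F test) on its own libraries, with TMM normalization and the genes that passed filterByExpr at a minimum count of 10. P-values were adjusted by the Benjamini-Hochberg method, and genes under 0.05 were called. Values per library are CPM after TMM scaling, and log2 CPM used a prior count of 2. The interaction of genotype and diet was fitted at each time point over the 4 groups with a term for each diet, so that the batch of each diet drops out of it. A fold change against a group whose libraries all held at most 3 counts is given as a lower bound, computed against 3 counts. Every library was also compared with the others of its group, and none of the 102 pairs of libraries was identical (lowest chi-square per degree of freedom 11.0, median 23.9).

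The time series held a median of 17386700 counts per library on caloric restriction and 13427104 on control diet, the diet comparison 37407547 and the corticosterone experiment 14431389. The 10 most abundant genes took 24.4% to 25.9% of the counts on caloric restriction and 18.9% to 19.6% on control diet in the diet comparison, and 20.4% to 25.8% and 17.3% to 22.4% in the time series, a difference that TMM scaling is meant to absorb. In the time series the diet coincides with the batch of libraries, so that levels were not compared between the diets there except where the text says so.

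Rhythms were tested in each group with JTK_CYCLE, written in R after the published algorithm with the exact null distribution of its statistic, on VST values (DESeq2 1.42.0) of all genes with at least 1 count in the group, at a period of 24 h. P-values were corrected over the 6 phase offsets by Bonferroni and over genes by Benjamini-Hochberg. A difference between 2 rhythms was tested with limma 3.58.1 as the interaction of group with the sine and cosine of time, on VST values of the genes past filterByExpr. PCA used VST values of all genes with any variance, for each diet alone, and distances between group means on PC1 and PC2 were tested by exact permutation of the mice. Correlation clustering used complete linkage on 1 minus the Pearson correlation, with each tree divided into 6 clusters.

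Gene lists were tested with camera (limma, preset correlation 0.01, 12 lists per comparison). The annotation databases of the paper were not at hand, so 11 lists were written from general knowledge, and the FoxO1 target list (208 genes, 206 of them in the tables) was taken from the source data of Fig. 6a. The other lists held 48 genes for the acute phase and complement (47 in the tables), 45 for autophagy, 27 for bile acids, 24 for the core clock (23), 65 for the cytosolic ribosome, 32 for fatty acid oxidation, 60 for FoxO signaling, 33 for lipid synthesis, 57 for oxidative phosphorylation, 52 for the peroxisome and 33 for the proteasome. The median of each list was also taken with genes at their lower bound where one applied, and no median changed. Marker lists were written for adipocytes (8 genes), cholangiocytes (5), endothelial cells (6), erythrocytes (6), exocrine pancreas (10), hepatocytes (7), Kupffer and myeloid cells (8), lymphocytes (6), neutrophils (5), sex (5 genes, 4 in the tables) and stellate cells (6).

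The choice of tests, libraries, alternatives and named genes was made before the data were examined, apart from the settings said to be added later. Genes named in the text are every gene the paper names for the comparison (for rhythms those of Fig. 2d, Supplementary Fig. 4g and Supplementary Fig. 5a), apart from some that are not reported here. To these were added, for each ZT12 comparison and the interaction, the 3 genes that rose most and the 3 that fell most among those called with at least 5 CPM in one group and no overlap between the mice of both groups, and for differences of rhythms the 5 genes with the smallest adjusted p-value. The replicate numbers were checked for pairing by the correlation of same-numbered mice of both groups in their deviations from the group means. All same-numbered pairs were above 0.1 only for the genotypes at ZT0 on control diet (0.136, 0.146 and 0.227, against a median of -0.0859 for the other pairs), and no label or statement of the paper gives the numbers a meaning.

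The alternatives were DESeq2, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, all groups of a diet in one fit, replicates 1 to 3 only, and each mouse left out in turn. The diet effect was also taken from the time series. For rhythms they were a cosinor fit, log2 CPM, VST of both diets together, genes past filterByExpr, p-values adjusted over phases only, a minimum amplitude of 0.2 in place of 0.1, and each replicate number left out at every time point. Differences of rhythms were also tested with edgeR on counts, limma-trend, at least 10 counts in every sample and the block, distances over all genes, on log2 CPM and in a PCA of both diets, and lists with an estimated correlation and with fry. Amplitude and phase were compared also over genes rhythmic in either group. After the data had been seen, DESeq2 fits of all groups of a diet and of replicates 1 to 3, tied ranks in JTK_CYCLE and the FoxO1 target score with its settings were added. Comparisons of groups were repeated over all divisions of their mice, or 100 drawn ones where there were more.

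The tests of genes were run on simulated counts with the means and library sizes of real libraries and 200 changed genes. The changed genes had a median estimated change of 1.02 on the log2 scale with 3 libraries against 3. For the lists the 51 peroxisome genes were moved in such counts. The rhythm tests were run on simulated log2 values with the means and spread of real genes and 200 changed genes. Rhythms called by JTK_CYCLE had a median amplitude of 0.50. The shares below hold for changes of these sizes. With 3 libraries against 3, edgeR called 80.5% of them in the right direction with 9 false calls among 11574 genes, and with the block 77.5% with 14. DESeq2 called 88% with 32 false calls among 11759 genes, and edgeR with 4 against 4 called 89.5% with 7 among 11271. For the interaction edgeR called 67.5% with 6 false calls among 12057 genes and DESeq2 76.5% with 35 among 12225. The cosinor fit called 90% of the rhythmic genes among 9121 with the numbers of livers of the control diet and 93% among 9090 with those of caloric restriction, and the test of a difference of rhythms called 63.5% with 5 false calls among 13041 genes. Camera and fry each called the 1 list that had been moved and 1 other list, and camera with an estimated correlation called the moved list and no other.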

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

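Each test of an explanation in this part, including the divisions of the mice into other groups, was chosen only after the result it concerns had been seen. The interaction, rhythm and leave-one-out tests behind the flagged counts were chosen before the data were examined.

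The effect of GR loss differed between the diets, by the interaction of genotype and diet with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, for 10 genes at ZT8, 123 genes at ZT12 and 29 genes at ZT16. With a mouse left out in turn the counts were 4 (without caloric-restriction GR LKO replicate 1) to 35 (without caloric-restriction WT replicate 1) at ZT8, 49 (without caloric-restriction GR LKO replicate 3) to 148 at ZT12 and 18 (without caloric-restriction WT replicate 3) to 49 (without control-diet WT replicate 3) at ZT16. Of the 123 genes, 116 had the larger effect on caloric restriction and 28 had opposite signs on the diets. When the genotype labels were exchanged between the mice of each diet, 11, 8 and 8 of 100 draws, the real labels included, gave as many genes at ZT8, ZT12 and ZT16, and the largest counts of other draws were 469, 1314 and 189. Such draws place the real genotype effect of one diet against a weakened or turned one on the other, so an interaction can arise in them from the genotype effect alone. When the genotype and diet effects were first removed and only the remaining differences between mice were exchanged within each diet, in a limma fit that called 17, 121 and 41 genes, only the real data gave as many, 1 of 100 at each of the 3 time points, with at most 7, 6 and 10 genes in the other draws. Differences between single mice are thus argued against as the whole source at these time points. A shift of the library batch that is equal in both genotypes drops out of the interaction, but an effect of the batch on the genotype difference cannot be told apart from one of the diet, because every batch of the series holds 1 diet. A change of GR action by the diet, the biological explanation that the design offers, remains a hypothesis.

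The rhythm differed between GR LKO and WT for 86 genes on caloric restriction and 47 genes on control diet, and between the diets in WT for 3447 genes, by limma's F test with Benjamini-Hochberg adjustment. In 100 draws of exchanged labels of same-time mice, 1 gave as many genes in each of the 3 comparisons, the real one, and the largest counts of the others were 0, 1 and 1. A random grouping of these mice is therefore argued against. The counts for the genotypes still rest on few mice, with 0, 1 and 2 genes on caloric restriction without replicate number 1, 2 and 3 and 9, 3 and 20 on control diet (986, 839 and 1350 at an unadjusted p-value under 0.05). For the diets they were 1929, 1138 and 1540. The exchange of labels between diets cannot separate the diet from the library batch. A batch that shifts a gene by the same amount at all times leaves its rhythm in place, whereas a batch that changes the scale of a gene could alter an amplitude and cannot be told apart from the diet. Biological explanations that the design names are GR in hepatocytes and the feeding regime, and neither was tested beyond these comparisons.

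The text of the paper gives no number of rhythmic genes for GR LKO livers on control diet, and 4741 genes were rhythmic in them (3882 over replicates 1 to 3). In 100 draws of exchanged time points only the real one, 1 of 100, gave as many, and the largest count of the others was 4. The control samples for this count are these exchanged time points. Without replicate number 2 at every time point it fell to 2199 genes. The labels give no batch that follows the time points within a diet, and no other technical explanation was tested. Time of day is the biological explanation that the design offers, as a hypothesis.

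Digestive enzyme transcripts of the exocrine pancreas, genes outside those the paper discusses, reached a sum of 1083 CPM in WT replicate 3 at ZT12 on caloric restriction and 740 CPM in WT replicate 2 at ZT16 on control diet. In the latter group the other 3 livers had 4.82, 0.468 and 0.426 CPM, and the gap of the highest one to its neighbour made up 0.994 of the range. Only these 2 of the 90 libraries were above 10 CPM, and the median library had 0.564 CPM. All 10 marker genes were highest in the first of these libraries, led by *Amy2a5* with 368 CPM and *Ctrb1* with 119 CPM. Pancreas RNA in these samples accounts for what was measured, and was tested by this number of genes, which could have been lower. Whether tissue was taken along at dissection or RNA passed between samples stays open, and no biological explanation was tested. As the source of the genotype effect at ZT12 it is argued against by the 1032 genes that were still called without that library, against 238 on control diet, and none of the 10 genes could be tested in that comparison.

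For 5 other groups of 4 livers of the control diet at ZT12, 1 liver lay far from the other 3, with the gap given as a share of the group's range. These were *Cfd* in WT (share 1; replicate 1 with 0.27 CPM and the others with none), *Scara5* in WT (0.964; replicate 4 with 42.4 CPM against 17.6 to 18.5 CPM), *Pfkfb2* in WT (0.939; replicate 2 with 17.6 CPM against 13.0 to 13.3 CPM), *Cyp2a22* in WT (0.921; replicate 1 with 1.09 CPM against 0.31 to 0.37 CPM) and *Cfd* in GR LKO (0.870; replicate 3 with 33.9 CPM against 2.48 to 6.57 CPM). With the group of pancreas transcripts, 6 of the 64 groups tested passed the critical share of Dixon's test for 4 livers, where chance gives about 3.2. The values lie in 4 different mice, WT replicate 1 holding 2 of them, and the share of *Cfd* in WT rests on a few counts, and *Cyp2a22* shares reads with its family. No technical or biological explanation was tested for these single livers.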

How the results depend on the processing

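The tests with DESeq2 on all groups of a diet, DESeq2 on replicates 1 to 3, DESeq2 on replicates 1 to 3 of all groups, JTK_CYCLE with tied ranks, and the FoxO1 target score were chosen only after the result was seen.

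DESeq2 called 434, 443, 697, 916 and 686 genes on caloric restriction at ZT0, ZT4, ZT8, ZT16 and ZT20 (edgeR 61, 83, 308, 541 and 178), and on control diet at ZT0 to ZT20 4.1e+02 (311 higher and 96 lower), 195, 369, 564, 634 and 297 (edgeR 63, 23, 166, 238, 232 and 50). For the interaction it called 168, 41, 127, 473, 182 and 46 genes (edgeR 0, 0, 10, 123, 29 and 0), with 418 genes on both diets at ZT12 (edgeR 184) and a ratio of caloric restriction to control diet of 3.69 (edgeR 7.54). The cause was not tested. For 7 other results DESeq2 stayed within 1.5 times, the 2079 genes on caloric restriction at ZT12 (edgeR 1795) among them. Its share of genes higher in GR LKO differed from that of edgeR by more than 10 points on caloric restriction at ZT0 (44.5% of genes against 55.7%) and on control diet at ZT4 (53.3% against 73.9%). In the interaction at ZT16 it was 38.5% against 27.6%.

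With all groups of a diet in one edgeR fit the numbers were 169, 358, 724, 2805, 1025 and 1127 genes on caloric restriction at ZT0 to ZT20 and 630, 48, 36, 537, 469 and 387 on control diet, so that control diet fell at ZT8 and rose at the other times, and 4.1e+02 genes were called on both diets at ZT12. Of the genes on control diet 70.8% were then higher in GR LKO at ZT0 (82.5% with the fit of 2 groups) and 58.3% at ZT4 (73.9%). DESeq2 on all groups of a diet, chosen after seeing the data, called 302, 598, 910, 2928, 1214 and 1367 genes on caloric restriction and 852, 116, 99, 659, 636 and 498 on control diet, with 2439 on caloric restriction only, 489 on both diets and a ratio of 4.44. The same fit on replicates 1 to 3, also chosen after seeing the data, called 810, 110, 76, 514, 515 and 431 on control diet. DESeq2 on replicates 1 to 3 by time point, chosen after seeing the data too, called 291, 414, 447 and 223 on control diet at ZT8 to ZT20, 88, 463, 181 and 39 for the interaction at those times, and 305 on both diets, with a ratio of 5.02. The cause was not tested.

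With replicates 1 to 3 only, edgeR called 105, 137, 108 and 23 genes on control diet at ZT8 to ZT20, 79 for the interaction at ZT12 and 103 on both diets, and the ratio was 13.1. The rhythm test by genotype on control diet called 24 genes (47 with all mice). These fits hold fewer samples. The other 20 results stayed within 1.5 times or 1 SD. DESeq2's size factors in edgeR and at least 10 counts in every sample moved no count of genes by more than 1.5 times, and no filter on low counts moved only the interaction at ZT0, from 0 genes to 1. In no comparison did DESeq2's size factors in edgeR move the share of higher genes by more than 10 points. The diet effect taken from the time course raised the share of genes in GR LKO opposite to the diet from 67.0% to 76.0%, and opposite to a significant diet effect from 73.7% to 85.1%; the WT libraries are then shared by both comparisons.

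The replicate number as a block was fitted for every comparison. On control diet at ZT0 all 3 pairs of the same number deviated together (correlations 0.136 to 0.227), and there the block left 9 genes of 63. In the other comparisons the mice share only a number, since no other set of pairs was above 0.1 throughout. With the block 534 genes were called for CORT (935 without), 9, 13, 151, 889, 287 and 76 on caloric restriction at ZT0 to ZT20, and 9, 1, 36, 1.0e+02 (41 higher and 60 lower), 32 and 3 on control diet. The interaction had 6, 46 and 11 genes at ZT8, ZT12 and ZT16, and at ZT12 814 genes were called on caloric restriction only and 75 on both diets. Fry with the block called 1 list on caloric restriction (fry alone 4) and 1 for CORT (fry alone 4). The block changed no other call of these by more than 1.5 times: 11 counts and shares stayed, among them 5686 genes for the diet and 58, 37 and 3207 genes in the rhythm tests. Of the named genes 91 stayed on their side of the threshold, 14 no longer passed and 1 newly passed. No paired analysis was run for JTK_CYCLE, PCA distances and the FoxO1 target score, whose tests here had no term for the block.

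Each mouse was left out in turn, and 358 of these results stayed while 152 moved. With CORT the number of genes ran from 206 (without control replicate 2) to 1008 (without CORT replicate 2). On caloric restriction the genotypes differed in 1 (without WT replicate 3) to 103 genes (without GR LKO replicate 1) at ZT0, 13 (GR LKO 2) to 127 (WT 3) at ZT4, 56 (GR LKO 1) to 315 (WT 2) at ZT8, 899 (GR LKO 3) to 1329 (WT 1) at ZT12, 234 (WT 1) to 346 (GR LKO 1) at ZT16 and 16 (WT 3) to 194 (GR LKO 1) at ZT20. On control diet the ranges were 3 (GR LKO 3) to 81 (WT 3) at ZT0, 1 (WT 1) to 13 (GR LKO 3) at ZT4, 56 (WT 1) to 160 (WT 4) at ZT8, 137 (WT 2) to 199 (WT 1) at ZT12, 84 (GR LKO 2) to 183 (WT 3) at ZT16 and 12 (WT 2) to 48 (GR LKO 1) at ZT20. Interaction genes ran from 0 to 1 at ZT0, 0 to 17 at ZT4, 4 to 35 at ZT8, 49 (caloric restriction GR LKO 3) to 148 (control WT 4) at ZT12, 18 to 49 at ZT16 and 0 to 9 at ZT20. At ZT12 748 (caloric restriction GR LKO 3) to 1689 genes (control WT 2) were called on caloric restriction only, 106 (control WT 2) to 179 (caloric restriction WT 1) on both diets, and the ratio was 3.78 to 13.1. These fits hold fewer samples. The PCA distance on caloric restriction at ZT20 was 9.13 (GR LKO 1) to 17.7 (GR LKO 3), and that at the other times stayed within 1 SD.

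Without 1 replicate number at a time, the rhythmic genes in WT ran from 3205 (number 3) to 4151 (number 4) on control diet and from 1109 (number 3) to 4721 on caloric restriction, in GR LKO from 1090 (number 2) to 4544 on caloric restriction and from 2199 (number 2) to 3882 on control diet. Number 4 exists on control diet only, so that leaving it out left caloric restriction as it was, and leaving out another left 2 mice per time there. Rhythmic in WT on caloric restriction and not on control diet were 544 to 2519 genes, not in GR LKO 734 to 1831, and in WT on caloric restriction alone 425 to 1285. The diet cluster held 86 to 1234 genes, the genotype cluster 309 to 576, and the set rhythmic in all 3 groups 242 to 1656. The median ratio of amplitudes in WT was 1.36 to 1.51. Rhythms differed by genotype in 0 to 86 genes on caloric restriction and 3 to 24 on control diet, and by diet in 1138 to 2951.

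A minimum amplitude of 0.2 left 3150 rhythmic genes in WT and 3064 in GR LKO on control diet, 4.1e+02 in the genotype cluster and 1255 in the set of all 3 groups, with fewer genes by its construction. The cosinor fit put 3124 genes in that set (1955 with JTK_CYCLE) and gave median phase shifts of -2.20 h for the diet in WT and 0.27 h for GR LKO on caloric restriction, where JTK_CYCLE moves in steps of 2 h, and p-values adjusted over phases only put 3014 there. The median amplitude ratio in WT was 1.28 on log2 CPM and 1.26 with VST of both diets together (1.39 otherwise). EdgeR on counts called 130 rhythm differences by genotype on caloric restriction (86 with the main test). The cause of these was not tested. Genes past filterByExpr, limma-trend and genes rhythmic in either group moved none of these results, nor did tied ranks, chosen after seeing the data.

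Taken over all genes instead of PC1 and PC2, the distances on caloric restriction were 33.3, 37.0, 39.0, 54.6, 41.7 and 41.9 at ZT0 to ZT20, and on control diet 30.7 and 26.2 at ZT0 and ZT4, with 22.5 at ZT8 and 31.8 at ZT16 newly past the threshold and 30.2 at ZT12 and 31.2 at ZT20 past it as before (11.8 and 10.8 with PC1 and PC2), so that the largest distance on control diet was at ZT16 and no longer at ZT12. On log2 CPM they were 18.8, 13.4, 18.2, 38.9, 14.9 and 24.9 on caloric restriction and 12.8, 17.0, 12.8 and 14.5 on control diet at ZT0, ZT4, ZT8 and ZT16, again past it at ZT8 and ZT16, with 23.2 at ZT12 and 20.3 at ZT20. The distances over all genes leave out no component by construction, and for those on log2 CPM the cause was not tested. With both diets in one PCA the distances on caloric restriction were 3.89 at ZT8, 10.5 at ZT12 and 3.76 at ZT16, and on control diet 7.54 at ZT12, no longer past the threshold; the axes then also carry the diet.

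The calls of gene lists rested on the correlation assumed between genes. Camera with estimated correlation called 0 lists for the diet (7 with the preset value), 0 for GR loss on caloric restriction (8), 0 on control diet (3) and 0 for CORT (6), and 1, 2, 2 and 1 lists had a p-value under the threshold before adjustment. Fry called 4 lists for GR loss on caloric restriction. Between 2 (GR LKO 1) and 7 lists (WT 1) were called on control diet without 1 mouse. The bile acid list on caloric restriction changed direction with DESeq2's size factors (0.0091) and with at least 10 counts in every sample (0.0169). Medians also changed direction without 1 mouse. For GR loss on caloric restriction they were bile acid (-0.0909 without WT 2 to 0.0129 without WT 1), core clock (-0.168 without WT 2 to 0.0319 without WT 1) and FoxO signaling (-0.0681 without GR LKO 3 to 0.0413 without GR LKO 2). On control diet they were FoxO signaling (-0.0382 without GR LKO 1 to 0.00207 without GR LKO 3), lipid synthesis (-0.0484 without GR LKO 4 to 0.219 without GR LKO 1), bile acid (-0.0533 without WT 4 to 0.0309 without GR LKO 2), cytosolic ribosome (-0.084 without WT 1 to 0.0181 without WT 4) and core clock (-0.0657 without WT 3 to 0.0182 without WT 2). With CORT they were bile acid (-0.15 without CORT 1 to 0.0304 without CORT 3) and fatty acid oxidation (-0.118 without control 3 to 0.0265 without control 1), and with the diet fatty acid oxidation (-0.0407 without control 3 to 0.0134 without control 1). In all, leaving out 1 mouse kept 256 results of lists, with 21 weaker, 12 stronger and 23 reversed, fry kept 36 (8 weaker, 4 stronger) and fry with the replicate block 30 (14 weaker, 4 stronger). The cause of the other changes of lists was not tested.

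No named gene and no single rhythm changed direction under any setting. For named genes, leaving out 1 mouse kept 591 results on their side of the threshold (121 weaker, 6 stronger), DESeq2 97 (2 weaker, 7 stronger), DESeq2's size factors in edgeR all 106, no filter 104 (2 weaker), at least 10 counts 77 (1 weaker, 2 stronger), all groups in one fit 46 (2 weaker, 3 stronger) and replicates 1 to 3 kept 15 (7 weaker, 1 stronger). The added DESeq2 fits, chosen after seeing the data, kept 47, 19 and 16 with 4, 3 and 1 stronger. For single rhythms, leaving out 1 replicate number kept 290 (77 weaker, 1 stronger), the cosinor fit 85 (1 weaker, 6 stronger), genes past filterByExpr 90 (2 stronger), log2 CPM 91 (1 stronger), replicates 1 to 3 kept 86 (5 weaker, 1 stronger) and VST of both diets together all 92. The FoxO1 target score, chosen after seeing the data, stayed between 0.76 and 0.87 in WT and between 0.59 and 0.68 in GR LKO without 1 mouse. Depth limits the count of genes in the comparison of the diets at ZT12 little. After thinning the libraries on caloric restriction to the control depth 1704 genes were called, against 1795 at full depth. Whether they were the same genes was not examined.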

Differences from the paper's values

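The tests behind the main values of this part were set before the data were examined, and a setting chosen only after the values had been seen is named as such where it is used.

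The paper counts 417 genes changed by GR loss at ZT12 on both diets, against 184 with edgeR here. With DESeq2 the number was 418 and with all groups of a diet in one edgeR fit it was 4.1e+02 (2805 genes called on caloric restriction and 537 on control diet), while DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate block and replicates 1 to 3 only did not close the gap among the alternatives set before the data were examined. Settings chosen after seeing the values came within 1.5 times of it as well, with 489 genes from DESeq2 on all groups of a diet and 305 from DESeq2 on replicates 1 to 3. The paper gives 4 as the ratio of genes changed on caloric restriction to those on control diet, against 7.54 here. DESeq2 (3.69), one edgeR fit per diet (5.22) and the 6 fits that each left out a mouse on caloric restriction (3.78 to 5.58) came within 1.5 times of the paper's ratio, and the same 5 alternatives as for the count did not. So did DESeq2 on all groups of a diet (4.44) and on replicates 1 to 3 (5.02), both chosen after seeing the values.

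The source data of Fig. 2b list the genes higher and lower in GR LKO at each time point. On control diet these were 311 and 98 in the paper against 52 and 11 at ZT0 (311 and 96 with DESeq2), 103 and 90 in the paper against 17 and 6 at ZT4 (104 and 91 with DESeq2), 207 and 160 in the paper against 97 and 69 at ZT8 (207 and 162 with DESeq2). At the later times they were 247 and 317 in the paper against 93 and 145 at ZT12 (247 and 317 with DESeq2), 359 and 267 in the paper against 121 and 111 at ZT16 (365 and 269 with DESeq2), 164 and 131 in the paper against 27 and 23 at ZT20 (166 and 131 with DESeq2). On caloric restriction they were 193 and 236 in the paper against 34 and 27 at ZT0 (193 and 241 with DESeq2), 221 and 220 in the paper against 47 and 36 at ZT4 (221 and 222 with DESeq2), 325 and 372 in the paper against 141 and 167 at ZT8 (325 and 372 with DESeq2). At ZT16 and ZT20 they were 483 and 434 in the paper against 301 and 240 at ZT16 (483 and 433 with DESeq2), 346 and 340 in the paper against 98 and 80 at ZT20 (344 and 342 with DESeq2). DESeq2, which the paper's methods name and which was an alternative set before the data were examined, came within 1.5 times of all 22 of these values. DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample and the replicate block reached none of them, nor did replicates 1 to 3 only at the 4 times of the control diet where a replicate 4 exists. One edgeR fit of all groups of a diet reached some of them, on control diet for genes higher at ZT0 (446), ZT12 (238), ZT16 (261), ZT20 (212), and on control diet for genes lower at ZT12 (299), ZT16 (208), ZT20 (175), and on caloric restriction for genes higher at ZT4 (192), ZT8 (328), ZT16 (544), and on caloric restriction for genes lower at ZT4 (166), ZT8 (396), ZT16 (481).

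Of the settings chosen after seeing the values, DESeq2 on all groups of a diet reached the source data of Fig. 2b on control diet for genes higher at ZT4 (69), ZT12 (297), ZT16 (344), and on control diet for genes lower at ZT12 (362), ZT16 (292), and on caloric restriction for genes higher at ZT0 (137), ZT4 (297), ZT8 (403), ZT16 (637), and on caloric restriction for genes lower at ZT0 (165), ZT4 (301), ZT8 (507), ZT16 (577). DESeq2 on replicates 1 to 3, also chosen after seeing the values, reached them on control diet for genes higher at ZT8 (176), ZT12 (170), ZT16 (259), ZT20 (119), and on control diet for genes lower at ZT8 (115), ZT12 (244), ZT16 (188), ZT20 (104). DESeq2 on replicates 1 to 3 of all groups, chosen after seeing the values too, did so on control diet for genes higher at ZT4 (69), ZT12 (221), ZT16 (276), ZT20 (238), and on control diet for genes lower at ZT12 (293), ZT16 (239), ZT20 (193).

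In WT on control diet the paper counts 3401 rhythmic transcripts, against 5278 over all mice here. Replicates 1 to 3 (4151), a minimum amplitude of 0.2 (3150) and the fits without replicate number 1 (3746), 2 (3397) or 3 (3205) came within 1.5 times of it, and the cosinor fit, log2 CPM, VST of both diets together, genes past filterByExpr and p-values adjusted over phases only did not, nor did tied ranks, which were chosen after seeing the values. The paper gives a rise of rhythmicity by almost 30% on caloric restriction, against a change of -10.6% over all mice here. None of the alternatives set before the data were examined closed this gap, and the nearest were 18.8% with a minimum amplitude of 0.2 and 13.7% with replicates 1 to 3. In Supplementary Fig. 4a, read by eye, about 1300 genes are rhythmic in WT on control diet and not on caloric restriction, against 2608 here. The legend of Supplementary Fig. 4b prints the exact number, which is slightly lower. A minimum amplitude of 0.2 (1487) came within 1.5 times of both. Replicates 1 to 3 (1949) came within 1.5 times of the value read by eye but not of the printed number. The cosinor fit, log2 CPM, VST of both diets together, genes past filterByExpr and p-values adjusted over phases only came within 1.5 times of neither. In Fig. 2c, read by eye, the genotype cluster holds about 430 genes, against 715 here. For it the fits with replicates 1 to 3 (546), a minimum amplitude of 0.2 (4.1e+02) and without replicate number 1 (576), 2 (351) or 3 (309) came within 1.5 times, and the same 5 alternatives did not.

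JTK_CYCLE amplitudes of core clock genes in Supplementary Fig. 5a, read by eye, were mostly lower than those here over all mice (in VST units). The ratio of the value here to the paper's lay between 0.68 and 3.79 (median 1.78), so that no single change of scale joins both series, and 28 of the 36 values compared lay more than 1.5 times apart and further apart than the jackknife SE over replicate numbers. In that figure, read by eye, *Arntl* had about 0.8 in the paper and 1.75 here in WT on caloric restriction, about 1 in the paper and 2.00 here in GR LKO on caloric restriction, about 0.8 in the paper and 1.98 here in WT on control diet, about 0.8 in the paper and 2.08 here in GR LKO on control diet. *Clock* had about 0.5 in the paper and 0.95 here in WT on caloric restriction, about 0.4 in the paper and 0.83 here in GR LKO on caloric restriction, about 0.3 in the paper and 1.14 here in WT on control diet, about 0.4 in the paper and 1.22 here in GR LKO on control diet. *Per1* had about 1 in the paper and 2.29 here in WT on caloric restriction, about 0.8 in the paper and 1.43 here in GR LKO on caloric restriction, about 0.9 in the paper and 1.47 here in WT on control diet, about 0.6 in the paper and 1.16 here in GR LKO on control diet. *Per2* had about 1.2 in the paper and 2.15 here in WT on caloric restriction, about 1.1 in the paper and 1.66 here in GR LKO on caloric restriction, about 0.8 in the paper and 1.63 here in WT on control diet, about 0.8 in the paper and 1.87 here in GR LKO on control diet. *Cry1* had about 0.8 in the paper and 1.35 here in WT on caloric restriction, about 0.7 in the paper and 1.24 here in GR LKO on caloric restriction, about 0.6 in the paper and 1.26 here in WT on control diet, about 0.6 in the paper and 1.25 here in GR LKO on control diet. *Cry2* and *Rora* in GR LKO on caloric restriction had about 0.3 in the paper and 0.45 here and about 0.1 in the paper and 0.23 here. *Nr1d1* had about 1.6 in the paper and 2.83 here in WT on caloric restriction, about 1.6 in the paper and 2.72 here in GR LKO on caloric restriction, about 1.6 in the paper and 2.80 here in WT on control diet, about 1.4 in the paper and 2.81 here in GR LKO on control diet. *Nr1d2* had about 1.5 in the paper and 2.25 here in WT on caloric restriction, about 1 in the paper and 1.55 here in WT on control diet.

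Of the amplitudes of Supplementary Fig. 5a, alternatives set before the data were examined closed the gap (within 1.5 times or the jackknife SE) for *Per1* in WT on caloric restriction (1.56 with VST of both diets together, 1.44 without replicate number 3) and in WT on control diet (1.25 without number 2, 1.29 without number 3), *Per2* in GR LKO on caloric restriction (1.63 with VST of both diets together, 1.48 without number 2), *Cry2* in GR LKO on caloric restriction (0.43 without number 1, 0.44 without number 2), *Rora* in GR LKO on caloric restriction (0.21 by cosinor, 0.11 on log2 CPM, 0.18 without number 1, 0.11 without number 3), *Nr1d1* in WT on control diet (by cosinor) and *Nr1d2* in WT on caloric restriction (1.94 by cosinor, 2.23 with VST of both diets together, 2.23 without number 3). For the other amplitudes none of the cosinor fit, log2 CPM, VST of both diets together, genes past filterByExpr, replicates 1 to 3 and the fits without a replicate number did so. Tied ranks, chosen after seeing the values, did so for *Per2* in WT on control diet (1.19), *Rora* (0.11) in GR LKO on caloric restriction, *Nr1d1* in WT on control diet (2.37) and *Nr1d2* in WT on caloric restriction.

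Phases in Supplementary Fig. 5a, read by eye, were 2 h later than those here for 26 of the 36 values compared, the same for 4, 4 h later for 5 and 2 h earlier for 1, so that most of the series differs by the single step of 2 h. The 5 that differ by 4 h were *Clock* in GR LKO on caloric restriction (about 22 h in the paper, 18 h here), *Per1* in GR LKO on caloric restriction (about 12 h, 8 h here), *Cry2* in WT on caloric restriction (about 12 h, 8 h here), *Nr1d1* in WT on control diet (about 10 h, 6 h here) and *Nr1d2* in GR LKO on caloric restriction (about 10 h, 6 h here), all from Supplementary Fig. 5a, read by eye. Of the alternatives set before the data were examined, only the fit without replicate number 2 came within 2 h, for *Cry2* (10 h) and *Nr1d2* (10 h). Tied ranks, chosen after seeing the values, gave 20 h for *Clock*, 10 h for *Per1*, 10 h for *Cry2*, 8 h for *Nr1d1* and 8 h for *Nr1d2*.

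Fig. 1c and Supplementary Fig. 2a show *Lpl* as changed by GR loss on caloric restriction, and it was not called here (adjusted p = 0.0997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 and the replicate block called it, and so did DESeq2 on all groups, chosen after seeing the values. On control diet *Pck1*, *Pfkfb2*, *Lpin1* and *Cyp2a22* of Supplementary Fig. 1k were not called here (0.0557, 0.075, 0.075 and 0.102 from the same test). DESeq2 called all 4, one edgeR fit of all groups called *Pfkfb2* and *Lpin1*, at least 10 counts in every sample called *Pck1*, replicates 1 to 3 called *Lpin1*, the fit without GR LKO replicate 1 called *Pck1* and that without GR LKO replicate 4 *Pfkfb2* and *Lpin1*. After seeing the values, DESeq2 on replicates 1 to 3 was found to call *Pck1*, *Pfkfb2* and *Lpin1*, DESeq2 on all groups *Pfkfb2* and *Cyp2a22*, and DESeq2 on replicates 1 to 3 of all groups *Pfkfb2*. For the diet the paper shows *Gadd45g*, *Fads1* and *Ndufa1* as changed, and none was called here (0.171, 0.298 and 0.0792). The fit without control replicate 1 called *Fads1* and that without caloric-restriction replicate 1 *Ndufa1*, and no setting called *Gadd45g*. *Brca2*, which the paper names among the regulated genes, had no counts in the diet comparison.

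Among the genes drawn in Fig. 2d and Supplementary Fig. 4g, *Pdk1* stands with the rhythms of the diet, and in WT on caloric restriction it was short of the threshold here (amplitude 0.35, adjusted p = 0.131), while the cosinor fit called it. *Ppargc1a*, drawn among the rhythms of all groups, was rhythmic in no group here, and the cosinor fit called it in WT on both diets and in GR LKO on caloric restriction, as did, in WT on caloric restriction, tied ranks chosen after seeing the values. *Pfkfb3*, which the paper draws among rhythms lost with the genotype, was rhythmic here in GR LKO on both diets as well, on caloric restriction with an amplitude of 0.31 against 1.43 in WT. In GR LKO on caloric restriction it was not called by the cosinor fit, in fits without replicate number 1, 2 or 3, and with tied ranks, which were chosen after seeing the values, and in GR LKO on control diet not in the fits without replicate number 1 or 2. *Bcl2l11*, another of the genotype group in the paper, was rhythmic in WT on both diets and not in GR LKO over all mice, but over replicates 1 to 3 it was short of the threshold in WT on control diet (adjusted p = 0.0618).

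The paper finds the number of changed genes larger on caloric restriction at every time point. At ZT0 edgeR called 61 genes on caloric restriction and 63 on control diet, while DESeq2 called more on caloric restriction (434 genes). Same-numbered mice deviated together on control diet at ZT0. With the replicate number as a block in that comparison, edgeR called fewer genes than the 61 of caloric restriction, which is the order of the paper. With the block on both diets the counts at ZT0 were equal. On control diet the largest number was at ZT12 with edgeR and at ZT16 with DESeq2. With all groups of a diet in one fit it was at ZT0, both with edgeR and with DESeq2, the latter chosen after seeing the values. In both of these fits more genes were called at ZT0 on control diet than on caloric restriction. The paper reports the largest distance of the genotypes in the PCA of caloric restriction at ZT12. In a PCA of both diets together the distance at ZT12 was 10.5, below the 12.8 at ZT20. The paper also finds a larger separation on caloric restriction at every time point. On log2 CPM the distance at ZT4 was smaller on caloric restriction (13.4) than on control diet (17.0), and larger at the other time points. For GR LKO the paper reports a later phase and flatter amplitudes, and over genes rhythmic in both genotypes on caloric restriction the mean phase shift here was 0.35 h with a median of 0 h, and the ratio of amplitudes had a median of 1.00. The paper has no rise of the FoxO1 targets in GR LKO livers with the diet, and their score, a test chosen after seeing the values, was 0.63 higher on caloric restriction in GR LKO here. For pathways the paper tested enrichment among selected genes. The values here are shifts of whole lists, so they answer another question and by themselves show no disagreement. For fatty acid and bile acid genes the paper gives a fall with the diet and a rise with GR loss, and none of these lists passed the threshold here (fatty acid oxidation adjusted p = 0.909 for the diet and 0.116 for GR loss, bile acid 0.167 and 0.377, camera with preset correlation). Other settings called some of them. The bile acid list was lower with the diet by fry (0.00100) and by fry with the replicate block (0.0143), and fatty acid oxidation was higher with GR loss without GR LKO replicate 1 (0.023). With the diet effect taken from the time series, fatty acid oxidation was higher on caloric restriction (median 0.27, adjusted p = 0.00755 by camera). Proteostasis is given as suppressed by CORT, and here the medians of the proteasome, ribosome and autophagy lists were 0.09, 0.06 and 0.11. Loss of GR is given as reducing the diet effect on proteolysis and FoxO signaling. The proteasome list, which covers only a part of proteolysis, fell with the diet (median -0.20) and further in GR LKO (-0.14). The FoxO signaling list had a median of -0.03 in GR LKO. Of its genes 33 were called higher and 5 lower with the diet, and 5 higher and 12 lower in GR LKO. As for the majority of diet-induced rhythms depending on GR, 54.4% were not called in GR LKO here, and 49.8% with the cosinor fit.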

Other observations

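Every test of an explanation in this part was chosen only after the pattern had been seen.

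The mice of each comparison were divided into other groups of the same sizes. For the comparisons of 3 mice with 3 there are 10 divisions, so that the share is never under 0.1 and chance cannot be excluded by it. The real division was the only one, 1 of 10, with as many genes called for the diet, for CORT, for the genotypes at all 6 time points on caloric restriction and for those at ZT0 and ZT4 on control diet, and no other division gave more than 4 genes. At ZT0 on control diet every other division, including those that part the same-numbered mice, gave at most 2. The same 1 of 10 held for the genes called at ZT12 on both diets and on caloric restriction only, with the division made on caloric restriction. On control diet the real division was the only one of 35 with as many genes at ZT8, ZT12, ZT16 and ZT20, 1 of 35 each, and the largest other counts were 7, 3, 20 and 1. Gene lists past the threshold by camera did not follow the grouping in this way. Other divisions gave up to 7 lists for CORT, for the genotypes on caloric restriction and for those on control diet, and 6 for the diet. As many lists as the real ones came in 1 of 10 divisions for the diet, 1 of 10 for the genotypes on caloric restriction, 5 of 10 for CORT and 30 of 35 for the genotypes on control diet, so that for the last 2 the number of lists is no more than other groupings of these mice give.

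For rhythms 100 draws were made with the time points exchanged within a group. The real order was the only one, 1 of 100, with as many rhythmic genes in WT on control diet, in WT and GR LKO on caloric restriction and in the set rhythmic in all 3 groups, and no other draw gave more than 28. When the genotype labels of same-time mice on caloric restriction were exchanged, 17 of 100 draws gave as many genes rhythmic in WT and not in GR LKO (median of the others 1515, largest 2324), 32 gave as many of them rhythmic also in WT on control diet (median 632, largest 966), and 23 gave as many rhythmic in GR LKO and not in WT (median 1428, largest 1994). For genes rhythmic only in WT on caloric restriction it was 14. The ratio of amplitudes between the genotypes was at least as far from 1 in 100 of the 100 draws, and the mean phase shift as large in 3. With the diet labels of same-time WT mice exchanged, on VST values of both diets together, only the real labels, 1 of 100 each, gave as many genes rhythmic on caloric restriction and not on control diet (largest other count 1523) or as many that GR LKO shares (697), and only these gave as large a ratio of amplitudes and a phase shift. For the interaction, 100 of 100 exchanges gave at least the 0 genes observed at ZT0, ZT4 and ZT20.

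Genes that lose their rhythm by the threshold may keep a rhythm of equal size that falls short of it. Few of the lost genes should then pass the test of the difference itself, and 1.36% did, near the share among genes rhythmic in both genotypes. An equal rhythm below the threshold thus stays open for most of these genes. The larger number of rhythmic genes in WT on control diet than on caloric restriction was set against the 4 more livers of that diet, and 0 of 100 draws of 3 control-diet mice per time point reached the count of caloric restriction, so that the number of livers accounts for it.

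The larger number of genes called between genotypes on caloric restriction at ZT12 could come from deeper libraries. After thinning to the depth of the control diet 1704 genes were still called, which argues against depth as the whole reason. It could also come from an effect of equal size that falls short of the threshold on control diet. The 217 genes called on control diet at ZT16 had a median fold change 0.31 larger on caloric restriction at ZT12 on the log2 scale, and 159 genes called there at ZT8 had medians of 0.79 (0.74 to 0.83 with single mice left out) and 0.63 (0.55 to 0.67), with 102 of them (64.2%) larger on caloric restriction. For these genes an equal effect is argued against. With the diet effect taken from the time series, 76.0% of the called genes moved against it. Unchanged groups simulated with the WT libraries that both effects share gave 85.9%, over as many genes with the smallest p-values. The shared libraries thus push the share upward. How much of the 76.0% they account for cannot be told, because the simulated genes hold no real effect.

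*Cyp2a4* and *Cyp2b9* are higher and *Mup* genes lower in livers of female mice, and the diet moved them in this direction. Female mice among the libraries are argued against by the Y-linked gene *Eif2s3y*, which had at least 32.9 CPM in each of the 90 libraries (highest 60.9). The 20 *Mup* genes tested fell with the diet by a median of 6.44 on the log2 scale, all 20 of them past the threshold, and all *Mup* genes together had 1298 ± 538 CPM on caloric restriction against 43667 ± 5784 CPM on control diet (SD, n = 3 each). In the time series they fell by a median of 3.77, 19 of 20, in GR LKO on caloric restriction by 1.05 (15 of 18 lower), and their median was 0.11 for GR LKO on control diet and 0.74 with CORT. The 3 *Cyp2a* genes rose by a median of 3.42 with the diet, 2.61 in GR LKO on caloric restriction and 2.15 in GR LKO on control diet, and together had 920 ± 294 CPM on caloric restriction against 528 ± 149 CPM on control diet in WT. The *Cyp2b* genes rose by 8.27, 1.82 and 4.90, and together had 304 ± 31.8 CPM against 0.316 ± 0.222 CPM. In these families the reads of single members can have been split between copies, while the family as a whole is less affected. A response of hormones to the diet was not tested here as an explanation. The paper reports less phosphorylated STAT5 in livers on caloric restriction (Fig. 5a), which it had proposed could follow from lower growth hormone secretion. Whether this accounts for the change of these genes was not examined here.

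Markers of Kupffer and myeloid cells were higher in GR LKO livers on caloric restriction at ZT12, with 8 of 8 genes higher, 4 past the threshold and a median log2 fold change of 1.05 (0.92 to 1.23 with single mice left out). A lower share of hepatocytes would raise the markers of all other cells alike. The median of the 6 stellate cell markers was 0.06 (-0.03 without WT replicate 3, 0.21 without WT replicate 2) and that of the 6 endothelial markers 0.39 (0.27 to 0.49), both below the range of the myeloid ones. This argues against a lower hepatocyte share as the whole cause of the myeloid rise. As a part of it a lower share stays open, since the median of the hepatocyte markers was lower and the medians of most other cells were higher. More myeloid cells, or more of these transcripts in each, remain open. Hepatocyte markers had a median of -0.41 (1 of 7 higher), erythrocyte markers 0.32 (5 of 5 higher; 0.09 without GR LKO replicate 1, 0.60 without WT replicate 1), cholangiocyte markers 0.27 (3 tested; 0.15 without WT replicate 1), adipocyte markers 1.15 (2 tested, of which *Car3* is also expressed by hepatocytes) and Y-linked genes -0.22 (-0.35 without GR LKO replicate 1, -0.12 without GR LKO replicate 2). The markers of lymphocytes and neutrophils were too low to be tested there, and those of exocrine pancreas did not pass the filter on counts, with a sum of 1083 CPM in WT replicate 3 and at most 0.598 CPM in each of the other 5 livers.

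Marker medians in the other comparisons are given as values, with those that moved most when a mouse was left out. In GR LKO on control diet they were 0.11 for Kupffer and myeloid cells (5 of 8 higher; -0.07 without GR LKO replicate 2), 0.18 for endothelial cells (0.03 without GR LKO replicate 4), 0.25 for stellate cells (0.06 without GR LKO replicate 4), -0.22 for hepatocytes (-0.15 without WT replicate 2), 0.38 for erythrocytes (0.21 without GR LKO replicate 3), 0.71 for adipocytes (3 tested), -0.22 for cholangiocytes (2 tested; -0.02 without WT replicate 4) and 0.09 for the Y-linked genes (0.06 without WT replicate 3). With CORT they were 0.57 (8 of 8 higher; 0.38 without CORT replicate 2), -0.28 (-0.13 without control replicate 3), -0.08 (0.03 without CORT replicate 1), 0.29, -0.89 (-1.42 without CORT replicate 2), -0.26 (-0.62 without CORT replicate 2), 0.34 (-0.54 without CORT replicate 2) and 0.04 (-0.01 without CORT replicate 2) in the same order, and 1.82 for the 1 neutrophil gene tested. With the diet in WT they were 0.07 (-0.03 without caloric-restriction replicate 2), 0.54, -0.15 (-0.02 without control replicate 1), 0.14, -0.77 (-0.31 without control replicate 2), -0.96, 0.78 (0.50 without caloric-restriction replicate 3) and -0.12 (-0.07 without caloric-restriction replicate 3), with -2.29 for 2 lymphocyte genes and -0.77 for 1 pancreas gene (-1.89 without caloric-restriction replicate 1). *Cfd*, which is on the adipocyte list, is also named by the paper.

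In 373 genes at least 1 library of a condition had at most 3 counts and another at least 100. Of the 352 (94.4%) whose class the annotation gives, 37 were pseudogenes (10.5%), against 173 of 11450 other expressed genes (1.51%). Counts split between near-identical transcripts, which predict more pseudogenes here, thus remain a candidate explanation. Among the genes called, 79 for the diet (1.28%), 23 for GR LKO on caloric restriction (1.28%), 7 on control diet (2.94%) and 15 for CORT (1.60%) are of this kind. *Clock* had 64 to 708 estimated counts on caloric restriction (median 277) and 0 to 311 on control diet (median 78.5), with 0 in 9 of 42 libraries. At ZT12 on control diet it had 0, 39, 0 and 0 counts in WT and 0, 35, 0 and 0 in GR LKO.

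The higher FoxO1 target score of GR LKO livers on caloric restriction, 0.63 above those on control diet, cannot be told apart from a difference of the library batches, because no batch of the series holds both diets of GR LKO. The score in WT rose in the separate diet comparison as well, by 1.05, where the labels give no such batch. In the ZT12 WT libraries of the time series 3 lists passed for the diet by camera (5 at an unadjusted p-value under 0.05), which were the FoxO1 targets (median 0.67, adjusted p = 2.36e-10), FoxO signaling (0.38, adjusted p = 0.000181) and fatty acid oxidation (0.27, adjusted p = 0.00755), while lipid synthesis had a median of -0.17 (adjusted p = 0.125).

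For GR LKO against WT on control diet at ZT12, lists passed by camera for the acute phase and complement (median -0.13, 11 of 47 higher, adjusted p = 5.01e-07, 0.0211 by fry; 7 genes called lower, 15 when adjusted over the list alone), the FoxO1 targets (3 genes called higher and 39 lower, 70 when adjusted over the list alone) and the proteasome (-0.06, 6 of 33 higher, adjusted p = 0.0417). The proteasome did not pass without GR LKO replicate 1 (0.0719), 2 (0.158) or 4 (0.243) or WT replicate 2 (0.0655) or 3 (0.154). Short of the threshold were oxidative phosphorylation (-0.05, 13 of 56 higher, adjusted p = 0.0736; 0.00116 without GR LKO replicate 3, 0.0212 without WT replicate 1, 0.00336 without WT replicate 2), the peroxisome (0.07, 37 of 51 higher, 0.0736; 0.00457 without GR LKO replicate 2, 0.0212 without WT replicate 1), fatty acid oxidation (0.06, 21 of 30 higher, 0.0736; 0.00354 without GR LKO replicate 2, 0.00498 without WT replicate 1), autophagy (-0.02, 20 of 44 higher, 0.298), the ribosome (-0.04, 18 of 64 higher, 0.298; -0.08 and 0.00399 without WT replicate 1, 0.02 without WT replicate 4), lipid synthesis (0.11, 21 of 31 higher, 0.529; 0.22 without GR LKO replicate 1, -0.05 without GR LKO replicate 4), FoxO signaling (-0.01, 25 of 54 higher, 0.669; -0.04 without GR LKO replicate 1), bile acid (-0.02, 11 of 25 higher, 0.926; 0.03 without GR LKO replicate 2) and the core clock (0.02, 10 of 19 higher, 0.952; -0.07 without WT replicate 3). Single genes were called in the autophagy list (1, or 5 when adjusted over the list alone), the core clock (2 and 7), the ribosome (1 and 1), FoxO signaling (2 and 6) and the peroxisome (2 and 3), and 0 in bile acid (1 over the list alone), fatty acid oxidation (6), lipid synthesis (0), oxidative phosphorylation (0) and proteasome (0), where 4, 7, 4, 1 and 1 had an unadjusted p-value under 0.05.

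For the interaction at ZT12 no list passed by camera with all mice (4 at an unadjusted p-value under 0.05). With single mice left out the number ran from 0 (without caloric-restriction WT replicate 3) to 4 (without caloric-restriction GR LKO replicate 2). At least 1 list passed in most of these fits. The medians were 0.10 for the peroxisome (34 of 51 higher), -0.09 for the proteasome (8 of 33) and -0.10 for the FoxO1 targets (81 of 206), with an adjusted p of 0.0583 each, 0.23 for lipid synthesis (24 of 32, 0.111; 0.45 and 0.0014 without control-diet GR LKO replicate 4), -0.06 for oxidative phosphorylation (0.147), -0.05 for autophagy (0.148), -0.13 for the acute phase (0.215), 0.04 for bile acid (0.215), -0.05 for the ribosome (0.215), -0.01 for FoxO signaling (0.315), 0.04 for fatty acid oxidation (0.639) and 0.02 for the core clock (0.918). The FoxO1 targets passed in 8 of the 14 fits that each left out a mouse. Genes called, over all genes and over the list alone, were 5 and 12 in the FoxO1 list, 2 and 4 in the core clock, 1 and 5 in the acute phase, 1 and 5 in FoxO signaling and 1 and 2 in fatty acid oxidation. They were 0 and 6 in the peroxisome, 0 and 4 in bile acid, 0 and 1 in lipid synthesis, and 0 and 0 in autophagy, the ribosome, oxidative phosphorylation and the proteasome, where 8, 2, 1 and 6 had an unadjusted p-value under 0.05.

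The acute phase and complement list had a median of -0.03 for the diet in WT (23 of 47 higher, adjusted p = 0.422 by camera and 0.00100 by fry; 13 genes called higher and 17 lower, 35 when adjusted over the list alone) and of -0.15 for GR LKO on caloric restriction (14 of 47 higher, 0.0106 by camera and 0.0096 by fry; 4 called higher and 12 lower, 24 over the list alone). Genes of the interaction that changed most by the rule of the named genes, besides *Cdkn1a*, were *Bcar1* (adjusted p = 0.0359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Gm7666* (at least 9.52-fold higher in GR LKO on caloric restriction; 0.00287), *Fam213b* (2.55 on the log2 scale; 0.0359), *Mup7* (-4.38; 0.0369) and ENSMUSG00000074828. *Bcar1*, *Fam213b* and *Mup7* were past the threshold in 4, 4 and 3 of the 14 fits that each left out a mouse, with adjusted p-values of up to 0.0876, 0.0924 and 0.104, the other 2 in all 14.

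Further genes that the paper names for GR LKO on caloric restriction at ZT12 had log2 fold changes of -1.20 (*Mat1a*), -1.74 (*Gadd45b*), -0.97 (*Ppargc1a*), 0.97 (*Acly*), 0.83 (*Fads2*), 1.02 (*Scd1*), 1.33 (*Fabp5*), 0.41 (*Pex5*), -0.57 (*Bnip3*), -3.64 (*Igfbp1*), -0.76 (*Scarb1*), -0.34 (*Ndufa1*), 0.60 (*Acaa1a*), 2.08 (*Pltp*), 0.79 (*Bdh2*) and 0.61 (*Fads1*), all past the threshold of edgeR's quasi-likelihood test. With single mice left out *Ndufa1* was past it in 0 of 6 fits, *Scd1*, *Pex5* and *Fads1* in 2 and *Acaa1a* in 5. For the diet *Pltp* fell by 0.92 (past the threshold in 3 of 6 such fits) and *Fads2* by 0.62 (not without caloric-restriction replicate 3).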
